# Deciphering motor dysfunction and microglial activation in mThy1-*α*-synuclein mice: a comprehensive study of behavioral, gene expression, and methylation changes

**DOI:** 10.3389/fnmol.2025.1544971

**Published:** 2025-02-13

**Authors:** Brett A. McGregor, Md. Obayed Raihan, Afrina Brishti, Junguk Hur, James E. Porter

**Keywords:** microglia, synucleinopathy, epigenetics, DNA methylation, RNA-seq, alpha-synuclein, systems biology, transcriptome

## Abstract

**Introduction:**

Growing recognition of microglia’s role in neurodegenerative disorders has accentuated the need to characterize microglia profiles and their influence on pathogenesis. To understand changes observed in the microglial profile during the progression of synucleinopathies, microglial gene expression and DNA methylation were examined in the mThy1-*α*-synuclein mouse model.

**Methods:**

Disease progression was determined using behavioral tests evaluating locomotor deficits before DNA and RNA extraction at 7 and 10 months from isolated microglia for enzymatic methyl-sequencing and RNA-sequencing.

**Results:**

Pathway analysis of these changes at 7 months indicates a pro-inflammatory profile and changes in terms related to synaptic maintenance. Expression and methylation at both 7 and 10 months included terms regarding mitochondrial and metabolic stress. While behavior symptoms progressed at 10 months, we see many previously activated pathways being inhibited in microglia at a later stage, with only 8 of 53 shared pathways predicted to be directionally concordant. Despite the difference in pathway directionality, 21 of the 22 genes that were differentially expressed and annotated to differentially methylated regions at both 7 and 10 months had conserved directionality changes.

**Discussion:**

These results highlight a critical period in disease progression, during which the microglia respond to *α*-synuclein, suggesting a transition in the role of microglia from the early to late stages of the disease.

## Introduction

Synucleinopathy disorders refer to a group of complex neurodegenerative diseases, including Parkinson’s disease, Multiple System Atrophy, and Dementia with Lewy Bodies (Van der Perren et al., 2020). A small, soluble protein, *α*-synuclein, which normally functions in neurotransmitter release and synaptic vesicle trafficking at the neuronal synapse, instead misfolds and aggregates into insoluble clumps to form pathological structures known as Lewy bodies which have been linked with neurodegeneration (Gómez-Benito et al., 2020). In synucleinopathies, this degeneration is mainly located in the dopaminergic systems, resulting in a progressive loss of dopamine-producing neurons in areas such as the substantia nigra. This loss in the dopaminergic system leads to motor deficit symptoms such as bradykinesia, rigidity, and resting tremors, which are characteristic features of synucleinopathy disorders (Savica et al., 2019).

While pathological hallmarks primarily involve the loss of dopaminergic neurons, recent evidence suggests that microglia play a critical role in the pathogenesis of synucleinopathies (Li et al., 2023). Microglia are motile immune cells of the central nervous system (CNS) and play a crucial role in supporting neuronal function and protecting the CNS (Umpierre and Wu, 2021; Borst et al., 2021; Nebeling et al., 2023). The involvement of microglia in the aggregation, spreading, and clearance of misfolded proteins, including *α*-synuclein, highlights them as a key player in neurodegenerative diseases (Li et al., 2024; Cai et al., 2022; George et al., 2019; Scheiblich et al., 2021; Li et al., 2023).

Many symptoms of synucleinopathies, such as the propagation of α-synuclein, inclusion of the misfolded protein in microglia, inflammatory phenotypes, and significant motor function impairment, are also reported in mouse models of synucleinopathies (Tanriöver et al., 2020). These observations indicate the conserved role microglia likely play in neurodegeneration (McGregor et al., 2021; Bido et al., 2021a; Richter et al., 2023). A deeper exploration into the mechanisms regulating these systems in the presence of aberrant proteins may reveal novel therapeutic targets for a spectrum of neuroinflammatory and degenerative conditions. Experiments conducted using the mThy1-*α*-synuclein model of synucleinopathy in this study suggest α-synuclein inclusion in microglia and neurons as well as an increased proportion of activated microglial over time when compared to littermate wild-type controls (Watson et al., 2012; Tanriöver et al., 2020).

Microglia phenotypes can be differentiated utilizing gene expression patterns, and our previous study reported significantly different gene expression and methylation patterns in microglia from synucleinopathy mice at both an early and advanced stage of pathology (McGregor et al., 2021). Changes to the cellular transcriptome and methylome play a significant role in regulating cellular function and are vital in understanding cellular contributions to disease pathogenesis (Hadad et al., 2019; Zhao et al., 2022). Alterations in the microglial transcriptome and methylome have previously been investigated to understand their contribution to the cause of various neurodegenerative diseases (Prater et al., 2023; Hunter et al., 2021). However, the influence of *α*-synuclein on gene expression and regulation has not been specifically examined to understand the role of microglia cells in the progression of synucleinopathies.

Our prior work examined the early (3-month) and late (13-month) stages of pathology, and the current study bridges these extremes. We hypothesize that profiling microglia during the mid-stages of the disease will reveal transcriptome and methylome changes relating to the developing disease phenotype at 7 and 10 months. The selection of 7- and 10-month time points was guided by previous studies demonstrating that motor dysfunction and neuroinflammatory changes in synucleinopathy models tend to occur during mid-disease stages. In particular, studies using mThy1-*α*-synuclein Line 61 mice have reported early motor impairments starting around 5 months and progressing through 9 months, making 7- and 10-month time points ideal for capturing key phenotypic transitions (Rabl et al., 2017; Kim et al., 2015; Fleming et al., 2004; Valera et al., 2015; Fleming et al., 2008). These time points are also expected to capture dynamic changes in microglial activation and proliferation, which have been shown to fluctuate as *α*-synuclein pathology evolves. Therefore, 7 and 10 months were chosen to provide insights into the progression of synucleinopathy-related changes at a critical stage between early and late disease. Shifts in the cellular transcriptome and methylome during pathological progression hold significant importance in disease research and guide the development of targeted therapeutics (Hunter et al., 2021). Identifying key regulatory mechanisms will provide critical insights into the disease process and drive future mechanistic and preclinical-translational research.

To test this hypothesis, we employed our previously characterized mThy1-*α*-synuclein mice to distinguish distinct transcriptome and methylome changes and to identify candidate genetic and epigenetic factors regulating the behavior of microglia in synucleinopathies, which could pave the way to targeted therapeutics. With our modified microglia purification protocol (Raihan et al., 2021), we generated *α*-synuclein-responsive microglial transcriptomic and DNA methylation profiles from 7- and 10-month cohorts with or without synucleinopathy-related motor impairment. The data collected were also used to identify dysregulated pathways when compared between cohorts. In addition to pathways related to inflammation and mitochondrial dysfunction, described previously in the early and advanced stages of our model, we uncovered microglial-associated pathways that may give additional insight into synucleinopathy pathogenesis. The present study provides insight into synucleinopathy-related changes in microglia gene expression and methylation profiles and describes pathway-level changes associated with pathological progression.

## Materials and methods

### Mice/animals use

Male wildtype and mThy1-*α*-synuclein mice were procured from the Chesselet laboratory at the University of California, Los Angeles. The corresponding background of mThy1-α-synuclein mice is the B6D2F1/J mice (stock# 100006) from The Jackson Laboratory (Bar Harbor, ME). In all performed studies, 7- and 10-month-old male mice were used to avoid any adverse effects of the females’ ability to inactivate X chromosome expression, which contains the inserted human α-syn gene (Fleming et al., 2004). The genotype of all mice was verified with PCR analysis of tail snip DNA via general end-point PCR (McGregor et al., 2021). Animals were housed under standard laboratory conditions on a 12-h light/dark cycle with free access to food and water. Mice were euthanized in a CO2 chamber (small mouse cage) with a flow rate of 3–5 liter(s) per minute for 2–5 min. The chamber was cleaned between uses and euthanasia was confirmed via paw pinch. All experiments were carried out according to the National Institute of Health Guide for the Care and Use of Laboratory Animals (N.I.H. Publications No. 80-23, revised 1978). The Institutional Animal Care and Use Committee (IACUC) approved the study protocol (IACUC Protocol #: 2004-7).

### Behavioral assessment

#### Behavior tests

All motor symptom assessments were performed in the University of North Dakota Behavioral Research Core Facility (BRCF). We performed open field, pole test, foot printing for stride length, hind-limb grasping, inverted grid test, and body weight measurement. Body weight was measured before the start of behavioral testing at the early phase of the light cycle. Animals underwent training for the pole test on two consecutive days, with the final test performed on day 3 alongside all other tests. On test day, the open field test was performed before allowing animals to rest for around 1 h and then testing on the pole test. The following day, hind-limb grasping and inverted grid tests were performed after foot printing.

#### Pole test

The pole test was used to assess motor coordination and balance in the mice (Giraldo et al., 2018). Mice were placed head up near the top of a 1 cm diameter and 50 cm long pole, which was positioned vertically on a soft platform. Mice were allowed to descend to the base freely while the time to descend the entire length of the pole was recorded. A maximum cutoff time of 60 s was provided to complete the tasks. The longest time for each individual mouse over three consecutive test trials was recorded.

#### Inverted wire/wire hang test/inverted grid test

The inverted grid test, also known as the mesh grip test, assesses grip strength and balance (Giraldo et al., 2018). Mice were placed in the center of the wire mesh (30 cm by 30 cm screen with 1 cm wide mesh) and held horizontally. The screen was then inverted head-over-tail and placed 40 cm above an open cage with soft padding. The time until the mouse fell off the screen or remained within the cutoff time of 60 s was recorded.

#### Open field test

An open-field test was used to quantify general locomotion (Uddin et al., 2021). Mice were placed in an open enclosure (40.6 cm × 40.6 cm × 38.1 cm, San Diego Instruments, San Diego, CA, USA) and allowed to explore freely over 10 min after 30 s of acclimation. The free movements of the individual mouse were recorded with a digital video camera placed directly on top from the middle of the open enclosure (C525 HD webcam, Logitech International, Newark, CA, USA). The behavioral parameters such as total distance traveled, velocity, and time spent in the 20 cm × 20 cm center zone were automatically analyzed using the ANY-maze software (Stoelting Co., Wood Dale, IL, USA).

#### Body weight

The mice were transferred to the behavioral research core facility 3–4 weeks prior to behavioral testing at 7- & 10- months of age. Before starting the behavioral testing, body weight was recorded in grams.

#### Footprinting/stride length

The stride length test was used to measure walking ability, muscular strength, and balance. Stride length is the distance between successive points of initial contact of the same foot with shorter stride lengths characteristic of a Parkinsonian gait (Wan et al., 2021). The fore- and hind paws of each mouse were painted with nontoxic red and black ink, respectively. Mice were placed on a narrow path covered with white paper and allowed to walk freely from one end to the other. At least three distances between two footprints on each side of the white paper with color footprints were measured using a ruler for stride length calculation. For each measurement, the first and last footsteps were excluded. The trial was repeated if the mouse stopped in the middle of the tunnel.

#### Hind-limbs clasping score

The hind-limb clasping test is used to measure the severity of motor dysfunction (Sampson et al., 2020). Mice were gently lifted upward by their tail for 30 s and the clasping score was assigned based on the following criteria: 0- was assigned to mice where both hind-limbs extended outwards for the majority of the observation time, 1- was assigned to mice where one hind-limb was retracted for at least half of the observation time, 2- was given to mice where both hind-limbs were partially retracted for more than half of the observation time, and 3- was assigned to mice where both hind-limbs were retracted completely for more than half of the observation time.

#### Statistical analysis

Behavioral data are represented as mean ± S.E.M. and were analyzed by one-way ANOVA and the Holm-Sidak *post hoc* test using GraphPad Prism v10.3.1 (GraphPad Software, Inc., USA).

#### Purification of microglia and extraction of DNA–RNA

Following our earlier published protocol, microglia were isolated from a single mouse whole brain for dual DNA and RNA extraction (Raihan et al., 2021). Initially, six animals in each group were assessed for behavioral changes associated with disease progression; however, four samples (two 7-month controls, one 10-month control, and one 10-month Thy1-*α*-synuclein mouse) did not yield sufficient RNA for follow-up sequencing. In brief, dissected brain tissue was dissociated using the Neural Tissue Dissociation Kit (Miltenyi Biotech). Following myelin debris and Red Blood Cell removal using myelin debris and RBC removal solutions (Miltenyi Biotech), microglia cells were labeled using MACS CD11b magnetic (Microglia) micro-beads (Miltenyi Biotech). CD11b magnetic-labeled and activated microglia cells were then sorted using double miniMACS MS filter column held inside the miniMACS magnet attached to the MACS separator. Due to the limited RNA/DNA yield and the risk of compromising sample viability, microglial cell counts were not recorded during this study. However, based on previous experience with this methodology, the typical yield of microglial cells per sample in this model were 3.0–5.0×10^5^ CD11b positive cells (Raihan et al., 2021). Microglial purity was estimated to be 90–95% based on the protocol used. The proportion of microglia relative to other brain cells was not measured. Based on previous studies, microglia are estimated to represent approximately 2.1% of total brain cells (Miller et al., 2017). DNA and RNA from isolated microglia were extracted from 7- and 10-month-old mThy1-*α*-synuclein mice and wild-type littermate controls using the Qiagen Dual RNA/DNA miniprep kit (Raihan et al., 2021). Both wildtype and mThy1-α-synuclein mice at each timepoint were processed together from euthanasia to nucleic acid isolation.

### RNA-sequencing and bioinformatic processing

Isolated RNAs (minimum RIN value ≥8.0) were submitted to the Yale Genomics Core for sequencing. All samples were sequenced in a single run with approximately 60 million 150 bp paired-end read pairs obtained for each sample using Illumina NovaSeq 6,000. The resulting reads were subject to quality assessment of RNA-Seq FASTQ files using FastQC version 0.11.9 (Wingett and Andrews, 2018). Raw reads were trimmed using Trim Galore version 0.6.7 to remove adapters, low-quality reads, and reads less than 40 bp in length (Felix Krueger et al., 2023). Cleaned reads were mapped to the mm10 mouse reference genome using HISAT2 version 2.2.1 (Kim et al., 2019). The featureCounts function from Rsubread version 2.18.0 assigned mapped read to unique genomic features (Liao et al., 2019), allowing for the identification of differentially expressed genes (DEGs) using DESeq2 version 1.44.0 with a significance cutoff of <0.05 Benjamini-Hochberg adjusted *p*-value (Love et al., 2014).

### Enzymatic methyl sequencing and bioinformatic processing

Isolated DNAs were submitted to the Yale Genomics Core for Enzymatic methyl-seq (EM-seq). Nucleotides were prepared using the NEBNext enzymatic methyl-seq kit for 350 million 150 bp paired-end read pairs per sample to be sequenced on an Illumina NovaSeq 6,000. Samples were split into two batches for sequencing, but no batch effect was detected. EM-seq reads were first assessed for quality using FastQC version 0.11.9 (Wingett and Andrews, 2018). Raw reads were trimmed using Trim Galore version 0.6.7 to remove adapters, low-quality reads, and reads below 40 bp in length (Felix Krueger et al., 2023). Cleaned reads were mapped to the mm10 mouse reference genome using Bismark version 0.23.1 and bowtie2 version 2.2.5 (Langmead and Salzberg, 2012). Uniquely mapped reads were assessed for changes in methylation between wild-type and mThy1-*α*-synuclein mice using methylKit version 1.22.0 (Akalin et al., 2012). Differentially methylated regions (DMRs) were determined using a 1,000 bp sliding window with a 25% minimum difference in cytosine methylation levels between groups with q-value <0.01. The q-value, in this context, is an adjusted *p*-value calculated using the sliding linear model (SLIM) in methylKit. The Genomation R package was used to annotate DMRs, based on genes and CpG island features 2, 5, and 10 kb regions upstream from transcription start sites (Akalin et al., 2015). CpG island and other regional annotations were obtained from the University of California Santa Cruz (UCSC) Genome Browser (Nassar et al., 2023).

#### Functional enrichment analysis

Both DEGs and gene-associated DMRs were assessed for functional enrichment analysis using our in-house R package richR^1^ and the Gene Ontology biological processes (GO-BP) annotation (Thomas et al., 2022). Enriched biological functions and pathways within our gene lists were determined based on a cutoff of Benjamini-Hochberg adjusted p-value <0.05. These results were visualized using richR as a dot plot where dot size indicates the number of genes in our dataset annotated to those functions and dot color represents the significance based on a −log10(adj. *p*-value) scale.

Identified DEGs were also assessed using QIAGEN Ingenuity Pathway Analysis (IPA) for canonical pathway enrichment (Kramer et al., 2014). DEGs were subject to core analysis within IPA, while using their biological filters for nervous system tissue and mouse species. Pathways with a −log(*p*-value) > 1.3 were considered significantly enriched. Z-scores, based on observed gene expression changes, were calculated within IPA to provide directionality context to pathway changes in terms of activation or inhibition. Pathway figures were generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA). The distribution of DEGs involved in enriched IPA pathways was visualized using the EnhancedVolcano R package^2^ (Blighe and Lewis, 2018). While the complete DEG list is available in the scatter plot, the pathway network may not incorporate all DEGs either to optimize visualization or because their role may not be known.

## Results

### 7- and 10-month-old, mThy1-*α*-synuclein mice gain less body weight with increasing age and display motor impairments

In motor performance and body weight assessment, both 7- and 10-month-old *α*-synuclein mice showed significant changes. As shown in Figure 1A, 7-month-old mThy1-α-synuclein mice displayed a lower body weight than non-transgenic wild-type control mice, and the difference became more significant at 10 months. In the open field test, *α*-synuclein mice at both time points traveled a shorter total distance (Figure 1B), however, time spent in the center (Figure 1C) was not significantly different compared to age-matched littermate wild-type control. While α-synuclein mice spent less time in center compared to their wild-type littermates, this difference was not statistically significant which could be attributed to the use of the standard open field test or to the possibility that age-specific brain regions affected by synucleinopathy pathology may not directly translate to anxiety. The movement velocity of the *α*-synuclein mice at both time points was also lower than observed in control mice (Figure 1D). The track plots from the open field test also demonstrate different movement patterns between α-synuclein and control mice. In the pole test (Figure 1E), α-synuclein mice at both time points showed shorter latencies to descend from the vertical pole than the littermate control mice. As shown in Figure 1F, α-synuclein mice at both time points took less time to fall off the inverted wire screen than littermate controls. Wild-type control mice at both time points displayed a normal extension reflex. However, they showed a significantly lower hind-limb clasping severity score (Figure 1G) when compared with α-synuclein mice. Gait abnormalities were tested by painting the paws of each mouse, and α-synuclein mice at both time points had a shorter forelimb stride length with higher variation (Figure 1H) compared to littermate wild-type control mice. These behavioral data are in agreement with earlier data from mouse models of α-synucleinopathies (Giraldo et al., 2018; Rabl et al., 2017; Chesselet et al., 2012). Significant motor deficits in five distinct behavioral tests confirm symptoms of synucleinopathy in our subject animals. The observed phenotype facilitates our investigation into the neuroinflammatory status of these animals, specifically their microglia profiles, and how these may be associated with disease progression.

**Figure 1:**
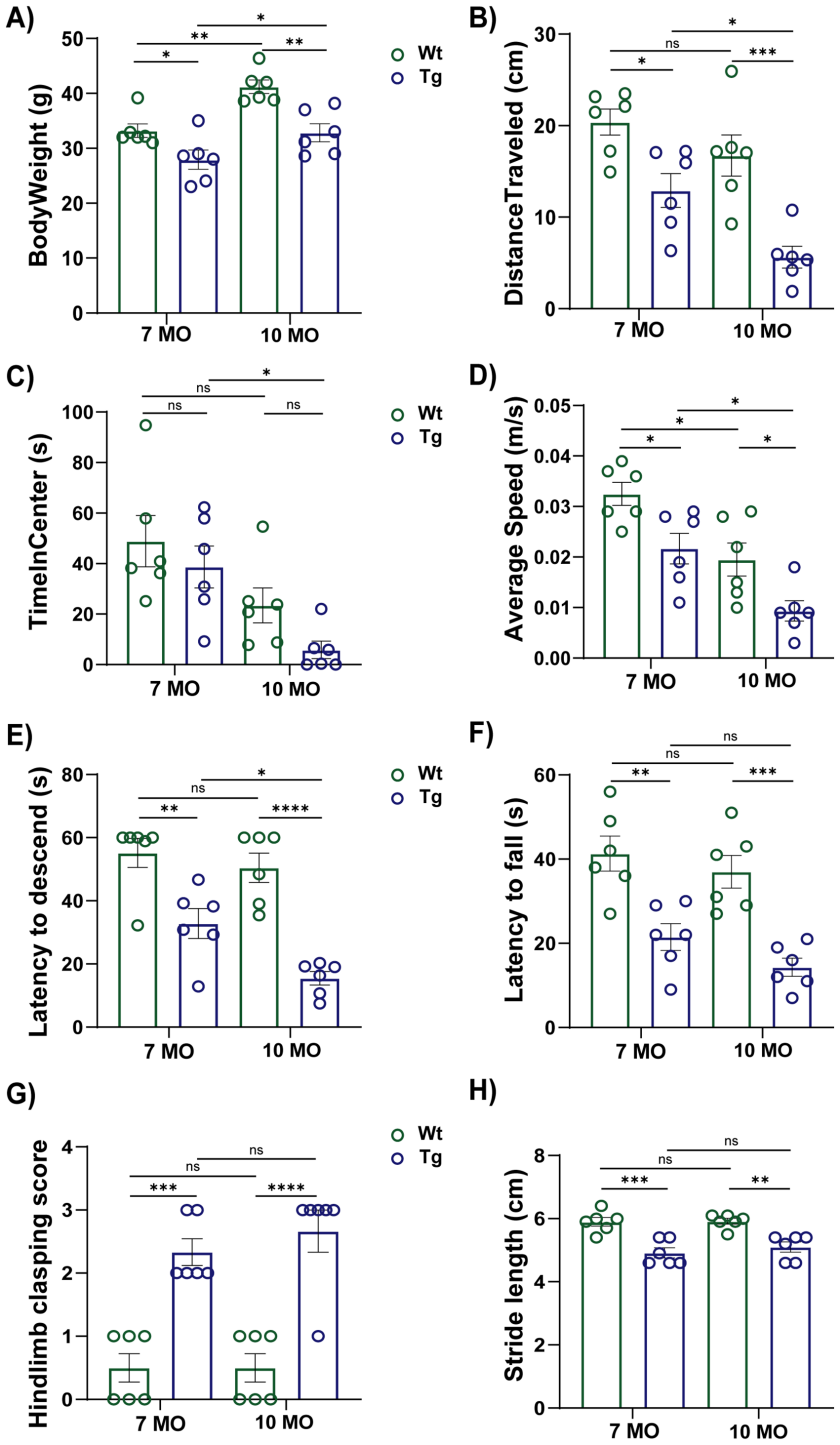
7- and 10-month-old male, Thy1-α-synuclein mice have increased weight loss and deficits in motor symptoms. In body weight measurement **(A)**, body weight (g). In the open field test: total distance traveled (cm) **(B)**, time spent in center (s) **(C)**, and average movement velocity (cm/s) **(D)**. In the pole descend test **(E)**, latency to descend the entire length of the vertical pole (s), with Tg mice exhibiting a significant difference in latency to fall compared to control mice. In the inverted grid test **(F)**, latency to fall off the screen (s). In the hind-limb clasping test **(G)**, hind-limb clasping severity scores. In the footprint test **(H)**, stride length (cm). Data are presented as mean ± S.E.M. (*n* = 6 mice/group). *p < 0.05, **p < 0.01, ***p < 0.001.

### Gene expression and methylation changes associated with mThy1-α-synuclein overexpression at 7 months

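At 7 months, microglial RNA from 6 mThy1-α-synuclein and 4 wild-type male mice was sequenced, each sample coming from the whole brain of a single mouse. The paper's methods describe selection with CD11b magnetic beads, whereas the sample labels of the deposit name IBA1 beads. The authors trimmed the paired-end reads, mapped them to the mm10 mouse genome with HISAT2, counted them per gene with featureCounts and divided each mouse's counts by a DESeq2 size factor. The deposited values are these depth-normalized counts, called normalized counts here, for 24062 genes named by symbol. Every value was a whole number of reads multiplied by 1 factor per mouse, and the factors equalled DESeq2 size factors computed over the 10 mice of this age alone, so the reads behind each value were recovered. Between 43825004 and 77806399 reads per mThy1-α-synuclein mouse were counted on genes (median 50742760), and between 45926067 and 57983880 per wild-type mouse (median 48527814). Normalized counts were compared between genotypes with limma's moderated test on log2(value + 1), for the 13887 genes with a value of at least 10 in at least 4 mice, and p-values were adjusted by the Benjamini-Hochberg method. Errors of group means are SDs over 6 mThy1-α-synuclein and 4 wild-type mice unless another number is given. Gene positions are on mm10.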

Following the behavior phenotyping of our animals, the brain was extracted, and microglia were isolated for RNA-sequencing and enzymatic DNA methylation sequencing to assess gene expression and regulation changes occurring in this critical cell population during disease progression. 

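For the RNA of the 7-month mice, principal components were computed from the 500 genes with the most variable log2 normalized counts, centred and not scaled. The first component held 29.4% of the variance and the next 17.2%. On the first component, wild-type mice lay between 15.8 and 27.6 and mThy1-α-synuclein mice between -30.4 and 8.78, so the genotypes did not overlap. Mice of different genotype lay 1.68 times as far apart in the plane of both components as mice of the same genotype (one-sided exact permutation test over 210 assignments of the labels, p = 0.00952, where the smallest possible p is 0.00476). Over all components the ratio was 1.14. The alternative that moved it most among the transformations was DESeq2's variance stabilizing transformation, with a ratio of 1.52 (exact permutation p = 0.0286) and 52.8% of the variance on the first component. The ratio ranged from 1.53 without wild-type replicate 1 to 2.00 without mThy1-α-synuclein replicate 4.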

Principal component analysis (PCA) showed a distinct grouping of our samples based on their genotype in terms of both RNA expression and patterns of DNA methylation (Figures 2A,B). Mice at 7 months of age had 1,141 DEGs when comparing transgenic samples to control, with 52% of the genes being down-regulated (Figure 2C; Supplementary Table S1). 

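Of the 13887 genes tested at 7 months, 684 had an adjusted p under 0.05, and 2962 had an unadjusted p under 0.05. Among the 684 DEGs, 375 (54.8%) were lower and 309 higher in mThy1-α-synuclein mice, with a median absolute log2 fold change of 0.50. At least a 2-fold change was seen in 179 of them, and in 580 every mouse of the mThy1-α-synuclein group lay above or below every wild-type mouse. Among all tested genes 7.53% separated the genotypes in this way, where chance alone gives 0.952%. DESeq2, the authors' tool, called 1157 genes on the recovered reads, and this alternative raised the number most. Of these calls, 1136 are among the 1141 genes of the paper's Supplementary Table S1, as are 682 of the 684 genes called with limma. Leaving out wild-type replicate 1 lowered the number to 280. Of the genes labeled in Figure 2C, 8 could be tested and 7 were called. The paper picked them from these mice, so this is not independent evidence. Ccr6, on chromosome 17 from 8236041 to 8258519, had 76.2 ± 18.2 normalized counts in mThy1-α-synuclein mice and 7336 ± 1785 in wild-type mice (log2 fold change -6.57, standard error 0.20, adjusted p = 6.91e-11). At 10 months Ccr6 did not pass the cutoff, with 3595 ± 3830 against 4131 ± 1340 (log2 fold change -0.99574, standard error 0.82, adjusted p = 0.517). There mThy1-α-synuclein replicates 1 and 3, at 8144 and 7416, lay above every wild-type mouse. The other 3, between 694.6 and 927.15, lay below every wild-type mouse. The interaction was 5.57 (adjusted p = 0.00212), but with this split within a genotype it does not describe a change shared by these mice. Gnb4, on chromosome 3 from 32578587 to 32616673, had 42.7 ± 35.3 and 884 ± 405 (log2 fold change -4.58, standard error 0.57, adjusted p = 0.00248). For Vcam1, on chromosome 3 from 116110020 to 116129688, the means were 5061 ± 1383 and 1587 ± 262 (log2 fold change 1.64, standard error 0.21, adjusted p = 0.00276). Among the 10 DEGs with the largest changes that separated the genotypes was also Lox (log2 fold change 2.91, adjusted p = 0.00188, up to 0.0574 with the replicate block).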

There were 6,712 identified DMRs with the largest changes observed being increases in methylation on chromosomes 1, 3, 9, and 16 and decreased methylation on chromosomes 4, 7, 8, 11, and 13 (Figure 2D; Supplementary Table S2). The majority of significant DMRs were annotated to intergenic and intronic regions (Figure 2E). DMRs, annotated to genes based on the UCSC genome browser annotation, were associated with 140 DEGs. 

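Supplementary Table S3 lists the 140 genes that the paper calls both differentially expressed and associated with a DMR at 7 months. The methylation data were not analysed here. With limma, 88 of the 140 genes had an adjusted p under 0.05 and 139 had an unadjusted p under 0.05. In these 139 genes the direction was that of the paper's table, with 87 higher and 52 lower in mThy1-α-synuclein mice. DESeq2 called 139 of the 140 genes, and without wild-type replicate 1 limma called 44. The paper chose these genes as DEGs on the same mice, so their number is not an independent measure of the change.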

Shared genes, as well as complete DEG and DMRs, were separately assessed for functional enrichment (Figure 2F; Supplementary Tables S3, S4). The common DEG and DMR genes were enriched in GO terms related to homeostasis, metabolism, and regulation. Many top cluster terms were enriched in both the transcriptome and methylome in the 7-month-old mice. The unique terms identified based on the DEG list were related to signaling and immune recruitment, along with terms related to chemotaxis and ERK1/2 cascades. 

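For the genes that the paper's Supplementary Table S5 lists under 2 of these terms, log2 fold changes were read from the 7-month comparison. All 34 DEGs listed for the ERK1 and ERK2 cascade were tested, of which 18 were higher and 16 lower in mThy1-α-synuclein mice, and 22 passed the limma cutoff. For chemotaxis, the table gives 67 DEGs, of which 66 symbols could be read and tested. In that term 35 genes were higher and 31 lower, and 42 passed the cutoff, 22 of them higher and 20 lower. Cxcl12, on chromosome 6 from 117168535 to 117181368, had 143 ± 48.8 normalized counts in mThy1-α-synuclein mice against 375 ± 107 (log2 fold change -1.41, standard error 0.27, adjusted p = 0.00787, up to 0.0623 with the replicate block). Ccl5, on chromosome 11 from 83525778 to 83530518, had 213 ± 55.3 against 486 ± 156 (log2 fold change -1.17, standard error 0.23, adjusted p = 0.00815). The chemokine Cxcl10, on chromosome 5 from 92346638 to 92348889, was higher, with 520.3 ± 209 against 208 ± 48.5 (log2 fold change 1.26, standard error 0.24, adjusted p = 0.00967). These genes entered the terms because the paper had called them on these mice, so their share of DEGs was not tested.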

Terms only enriched from the DMR data were related to development, morphogenesis, and synapse-related pathways (Figure 2G; Supplementary Tables S5, S6).

**Figure 2:**
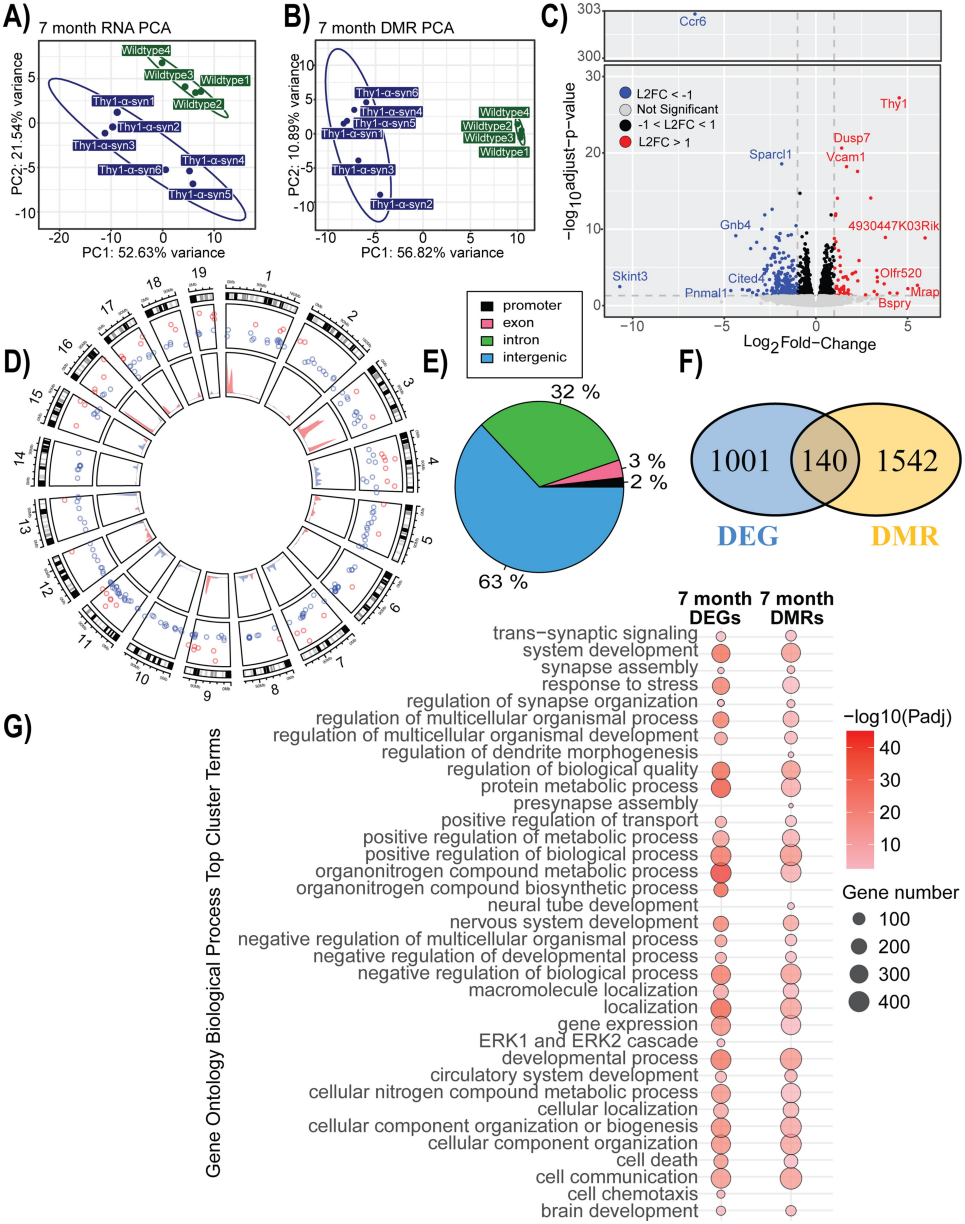
Gene expression and methylation changes associated with mThy1-α-synuclein overexpression at 7 months. **(A,B)** Principal component analysis (PCA) of gene expression and methylation profiles. **(C)** Volcano plot with differentially expressed genes (DEGs) highlighted in blue (down-regulated) and red (up-regulated). Genes with the most significant changes are labeled. **(D)** Circle plot showing the distribution of significant differentially methylated regions (DMRs) on the inner track, along with DEGs in the outer track. Colors show the direction of change, with blue representing a negative change and red showing an increase when compared to wild-type controls. **(E)** Genomic location distribution of DMRs. **(F)** A Venn diagram showing the overlap between DMRs and DEGs. **(G)** A dot plot illustrating the top 20 significantly enriched Gene Ontology (GO) biological processes terms enriched within our DEGs and DMRs. The dot color represents enrichment significance, while the dot size indicates the number of associated genes.

We further explored the pathways represented within our DEGs using IPA, which predicts directionality using a Z-score based on expression values. While GO annotation provides a broad view of our overall results, IPA’s predicted activity offers deeper insight into the observed changes. Overall, 141 pathways were significantly enriched in IPA’s annotation (Supplementary Table S7). Among the significantly enriched pathways, neuroinflammation signaling stood out, encompassing several pathways of interest within the data (Figure 3). 

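Of the genes labeled in Figure 3, 27 passed the filter on low values, 15 of them higher and 12 lower in mThy1-α-synuclein mice. The limma cutoff over all genes was passed by 21, of which 11 were higher and 10 lower, and adjusted over the list alone by all 27. The paper selected them as DEGs on these mice, so neither count is independent evidence. Ifngr1, on chromosome 10 from 19591949 to 19610229, rose from 28066 ± 2260 normalized counts in wild-type mice to 37525 ± 2625 (log2 fold change 0.42, standard error 0.076, adjusted p = 0.00480). Among the lower genes were the glutamate receptor subunits Grin2b, with 30.8 ± 14.9 against 147 ± 56.2 (log2 fold change -2.29, standard error 0.38, adjusted p = 0.00347), and Gria1, with 40.8 ± 16.6 against 127 ± 38.03 (log2 fold change -1.68, standard error 0.35, adjusted p = 0.0115). For Gria1 the adjusted p rose to 0.0655 without wild-type replicate 1 and 0.0616 with the replicate block. Lists of marker genes of other brain cells were lower as well. The median log2 fold change was -1.496 over 20 neuron markers, to which Grin2b belongs, and -1.56 over 18 astrocyte markers (two-sided exact permutation test of the list scores, p = 0.00476 and 0.00952, both 0.0334 after adjustment over 35 lists).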

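Of the Toll-like receptor genes, taken as a list of the whole family, 12 could be tested at 7 months. Their median log2 fold change was 0.41, with 10 genes higher in mThy1-α-synuclein mice and 2 lower. The mean of the standardized log2 values separated the genotypes without overlap (two-sided exact permutation p = 0.00476, adjusted over the 35 lists 0.0334). The paper's Supplementary Table S1 holds 8 of the 12 genes, called on these mice, so the list test is not independent evidence. limma's fry gave an adjusted p of 0.00155 for the list and camera with a preset correlation of 0.01 gave 4.72e-07, but camera with the correlation estimated from the data gave 0.149. With that estimate no list passed at either age, while 10 of the 35 lists at 7 months and 4 at 10 months had an unadjusted p under 0.05. Of the 17 lists that camera called at 7 months with the preset correlation, 15 also passed with fry, and of the 15 at 10 months, 8 did. Of 100 splits of the 7-month mice, the real one included, 8 gave at least as many lists with camera. Tlr1, on chromosome 5 from 64924680 to 64933600, had 3693 ± 646 normalized counts against 2191 ± 301 in wild-type mice (log2 fold change 0.75, standard error 0.12, adjusted p = 0.00347). Tlr7, on chromosome X from 167303380 to 167330574, had 23617 ± 1760 against 15547 ± 1769 (log2 fold change 0.61, standard error 0.083, adjusted p = 0.00183), and Tlr9, on chromosome 9 from 106222598 to 106226876, 5275 ± 698 against 3600 ± 313 (log2 fold change 0.54, standard error 0.10, adjusted p = 0.00424). The log2 fold changes of Tlr3, Tlr4, Tlr6 and Tlr13 were 0.36, 0.44, 0.49 and 0.39 (adjusted p = 0.00567, 0.0297, 0.0159 and 0.00937). The adjusted p of Tlr4 rose to 0.102 without wild-type replicate 3 and 0.0594 with the replicate block, that of Tlr6 to 0.0552 without wild-type replicate 3, and that of Tlr3 to 0.0505 with the replicate block.

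**Figure D1:**
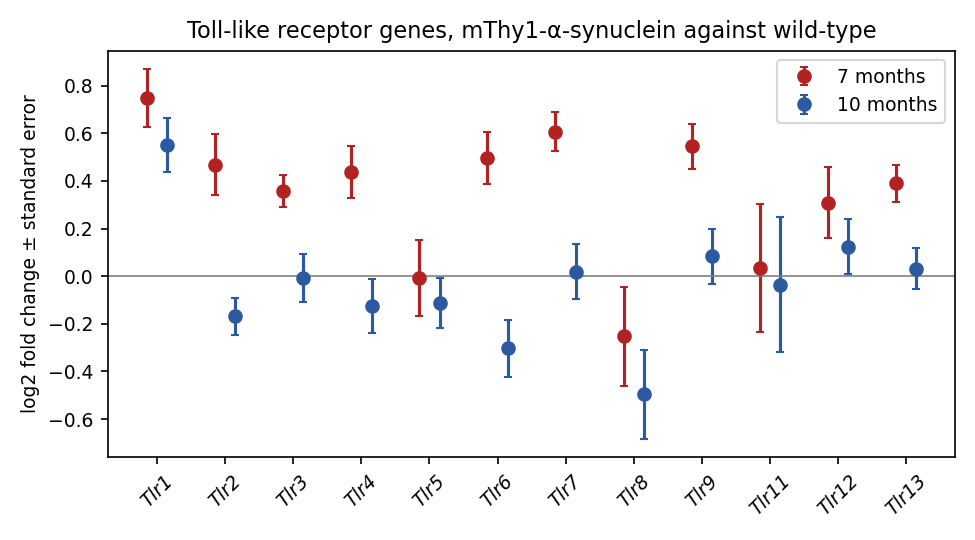
Log2 fold change of each Toll-like receptor gene between mThy1-α-synuclein and wild-type mice at 7 months (red) and 10 months (blue), with its standard error from limma (6 against 4 mice at 7 months, 5 against 5 at 10 months). At 7 months Tlr1, Tlr2, Tlr3, Tlr4, Tlr6, Tlr7, Tlr9, Tlr12 and Tlr13 lie above 0 by more than their standard error, and Tlr8 lies below it.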

Notably, seven of the thirty-six DEGs leading to this pathway’s enrichment are TLR genes, which have been linked to *α*-synuclein-induced inflammation (Fellner et al., 2013). The majority of the neuroinflammation signaling pathway is predicted to be activated at 7 months, including reactive oxygen species (ROS) production and phagocytosis, while the major inflammatory pathway predicted is NF-ĸB signaling (Supplementary Figure S1). 

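The genes drawn in the NF-κB diagram of Supplementary Figure S1 were written as a list of mouse symbols, of which 67 were tested at 7 months. The median log2 fold change was 0.078, with 44 genes higher and 23 lower in mThy1-α-synuclein mice. Among them, 9 passed the limma cutoff over all genes, 7 higher and 2 lower, and 20 adjusted over the list alone. The list score was higher in mThy1-α-synuclein mice (exact permutation p = 0.00952, adjusted 0.0334), although single mice of the genotypes overlapped. The paper shows this and the other pathway diagrams as enriched in its DEGs from these mice. Tests of lists written from the diagrams are therefore not independent of its calls.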

Toll-like-receptor signaling was also represented in the data, indicating a possible IL-1-induced apoptosis signal (Supplementary Figure S2). 

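Over the 52 tested genes drawn in the Toll-like receptor signaling diagram of Supplementary Figure S2, the median log2 fold change at 7 months was 0.037, with 29 genes higher and 23 lower. All 8 genes of the list past the limma cutoff over all genes were higher in mThy1-α-synuclein mice, and 12 genes passed adjusted over the list alone. The score of this list differed between the genotypes (exact permutation p = 0.00952, adjusted over all lists 0.0334), in a list that shares the receptors themselves with the Toll-like receptor family. Il1b, on chromosome 2 from 129364569 to 129371164, had 9932 ± 4570 normalized counts in mThy1-α-synuclein mice and 14441 ± 2927 in wild-type mice (log2 fold change -0.64, standard error 0.34, adjusted p = 0.321), a difference within the spread between mice.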

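The genes drawn in the pyroptosis diagrams of Supplementary Figures S3 and S7 formed a list of 41 tested genes. At 7 months, 28 were higher and 13 lower in mThy1-α-synuclein mice, with a median log2 fold change of 0.092. Only 3 genes passed the limma cutoff over all genes, and 5 adjusted over the list alone. The list scores of the genotypes did not overlap (exact permutation p = 0.00952, adjusted 0.0334), and the adjusted p was 0.0191 with fry and 0.0770 with camera.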

Pyroptosis signaling was also enriched, possibly indicating high stress levels in the microglia at 7 months (Supplementary Figure S3). Another related pathway of interest is the Parkinson’s signaling pathway (Supplementary Figure S4). Within this pathway, the microglia inflammatory pathways are activated, and it further indicates mitochondria dysfunction likely associated with α-synuclein.

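A list of Parkinson's disease genes held 17 tested genes at 7 months, 9 of them higher and 8 lower in mThy1-α-synuclein mice (median log2 fold change 0.091, exact permutation p = 0.367). The median changed sign without mThy1-α-synuclein replicate 5, to -0.031, and was near 0 without wild-type replicate 3. For mitochondria, 76 nuclear genes of oxidative phosphorylation subunits were tested, and 71 of them were lower (median log2 fold change -0.19, exact permutation p = 0.0143, adjusted 0.0334). Of these, 6 passed the limma cutoff over all genes and 28 adjusted over the list alone. Among the 35 subunits of complex I, 34 were lower (median -0.19, exact permutation p = 0.0143, adjusted 0.0334), and 1 passed the cutoff.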

**Figure 3:**
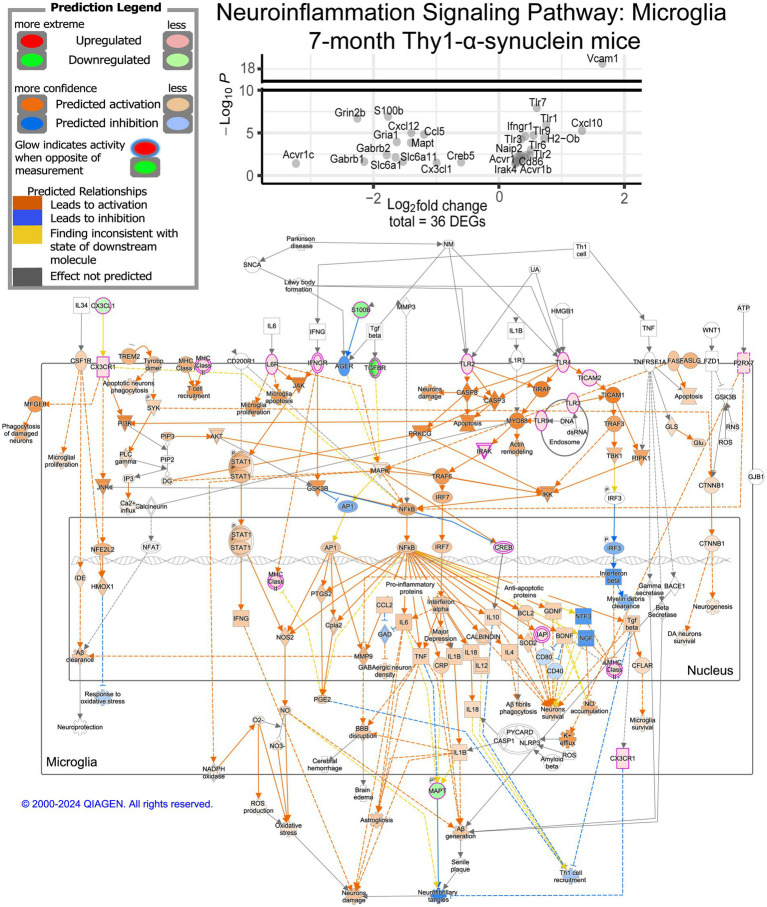
Neuroinflammation signaling pathway activity and member DEGs from mThy1-α-synuclein overexpression at 7 months. Identified DEGs at 7 months were submitted to Qiagen’s Ingenuity Pathway Analysis (IPA) for core analysis and enrichment of canonical pathways. DEGs from our data involved in determining the enrichment of this pathway are demonstrated in the dot plot with significance levels based on a −log10(adjusted *p*-value), and the x-axis represents the observed log2 fold change. Measured DEGs within the pathway are outlined in purple and colored either red for up-regulated or green for down-regulated. IPA leverages observed changes to calculate a Z-score to predict activation (orange) or inhibition (blue) of multiple elements of the pathway. Yellow interactions represent inconsistent downstream measurements compared to the calculated prediction while any gray interactions could not be predicted.

### Gene expression and methylation changes associated with mThy1-α-synuclein overexpression at 10 months

Mice were similarly phenotyped and analyzed for DEGs and DMRs between transgenic and wild-type groups at 10 months of age. 

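At 10 months, microglial RNA from 5 mThy1-α-synuclein and 5 wild-type male mice was sequenced and processed by the authors in the way described for 7 months. The size factors behind the normalized counts equalled those computed over the 10 mice of this age alone, so levels at 7 and 10 months rest on separate normalizations. Mice of each age were also processed together, and age therefore cannot be told apart from the processing. Between 43710659 and 61215625 reads per mThy1-α-synuclein mouse were counted on genes (median 48810377), and between 33404096 and 70240823 per wild-type mouse (median 45676050). The limma test covered the 13627 genes with a normalized count of at least 10 in at least 5 mice. Errors of group means at this age are SDs over 5 and 5 mice. Differences of the genotype effect between the ages were tested as an interaction over all 20 mice, for 14030 genes.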

PCA plots show that samples were grouped based on their genotype. However, the DMR data separated more clearly than DEGs, which were more similar between groups (Figures 4A,B). 

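In the RNA of the 10-month mice, the first principal component of the 500 most variable genes held 32.8% of the variance and the next 11.9%. mThy1-α-synuclein mice lay between -23.1 and -15.2 on the first component and wild-type mice between 12.8 and 21.9. The distance between mice of different genotype was 2.66 times that between mice of the same genotype (one-sided exact permutation test over 252 assignments, p = 0.00794, the smallest possible p). Without wild-type replicate 1 the ratio was 3.12, and without mThy1-α-synuclein replicate 3 it was 2.33. Over all components the ratio was 1.25. The DMR data were not analysed here.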

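At 10 months, 1045 of the 13627 genes tested had an adjusted p under 0.05 with limma, and 3209 had an unadjusted p under 0.05. Of these DEGs, 516 (49.4%) were lower and 529 higher in mThy1-α-synuclein mice. The groups did not overlap in 707 of them, and 7.27% of all tested genes were separated in this way, where chance gives 0.794%. Changes of at least 2-fold were found in 226 genes. DESeq2 called 1684 genes, and limma called 497 without wild-type replicate 2. All 11 genes labeled in Figure 4C that could be tested were called, as genes the paper picked from these mice, and 8 of them with limma-voom and sample quality weights and 9 with either form of edgeR. Gnb4 had 24.4 ± 9.05 normalized counts in mThy1-α-synuclein and 676 ± 180.4 in wild-type mice (log2 fold change -4.78, adjusted p = 9.72e-08). Gm15880, on chromosome 7 from 80636017 to 80644384, had 723 ± 129.6 and 49.9 ± 18.2 (log2 fold change 3.91, standard error 0.27, adjusted p = 3.92e-06), and Nxpe4, on chromosome 9 from 48162004 to 48400025, had 183 ± 56.1 and 11.7 ± 3.80 (log2 fold change 3.86, standard error 0.30, adjusted p = 7.14e-06). Chst2, on chromosome 9 from 95400926 to 95407270, had 1279 ± 556 and 157 ± 43.7 (log2 fold change 2.95, standard error 0.31, adjusted p = 0.000885). Cirbp, on chromosome 10 from 80165990 to 80172786, had 2146 ± 518 and 677 ± 97.8 at 10 months (log2 fold change 1.64, standard error 0.15, adjusted p = 7.06e-05) but changed in the other direction at 7 months, with 1534 ± 212 and 2545 ± 510.1 (log2 fold change -0.72, adjusted p = 0.00566, interaction 2.36, adjusted p = 2.20e-06).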

We identified 1,686 DEGs between α-synuclein and control mice, with 52% being down-regulated (Figure 4C; Supplementary Table S8). Between α-synuclein and control mice, 8,531 DMRs were identified, and similarly to methylation changes at 7 months, we observed increased methylation on chromosomes 1, 3, 9, and 16 along with decreases in methylation levels on chromosomes 4, 7, 8, 11, and 13 (Figure 4D; Supplementary Table S9). Additional changes that were more evident at 10 months included increased methylation on chromosomes 5 and 12 as well as decreased methylation on chromosome 19. The identified DMRs are primarily associated with intergenic (65%) and intronic (30%) regions (Figure 4E). Following DMR annotation to genes, we found 164 genes, which were both differentially expressed and associated with DMRs within our data (Figure 4F; Supplementary Table S10). Both complete lists of DEGs and DMRs, as well as the shared genes, were individually assessed for functional enrichment (Figure 4G; Supplementary Tables S11–S13). 

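For immune recruitment, chemokines of the list of inflammatory mediators were examined at 10 months. Cxcl2, on chromosome 5 from 90903899 to 90905938, had 385 ± 107 normalized counts in mThy1-α-synuclein mice and 899 ± 304 in wild-type mice (log2 fold change -1.20, standard error 0.23, adjusted p = 0.0103). Ccl5 had 172 ± 20.8 and 398 ± 165 (log2 fold change -1.12, standard error 0.22, adjusted p = 0.00959). Lists of blood cell markers were lower as well, by a median log2 fold change of -1.08 over 9 neutrophil markers and -1.29 over 7 monocyte markers (exact permutation p = 0.0159 for each, adjusted 0.0795), and fry gave an adjusted p of 0.0483 and 0.0130. At 7 months the medians of both lists were -0.44 and -0.42 (exact permutation p = 0.481 and 0.333).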

Functions uniquely associated with identified DEGs were often related to immune recruitment. Terms enriched in DMRs were mainly related to development, process regulation, and cell communication. Common genes differentially methylated and expressed were enriched in GO terms related to stress response and cellular organization. The majority of identified cluster terms overlap between transcriptome and methylome, although there are more data type unique terms at 10 months than identified at 7 months.

**Figure 4:**
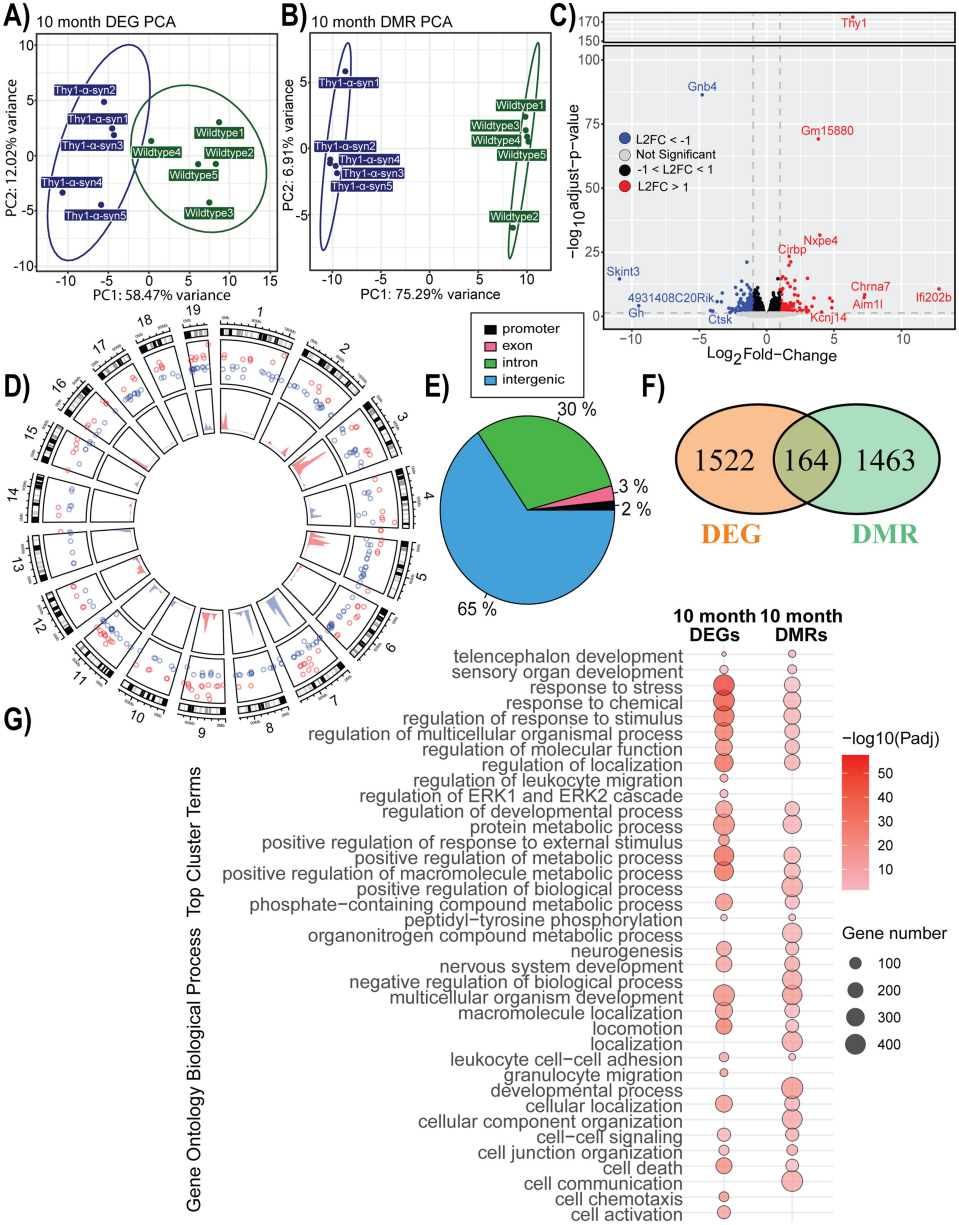
Gene expression and methylation changes associated with mThy1-α-synuclein overexpression at 10 months. **(A,B)** Principal component analysis (PCA) of gene expression and methylation profiles. **(C)** Volcano plot with differentially expressed genes (DEGs) highlighted in blue (down-regulated) and red (up-regulated). Genes with the most significant changes are labeled. **(D)** Circle plot showing the distribution of significant differentially methylated regions (DMRs) on the inner track, along with DEGs in the outer track. Colors show the direction of change, with blue representing a negative change and red showing an increase compared to wild-type controls. **(E)** Genomic location distribution of DMRs. **(F)** A Venn diagram showing the overlap between DMRs and DEGs. **(G)** A dot plot illustrating the top 20 significantly enriched Gene Ontology (GO) biological processes terms enriched within our DEGs and DMRs. The dot color represents enrichment significance, while the dot size indicates the number of associated genes.

The observed gene expression changes were also examined using IPA to determine additional details, such as the directionality of changes, and to facilitate a deeper understanding of the transition between 7 and 10 months associated with the progression of the behavioral phenotype. Overall, 187 canonical pathways within IPA were above our −log10(*p*-value) threshold for significance (Supplementary Table S14). When compared to our IPA results at 7 months, 53 pathways are enriched in both time points, although only 8 of these pathways are concordant between timepoints according to Z-score (Supplementary Figure S5; Supplementary Table S15). The neuroinflammation signaling pathway is one shared pathway between timepoints that exhibits dramatic changes in directionality from 7 to 10 months in these animals (Figure 5). 

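Of the genes labeled in Figure 5, 26 were tested at 10 months, with 11 higher and 15 lower in mThy1-α-synuclein mice. Of these, 16 passed the limma cutoff over all genes, 7 of them higher and 9 lower, and all 26 adjusted over the list alone, as genes the paper picked on these mice. Syk, on chromosome 13 from 52582610 to 52648792, had 10947 ± 445 normalized counts against 13717 ± 1158 in wild-type mice (log2 fold change -0.32, standard error 0.067, adjusted p = 0.0121). Fas, on chromosome 19 from 34290647 to 34327775, had 172 ± 17.8 against 303 ± 70.6 (log2 fold change -0.78, standard error 0.18, adjusted p = 0.0190, up to 0.0550 without wild-type replicate 2). Tlr1 stayed higher, with 3546 ± 428 against 2434 ± 424 (log2 fold change 0.55, standard error 0.11, adjusted p = 0.0120). Slc1a2 and Atf4, also labeled, had log2 fold changes of 0.59 (adjusted p = 0.0832) and -0.29 (adjusted p = 0.0502), and both passed with DESeq2. For Slc1a2 the adjusted p was 0.0157 with DESeq2 and up to 0.252 in the other alternatives run for single genes, fits without 1 mouse included, and for Atf4 it was 0.0230 with DESeq2 and up to 0.122 in the other alternatives run for single genes, fits without 1 mouse included. In the interaction test over all 20 mice, the genotype effect differed between 7 and 10 months in 926 of the 14030 genes (adjusted p under 0.05), with 543 differences positive and 383 negative, and 3121 genes had an unadjusted p under 0.05.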

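A list of phagocytosis receptors and machinery held 26 tested genes at 10 months, of which 12 were higher and 14 lower in mThy1-α-synuclein mice (median log2 fold change -0.059, exact permutation p = 0.317). Of 6 genes past the limma cutoff, 3 were higher and 3 lower, and adjusted over the list alone 7 passed. Cd14, on chromosome 18 from 36725064 to 36726815, which also acts in Toll-like receptor signaling, had 10427 ± 1647 normalized counts against 15721 ± 1811 in wild-type mice (log2 fold change -0.60, standard error 0.10, adjusted p = 0.00549). Among genes of proinflammatory signaling, Tnfrsf1a on chromosome 6 from 125349723 to 125362483 had a log2 fold change of -0.30 (standard error 0.075, adjusted p = 0.0301) and Cd80 on chromosome 16 from 38457430 to 38495958 of -0.39 (standard error 0.094, adjusted p = 0.0245). For Tnfrsf1a the adjusted p rose to 0.0708 without mThy1-α-synuclein replicate 1 and 0.0568 with the replicate block, and that of Cd80 to 0.0647 without mThy1-α-synuclein replicate 3.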

While phagocytic activity is still predicted to be activated, the majority of the signaling pathways related to proinflammation appear to be inhibited based on our transcription data. The Parkinson’s signaling pathway was also significantly enriched at 10 months and demonstrated a likely down-regulation of the pro-inflammatory pathways within microglia (Supplementary Figure S6). 

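At 10 months, 17 Parkinson's disease genes were tested, of which 10 were higher and 7 lower in mThy1-α-synuclein mice. Their median log2 fold change was 0.079 (exact permutation p = 0.0159, adjusted 0.0795). The adjusted p of this list was 0.0130 with fry and 0.268 with camera. The diagram of Supplementary Figure S6 also draws genes of the ER stress response. Hspa5, on chromosome 2 from 34772090 to 34776529, had 42907 ± 5250 normalized counts against 70571 ± 18980 in wild-type mice (log2 fold change -0.69, standard error 0.15, adjusted p = 0.0209). At 7 months it had been higher, with 53677 ± 6510 against 40465 ± 1384 (log2 fold change 0.40, standard error 0.085, adjusted p = 0.0128), and the interaction was -1.09 (adjusted p = 0.00148). The adjusted p of Hspa5 at 7 months rose to 0.0545 without wild-type replicate 1 and 0.0598 with all 20 mice in one fit, and at 10 months to 0.0536 without mThy1-α-synuclein replicate 1. Ddit3, on chromosome 10 from 127290793 to 127296291, had 585 ± 59.8 against 829 ± 102 at 10 months (log2 fold change -0.50, standard error 0.10, adjusted p = 0.0120), and Xbp1, on chromosome 11 from 5520641 to 5525993, 6994 ± 927 against 9352 ± 1647 (log2 fold change -0.41, standard error 0.12, adjusted p = 0.0457, up to 0.107 without mThy1-α-synuclein replicate 3). Over 21 heat shock and ER chaperone genes, 20 were lower at 10 months, with a median log2 fold change of -0.38 (exact permutation p = 0.00794, adjusted 0.0695, and 0.0130 with fry), and 11 passed the limma cutoff over all genes and 15 adjusted over the list alone. A list of 11 genes of the unfolded protein and integrated stress response had a median of -0.41 (exact permutation p = 0.00794, adjusted 0.0695, and 0.0130 with fry).

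**Figure D2:**
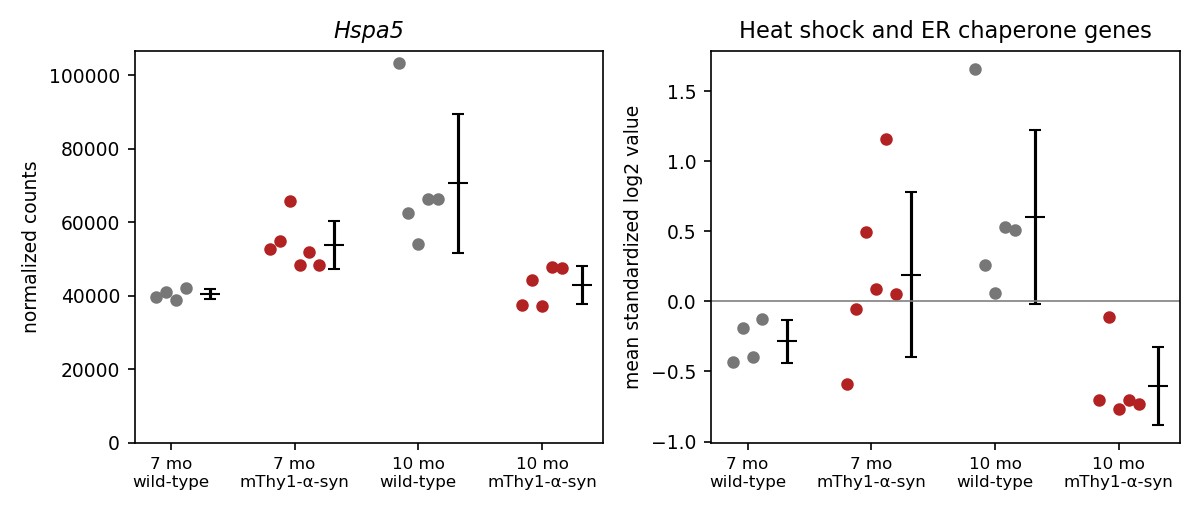
Left, normalized counts of Hspa5 in each mouse. Right, the mean standardized log2 value of the heat shock and ER chaperone genes in each mouse, standardized within each age. Points are mice and bars are means ± SD. The counts of each age were normalized separately. The highest point for Hspa5 is wild-type replicate 1 at 10 months.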

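Of 75 nuclear genes of oxidative phosphorylation subunits tested at 10 months, 22 were higher and 53 lower in mThy1-α-synuclein mice, with a median log2 fold change of -0.049 (exact permutation p = 0.611). Tomm20, which the Parkinson's diagram draws as increased and which encodes a subunit of the outer membrane import complex, lies on chromosome 8 from 126930664 to 126945921. It had 6589 ± 427 normalized counts against 5593 ± 438 in wild-type mice (log2 fold change 0.24, standard error 0.071, adjusted p = 0.0559), and its adjusted p was 0.0311 with DESeq2 and up to 0.133 in the other alternatives run for single genes, fits without 1 mouse included. Eif2a, on chromosome 3 from 58525821 to 58557501, had 3919 ± 255 against 3289.6 ± 170.1 (log2 fold change 0.25, standard error 0.066, adjusted p = 0.0344, up to 0.0881 without wild-type replicate 2 and 0.0879 with the replicate block). Pink1 did not pass the cutoff at this age (log2 fold change 0.34, adjusted p = 0.111).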

Additional elements of the pathway related to oxidative stress and mitochondria dysfunction are predicted to be activated at this later time point, which may indicate accumulating stress and damage as the model phenotype advances. 

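At 10 months, 10 of the 41 tested genes of the pyroptosis diagrams were higher and 31 lower in mThy1-α-synuclein mice, with a median log2 fold change of -0.088. The limma cutoff over all genes was passed by 8, 3 higher and 5 lower, and by 10 adjusted over the list alone. The exact permutation p of the list score was 0.0397, and 0.139 after adjustment over 35 lists. camera called the list (adjusted p = 0.0290), while fry did not (adjusted p = 0.105).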

We see similar changes from activation to inhibition in the pyroptosis signaling pathway, such as inhibition of the pro-inflammatory response and inflammasome formation (Supplementary Figure S7).

**Figure 5:**
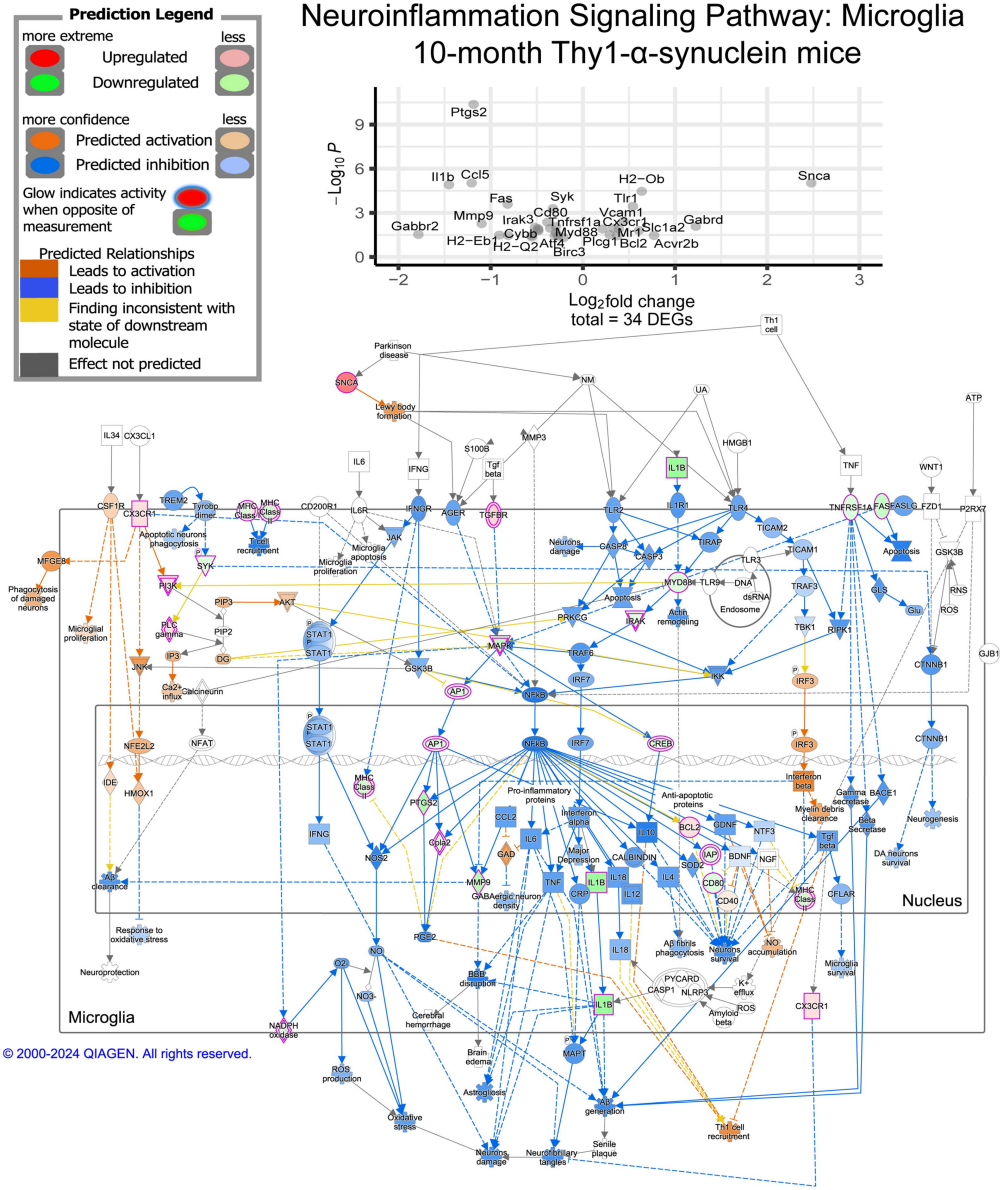
Neuroinflammation signaling pathway activity and member DEGs from mThy1-α-synuclein overexpression at 10 months. Observed DEGs at 10 months were submitted to Qiagen’s Ingenuity Pathway Analysis (IPA) for core analysis and enrichment of canonical pathways. Identified DEGs determining enrichment of this pathway are plotted on the dot plot with significance levels based on a −log10(adjusted p-value) while the x-axis represents the observed log2 fold change. Measured DEGs within the pathway are outlined in purple and colored either red for up-regulated or green for down-regulated. IPA leverages observed changes to calculate a Z-score useful for predicting activation (orange) or inhibition (blue) within the pathway. Yellow interactions represent inconsistent downstream measurements when considering the calculated prediction while any gray interactions could not be predicted.

### Shared gene expression and methylation changes at 7 and 10 months

Collected data were also examined for shared and distinct DEGs and DMR-associated genes at 7 and 10 months (Figure 6A). 

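Among the 13484 genes tested at both ages, 99 were DEGs at 7 and at 10 months, 14.5% of the DEGs at 7 months and 9.47% of those at 10 months. If calls at both ages were independent, 53 would overlap. The DEGs of both ages changed in the same direction in 66 genes, 41 of them higher and 25 lower in mThy1-α-synuclein mice, and in opposite directions in 33. In all 33, the interaction test had an adjusted p under 0.05. Genes called in opposite directions on the same mice nearly always pass that test, so this count is not further evidence. DESeq2, the alternative that moved these counts most, gave 209 shared genes, of which 142 changed in the same direction. Without wild-type replicate 1 of the 7-month mice, 43 genes were shared. Across genes, the log2 fold changes at both ages had a Spearman correlation of 0.0999 and a Pearson correlation of 0.205, where genes are not independent replicates. DMR-associated genes were not analysed here.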

There were 22 genes shared across all four datasets collected, which have 95% concordance in both directions of gene expression and methylation changes to associated DMRs (Figure 6B). Furthermore, the amount of change between groups is often increased from 7 to 10 months. 

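Log2 fold changes from limma were computed at both ages for the 22 genes of Figure 6B, and 21 of them (95.5%) kept their direction, also with DESeq2, both forms of edgeR, voom with quality weights, pseudocounts of 0.5 and 5, the replicate number as a block and each mouse left out in turn. The filter on 10 reads was not run for this count. At 7 months 12 and at 10 months 14 of them passed the limma cutoff over all genes, and all 22 passed adjusted over the list alone at each age. The paper selected these genes as significant at both ages in these mice, so the counts are not independent evidence. Abcc1, on chromosome 16 from 14361453 to 14474878, had 2383 ± 432 normalized counts against 758 ± 493 in wild-type mice at 7 months (log2 fold change 1.81, standard error 0.32, adjusted p = 0.0158, up to 0.0619 without wild-type replicate 1 and 0.0911 with the replicate block) and 2525 ± 123 against 719 ± 382 at 10 months (log2 fold change 1.97, standard error 0.31, adjusted p = 0.00862). Litaf, on chromosome 16 from 10959273 to 10993121, was lower at both ages, with 6905 ± 773 against 9528 ± 969.5 at 7 months (log2 fold change -0.47, standard error 0.091, adjusted p = 0.00784) and 6398 ± 212 against 8730.4 ± 1131 at 10 months (log2 fold change -0.44, standard error 0.082, adjusted p = 0.00764). The DMRs associated with these genes were not analysed here.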

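Of the 22 genes of Figure 6B, 14 had a larger absolute log2 fold change at 10 than at 7 months, and between 12 and 14 under the alternatives that were run (13 of 20 testable genes with the filter on 10 reads), which did not include fits without 1 mouse. Of the 66 DEGs that changed in the same direction at both ages, 25 had a larger absolute log2 fold change at 10 months. Rbfox1, on chromosome 16 from 5884793 to 7412480, had a log2 fold change of 1.22 (standard error 0.19) at 7 months and 1.79 (standard error 0.24) at 10 months, a difference that the interaction test did not detect (adjusted p = 0.294). For Tceanc2, on chromosome 4 from 107134162 to 107178366, wild-type mice had 966 ± 458 normalized counts and mThy1-α-synuclein mice 98.7 ± 41.1 at 10 months (log2 fold change -3.16, adjusted p = 0.00713), while at 7 months the log2 fold change was -1.90 (adjusted p = 0.232, which was 0.0109 with DESeq2 and between 0.00643 and 0.445 over the alternatives run for single genes, fits without 1 mouse included). The interaction of -1.26 for this gene had an adjusted p of 0.4897. Atp2c1, on chromosome 9 from 105411362 to 105521257, had the larger change at 7 months, with 0.83 (standard error 0.10, adjusted p = 0.000525) against 0.30 (standard error 0.10, adjusted p = 0.0974, or 0.0418 with DESeq2 and up to 0.195 in the other alternatives run for single genes, fits without 1 mouse included) at 10 months, and the interaction was -0.53 (adjusted p = 0.0350). This interaction lost its call in 11 of 20 fits that each left out 1 mouse (adjusted p up to 0.0795) and with the replicate number as a block (adjusted p = 0.0570).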

*Clec10a* was the only shared gene, which changed directionality between 7 and 10 months, going from up-regulated to down-regulated. 

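Clec10a, which encodes a C-type lectin receptor, lies on chromosome 11 from 70166623 to 70170836. At 7 months it had 1264 ± 364 normalized counts in mThy1-α-synuclein mice and 743 ± 102 in wild-type mice (log2 fold change 0.71, standard error 0.24, adjusted p = 0.123), and the groups overlapped. At 10 months it had 693 ± 189 and 958 ± 92.8 (log2 fold change -0.51, standard error 0.17, adjusted p = 0.0906), again with overlap. Both changes passed the cutoff with DESeq2. The adjusted p at 7 months was 0.00308 with DESeq2 and between 0.00180 and 0.276 over the alternatives run for single genes, fits without 1 mouse included, and at 10 months it was 0.0442 with DESeq2 and up to 0.179 in the other alternatives run for single genes, fits without 1 mouse included. In the 10 fits that each left out 1 of the 7-month mice, it ranged from 0.00180 to 0.276 at 7 months. The difference between the ages was -1.22 on the log2 scale (standard error 0.32, adjusted p = 0.0262 for the interaction), and it lost its call in 3 of 20 fits that each left out 1 mouse (adjusted p up to 0.0569). A list of 11 marker genes of macrophages at the borders of the brain, from which Clec10a was left out, was lower in mThy1-α-synuclein mice at 10 months by a median log2 fold change of -0.53 (exact permutation p = 0.00794, adjusted 0.0695), and 7 of the markers passed the limma cutoff over all genes. At 7 months the median of this list was -0.035 (exact permutation p = 0.719).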

*Trpm6*, unlike other shared genes, had a noticeably smaller log2 fold-change at 10 months than at 7, although it was up-regulated at both timepoints. 

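Trpm6, which encodes a magnesium channel, lies on chromosome 19 from 18730177 to 18892521. At 7 months, mThy1-α-synuclein mice had 47.7 ± 32.3 normalized counts and wild-type mice 2.93 ± 5.85, where 3 of the 4 wild-type mice were at 0 and replicate 4 had 11.7. The fitted log2 fold change of 4.37 (standard error 0.82, adjusted p = 0.00585) therefore depends on the number added before the logarithm. At 10 months the means were 90.3 ± 32.3 and 38.2 ± 17.7 (log2 fold change 1.32, standard error 0.39, adjusted p = 0.0525), and every mThy1-α-synuclein mouse lay above every wild-type mouse. The adjusted p at 10 months was 0.0106 with DESeq2 and up to 0.234 in the other alternatives run for single genes, fits without 1 mouse included. The interaction was -3.06 (adjusted p = 0.0493) with a pseudocount of 1, but with a pseudocount of 5, chosen after seeing the data, it was -1.504 (adjusted p = 0.176), and the adjusted p lay between 0.0265 and 0.176 over the alternatives run for single genes apart from fits without 1 mouse. The call was lost in 17 of 20 fits that each left out 1 mouse (adjusted p up to 0.110).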

Changes in methylation for shared genes followed a similar pattern of concordance. These data were evaluated for shared and distinct functional enrichment using GO-BP (Figure 6C). Many of the terms relating to metabolic regulation, development, and response to stress/stimulus were enriched at both time points and included in both DEG and DMR lists. Other terms were uniquely enriched by data modality rather than timepoint, such as chemotaxis and cell activation, which were enriched in the transcriptome data but were not included in the methylation data at either 7 or 10 months. Interestingly, no terms were unique to either timepoint, but the DMR datasets for both timepoints were similarly enriched across these top cluster terms. The transcriptome-related terms that were no longer significant at 10 months, as they were at 7, are related to terms such as localization, developmental process, and cellular component organization.

**Figure 6:**
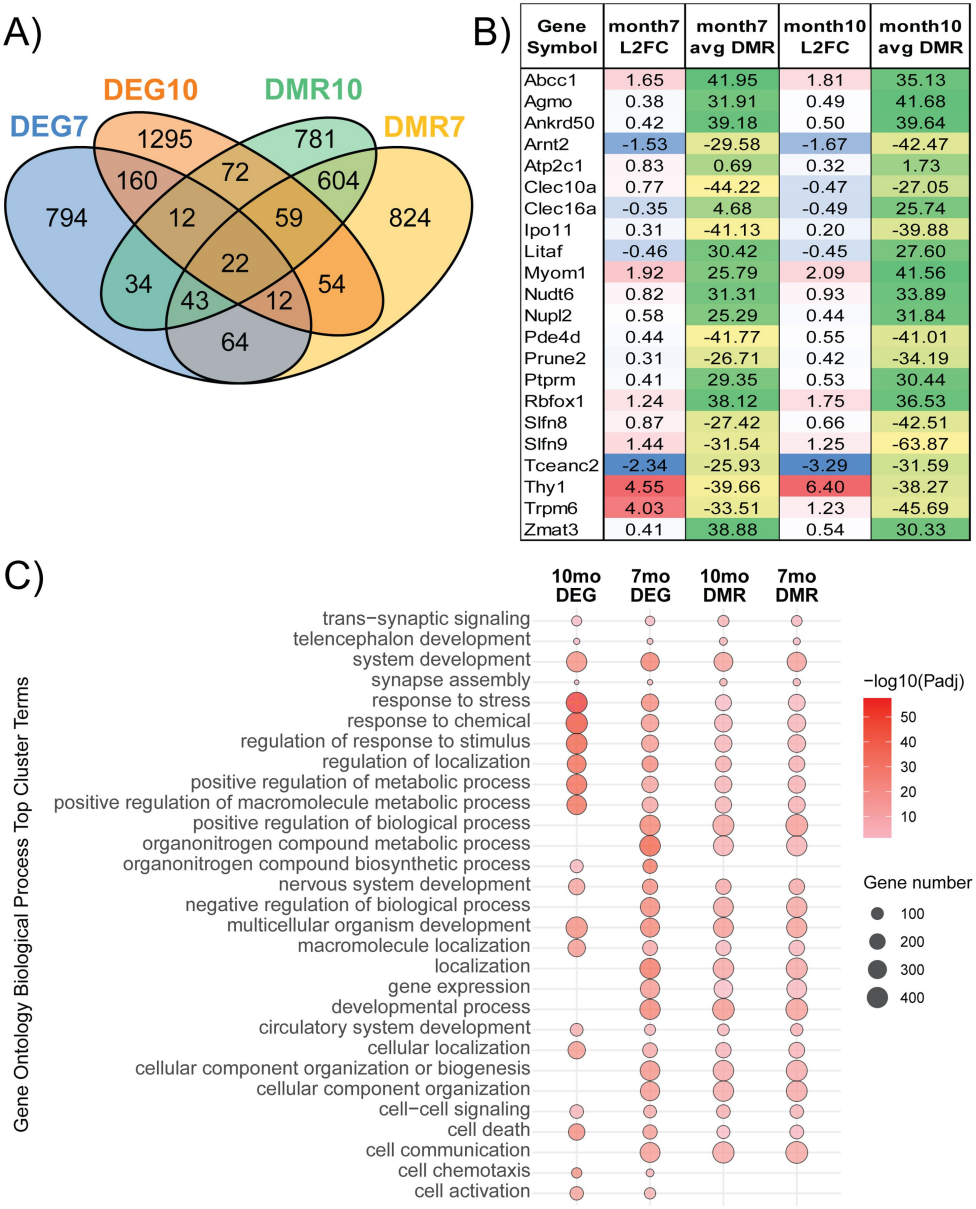
Shared gene expression and methylation changes at 7 and 10 months. **(A)** Genomic changes in gene expression or DNA methylation were examined for overlap across modalities and the study timepoints. **(B)** Out of the total genes changed across our four datasets, 22 genes were significant in all four. The log2 fold-change (L2FC) and the difference in methylation levels (%) between mThy1-α-synuclein over-expressers and wild-type control mice of these genes are available in the table. **(C)** Enrichment analysis of each dataset using Gene Ontology (GO) annotation was performed to identify biological processes (BP) overrepresented within our gene list. Significantly enriched processes were clustered to reduce redundancy, and the top 10 cluster terms for each dataset are included in the dot plot. The dot color represents enrichment significance, while the dot size provides information on the number of genes identified within our data, which are annotated to each term.

## Discussion

Our current study aims to further investigate *α*-synuclein reactive microglia in the mThy1-α-synuclein model by capturing additional timepoints to shed light on the transition state between the early and late stages previously examined (McGregor et al., 2021). Transgenic mice demonstrated a pathological phenotype related to motor impairment compared to littermate wild-type controls. Gene expression and DNA methylation changes in microglia occurring during disease progression provide unique insight into their dynamic role in balancing defense and collateral damage.

The 7- and 10-month timepoints were selected based on observed synucleinopathy-associated motor deficient phenotypes. There is a general consensus that the alteration of *α*-synuclein biology leads to motor dysfunction and body weight reduction (Giraldo et al., 2018; Rabl et al., 2017; Chesselet et al., 2012). The behavior tests employed here are associated with motor dysfunction and disease progression in several models of neurodegeneration (Roshanbin et al., 2021; Zhu et al., 2016). More specifically, the hind-limb clasping reflex is a measure of striatal dysfunction (Zhang et al., 2014), and increased hind-limb clasping severity has been reported to be associated with severe inflammation and axon injury (Cahill et al., 2019). Transgenic mice at both time points showed overt changes in body weight, grip strength, hind-limb clasping, motor activity, and gait abnormalities. Our current behavioral data further validates earlier findings about motor impairments in synucleinopathies and supports the possible correlation between abnormal α-synuclein accumulation, microglial activation, and motor deficit phenotypes (Stoyka et al., 2020). Comparison of transgenic mice with littermate wild-type controls at both 7- and 10-month time points revealed significant body weight loss and movement deficits in the transgenic mice, with these phenotypes worsening markedly at 10-months. However, other behaviors, such as latency to descend and time spent in the center of the open field, remained relatively stable between these time points, suggesting that certain motor deficits may plateau as the disease progresses.

Gene expression and methylation changes from the microglia within these animals provide unique insight into their cellular efforts during disease progression. Examining identified DEGs using GO enrichment analysis revealed that the transcriptome and methylome changes observed in 7-month-old animals represented a variety of pathways mainly involved in metabolism and development. While changes in mitochondria and, consequently metabolism have been linked to *α*-synuclein aggregation, the development pathways may be related to microglia’s role in synaptic maintenance or reflect morphological changes (Lurette et al., 2023; Doorn et al., 2014; Austin et al., 2011). Many of the significantly enriched immune and inflammatory terms cluster within the response to stress term (Supplementary Table S5). When considering the immune response terms in context with chemotaxis and recruitment functions there is a clear inflammatory response at 7 months in the microglia from transgenic animals.

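Of the 12 Toll-like receptor genes tested at 7 months, 7 passed the limma cutoff over all genes, all of them higher in mThy1-α-synuclein mice, and 8 passed adjusted over the list alone. Tlr2, on chromosome 3 from 83836272 to 83841824, had 11397 ± 2317 normalized counts against 8105 ± 342 in wild-type mice (log2 fold change 0.47, standard error 0.13, adjusted p = 0.0530), with every mThy1-α-synuclein mouse above every wild-type mouse. Its adjusted p was 0.00390 with DESeq2 and up to 0.134 in the other alternatives run for single genes, fits without 1 mouse included. The genotype effects of Tlr2, Tlr4, Tlr6 and Tlr7 were smaller at 10 than at 7 months, by interactions of -0.64, -0.56, -0.80 and -0.59 (adjusted p = 0.0158, 0.0447, 0.00799 and 0.0191). The interaction of Tlr4 lost its call in 13 of 20 fits that each left out 1 mouse (adjusted p up to 0.100), and that of Tlr7 with the replicate number as a block (adjusted p = 0.0579).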

Exploring these pathways using IPA suggests a TLR-mediated response considering eight different TLRs are differentially expressed at 7 months (Supplementary Table S1). TLRs have been linked by multiple studies to the *α*-synuclein induced immune response (Venezia et al., 2017; Shao et al., 2019; Choi et al., 2020; Kim et al., 2013; Kim et al., 2016; Fellner et al., 2013). There are multiple ways for TLR signaling to induce inflammation, which were significantly enriched in our data, such as NF-ĸB, Nod1/2, and Trem1 (Supplementary Figures S1, S8, S9). These pathways were all predicted by IPA to activate immune response, suggesting many microglia are in a pro-inflammatory state at 7 months. 

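Over 57 tested genes drawn in the NOD1/2 diagrams, 38 were higher and 19 lower in mThy1-α-synuclein mice at 7 months, with a median log2 fold change of 0.071 (exact permutation p = 0.00476, adjusted 0.0334). The scores of the genotypes did not overlap, and 4 genes passed the limma cutoff over all genes as well as adjusted over the list alone. Of 44 genes in the TREM1 diagrams, 28 were higher and 16 lower (median 0.057, exact permutation p = 0.0143, adjusted 0.0334), and all 7 genes past the cutoff were higher. Adjusted over that list alone, 9 passed. The inflammatory cytokines and mediators showed no detectable difference as a list at 7 months (median 0.23 over 16 genes, exact permutation p = 0.152). Interferon-stimulated genes were higher in 11 of 12 (median 0.51, exact permutation p = 0.019, adjusted 0.0416). A list of 15 disease-associated microglia markers had a median of 0.33 (exact permutation p = 0.143). From the predicted activity of these pathways, the paper proposes that many microglia are in a pro-inflammatory state at 7 months.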

Another important point to consider is that the top three most significant IPA pathways at 7 months include initiation, elongation, and termination of eukaryotic translation, which all have a negative z-score, suggesting that protein synthesis from messenger RNA is inhibited.

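Genes of cytoplasmic ribosomal proteins, taken as a list of the whole family, were lower in mThy1-α-synuclein mice at 7 months in 78 of 83, with a median log2 fold change of -0.48 (exact permutation p = 0.00476, adjusted 0.0334). Of these genes, 69 passed the limma cutoff over all genes, 68 of them lower, and 76 passed adjusted over the list alone. They took 3.79% ± 0.142 of the reads (SD, n = 6) in mThy1-α-synuclein mice and 5.22% ± 0.333 (SD, n = 4) in wild-type mice. With the logarithm of each mouse's reads as a covariate the median was -0.48. Among 60 initiation and elongation factors, 39 were lower, with a smaller median of -0.070 (exact permutation p = 0.0381, adjusted 0.0784), and all 10 past the cutoff were lower. Of the 99 DEGs that the paper's Supplementary Table S5 lists under translation, 64 symbols could be read, and 56 of these were lower. At 10 months the median of the ribosomal protein genes was 0.071 (exact permutation p = 0.508), and the difference between the ages had a median of 0.54 (exact permutation p = 0.0123, adjusted 0.0359). From the negative z-scores of the translation pathways, the paper proposes that protein synthesis is inhibited.

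**Figure D3:**
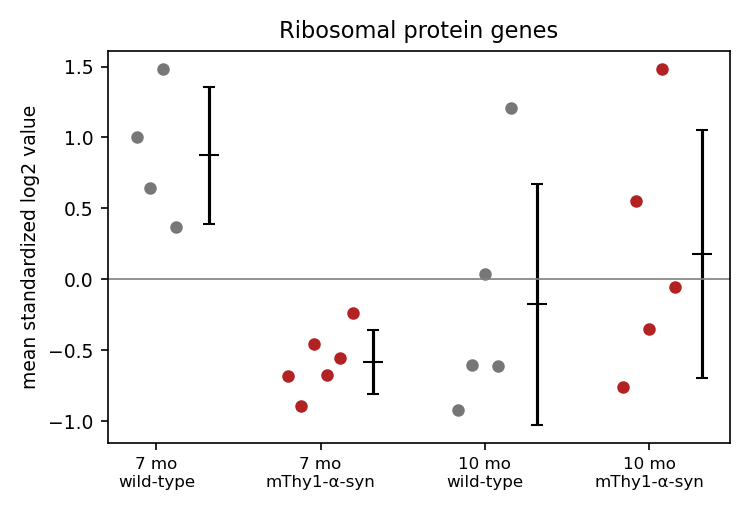
Mean standardized log2 value of the 83 ribosomal protein genes in each mouse, standardized over the mice of each age. Points are mice and bars are means ± SD. At 7 months all 6 mThy1-α-synuclein mice lie below all 4 wild-type mice, and at 10 months the groups overlap.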

Further analysis of key pathways involved in microglial activation and proliferation, such as NF-κB signaling, Toll-like receptor signaling, and pyroptosis, demonstrates the evolving role of microglia during disease progression. At 7 months, pro-inflammatory pathways are highly active, contributing to the neuroinflammatory environment observed in synucleinopathy. By 10 months, these same pathways are inhibited, suggesting a shift in microglial behavior from a pro-inflammatory to a more regulated or protective state. This change underscores the dynamic balance between inflammation and neuroprotection as microglia respond to *α*-synuclein overexpression.

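The difference in the genotype effect between 10 and 7 months was tested for each list by an exact permutation of the genotype labels within each age, with 52920 assignments and adjustment over 35 lists. For the NF-κB list the median difference on the log2 scale was -0.13 (p = 0.0092, adjusted 0.0322, exact permutation test), and the median log2 fold change at 10 months was -0.028. The Toll-like receptor family had a median difference of -0.36 (exact permutation p = 0.0111, adjusted 0.0353) and a median log2 fold change of -0.022 at 10 months, where 1 of its genes, Tlr1, was a DEG. At 10 months the sign of that median changed when any 1 of 3 mice was left out, among them wild-type replicate 1, without which it was 0.028. For Toll-like receptor signaling the median difference was -0.10 (exact permutation p = 0.0464, adjusted 0.116). At 10 months neither the NF-κB list (exact permutation p = 0.381) nor the Toll-like receptor signaling list (p = 0.556) was lower than in wild-type mice beyond the spread between mice. From the predicted inhibition of these pathways at 10 months, the paper proposes that microglia shift to a more regulated or protective state.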

We expected a positive relationship between pro-inflammatory genes and symptom progression; instead, the DEG changes at 10 months often reflect inhibition of these same pathways. Both Nod1/2 and Trem1 signaling, while both significantly enriched in our 10-month data, are predicted to be inhibited, and NF-ĸB was not significant (Supplementary Figures S10, S11). 

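At 10 months, 13 of 16 inflammatory cytokines and mediators were lower in mThy1-α-synuclein mice, with a median log2 fold change of -0.14 (exact permutation p = 0.0238, adjusted 0.104, and 0.0307 with fry). All 7 genes past the limma cutoff were lower, both over all genes and adjusted over the list alone. Il1b had 8547 ± 1845 normalized counts in mThy1-α-synuclein mice and 23389 ± 8637 in wild-type mice (log2 fold change -1.40, standard error 0.28, adjusted p = 0.0222, up to 0.0555 without wild-type replicate 2), with no overlap between the groups. Ptgs2, on chromosome 1 from 150100031 to 150108234, had 1373 ± 329 and 3122 ± 601 (log2 fold change -1.20, standard error 0.17, adjusted p = 0.00332). The difference of the list between the ages had a median of -0.43 (exact permutation p = 0.00508, adjusted 0.0222). Immediate-early and dissociation genes were also lower in 19 of 21 at 10 months (median -0.26, exact permutation p = 0.0714).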

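Of 57 tested genes of the NOD1/2 diagrams, 41 were lower in mThy1-α-synuclein mice at 10 months, with a median log2 fold change of -0.092 (exact permutation p = 0.00794, adjusted 0.0695, and 0.0259 with fry). The scores of the genotypes did not overlap, and 9 of 11 genes past the limma cutoff were lower, against 23 past it adjusted over the list alone. For the TREM1 list, 31 of 44 genes were lower (median -0.077, exact permutation p = 0.127), with 6 of 9 genes past the cutoff lower. Of 67 NF-κB genes, 39 were lower and 7 passed the cutoff, 3 higher and 4 lower. Between the ages the genotype effect of the median gene decreased by 0.18 for NOD1/2 (exact permutation p = 1.89e-05, the smallest that the assignments allow, adjusted 0.000662) and decreased by 0.36 for TREM1 (exact permutation p = 0.00351, adjusted 0.0176).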

One possible method of down-regulating the immune response could be the significant activation of LXR/RXR and PPAR*α*/RXRα, which are either down-regulated or not enriched at the 7-month timepoint (Supplementary Figure S12–S14). 

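A list of 16 LXR/RXR target genes had a median log2 fold change of 0.052 at 10 months, with 9 genes higher and 7 lower in mThy1-α-synuclein mice (exact permutation p = 0.0476, adjusted 0.139, and 0.0130 with fry). Of its genes, 5 passed the limma cutoff over all genes, 4 higher and 1 lower, and 9 adjusted over the list alone. Scd1, on chromosome 19 from 44394450 to 44407709, had 520.4 ± 61.7 normalized counts against 281 ± 80.5 in wild-type mice (log2 fold change 0.92, standard error 0.17, adjusted p = 0.00781), and its genotype effect differed from that at 7 months by 1.41 (adjusted p = 0.00677). Arg2, on chromosome 12 from 79130788 to 79156301, was lower, with 159 ± 50.9 against 425 ± 144 (log2 fold change -1.39, standard error 0.28, adjusted p = 0.0121). At 7 months the median of the list was 0.047 (exact permutation p = 0.876), and the difference between the ages was not detected (median 0.093, exact permutation p = 0.254).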

Although the inflammatory status at 10 months appears to be down-regulated, IPA predicted that phagocytosis elements of these neuroinflammatory pathways remain active. This could be expected since the transgenic animals continue to produce human α-synuclein. 

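The transgene expresses human α-synuclein under the mouse Thy1 promoter, and reads were counted on the mouse genes. Thy1, on chromosome 9 from 44043384 to 44048579, had 919 ± 337 normalized counts in mThy1-α-synuclein mice and 39.2 ± 14.4 in wild-type mice at 7 months (log2 fold change 4.51, standard error 0.36, adjusted p = 0.000203). At 10 months it had 1423 ± 263 and 17.4 ± 8.80 (log2 fold change 6.37, standard error 0.26, adjusted p = 3.44e-09). Its genotype effect was larger at 10 months (interaction 1.86, adjusted p = 0.0204), but this difference did not pass the cutoff with the replicate number as a block (adjusted p = 0.0599) or in 1 of 20 fits that each left out 1 mouse (adjusted p up to 0.0510). At both ages every mThy1-α-synuclein mouse lay above every wild-type mouse. Relative to neuron markers, Thy1 was higher by 5.96 on the log2 scale at 7 months (exact permutation p = 0.00476, adjusted 0.0206 over 13 such comparisons) and by 6.13 at 10 months (exact permutation p = 0.00794, adjusted 0.0206). These 2 values lie close together, and the difference between them was not tested. The interaction of Thy1 therefore does not show that transgene expression rose with age.

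**Figure D4:**
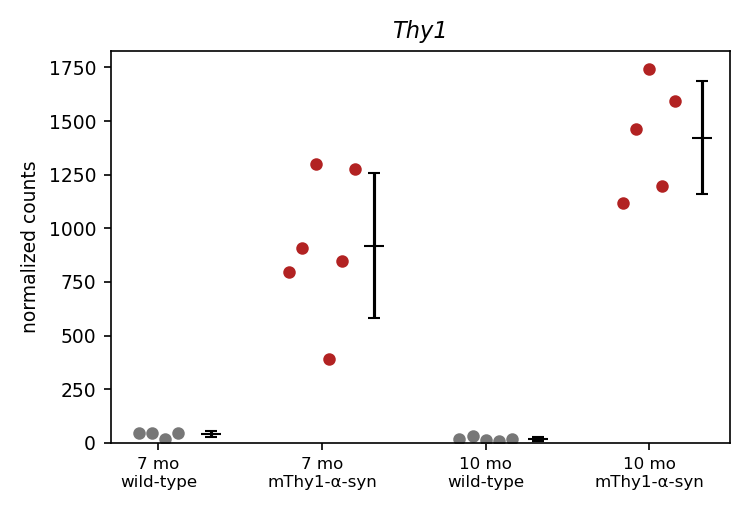
Normalized counts of Thy1 in each mouse at 7 and 10 months. Points are mice and bars are means ± SD. The counts of each age were normalized separately. Every mThy1-α-synuclein mouse lies above every wild-type mouse of its age.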

The high degree of concordance within the shared genes taken in context with the IPA pathway results suggests that multiple elements of the pathways are changing to influence directionality rather than a few centrally critical genes. This can also be observed when considering the low level of DEG overlap between similarly enriched IPA pathways at both timepoints. It will be important for future studies to maintain biological context to determine if external or internal signaling is responsible for these changes to the microglia’s inflammatory profile.

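The overlap was also counted for the neuroinflammation genes labeled in the paper's figures. Of the 27 genes of Figure 3 tested at 7 months, 26 were tested at 10 months and 4 were DEGs there with limma, 3 higher and 1 lower. Of 27 tested genes of Figure 5, 4 were DEGs at 7 months. Vcam1, from Figure 3, had a log2 fold change of 0.43 at 10 months (adjusted p = 0.0283, up to 0.0657 without wild-type replicate 1 and 0.132 with all 20 mice in one fit). The median log2 fold change of the Figure 3 genes at 10 months was -0.027, and that of the Figure 5 genes at 7 months was -0.085.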

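For the pyroptosis list, the genotype effect differed between 10 and 7 months by a median of -0.18 on the log2 scale (exact permutation p = 0.00051, adjusted 0.00595 over 35 lists). For heat shock and ER chaperones the median difference was -0.58 (exact permutation p = 0.00111, adjusted 0.00971), and for the unfolded protein and integrated stress response it was -0.59 (exact permutation p = 0.000113, adjusted 0.00198). At 7 months 13 of 21 chaperone genes were higher in mThy1-α-synuclein mice (median 0.10, exact permutation p = 0.148).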

There is evidence that the microglia are overly stressed with cell death-related pathways such as pyroptosis and immunogenic cell death signaling being enriched and predicted to be activated at 7 months and inhibited at 10 months (Supplementary Figures S2, S7, S15). A recent study reported accelerated motor coordination impairments and loss of motor neurons in the substantia nigra associated with the depletion of microglia (Pereira et al., 2023). Another possible source of stress in the microglia could be related to metabolizing extracellular dopamine, which generates additional oxidative stress and possible mitochondrial damage. α-Synuclein has previously been shown to interact with tyrosine hydroxylase (TH) to regulate the production/metabolism of dopamine, and our data indicate differential expression of dopamine metabolism genes in 7/10-month “Line 61” mice (Venda et al., 2010). 

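Of a list of dopamine metabolism genes, 14 were tested at 7 months and 15 at 10 months. At 10 months Qdpr, on chromosome 5 from 45434032 to 45450229, was a DEG, with 2778 ± 181 against 2205 ± 214 (log2 fold change 0.34, standard error 0.079, adjusted p = 0.0216, up to 0.0594 without wild-type replicate 2 and 0.0856 with all 20 mice in one fit). At 7 months 3 genes of the list were higher and 11 lower in mThy1-α-synuclein mice. Of these, 1 passed the limma cutoff over all genes, and it was higher. The list had a median log2 fold change of -0.18 at 7 months (exact permutation p = 0.0143, adjusted 0.0334, but 0.199 with camera and 0.0629 with fry) and -0.026 at 10 months (exact permutation p = 0.397). Th did not reach the filter on low values at either age, with 1.96 ± 3.35 and 1.77 ± 3.54 normalized counts at 7 months, so a difference in it was not detectable at this depth.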

Dopamine receptors are also expressed in microglia, and a recent study in human patients demonstrated that a tonic level of dopamine improves movement by providing an implicit “motor motivational” signal (Gepshtein et al., 2014).

While the 10-month timepoint reveals a shift in microglia behavior, the prolonged pro-inflammatory state observed at earlier stages may have lasting consequences on disease pathology or even contribute to disease initiation. It’s likely initially beneficial for microglia to phagocytose *α*-synuclein aggregates but subsequent activation leads to an inflammatory cascade, secreting inflammatory cytokines such as TNF-α, IL-1*β*, IL-6, IL-1α, and reactive oxygen species which are known to have neurotoxic effects (Tewari et al., 2021; Hughes et al., 2019; Kim et al., 2013). Microglia driven inflammation is potentially a contributing cause of the neurodegeneration observed in synucleinopathies as reactive microgliosis in the substantia nigra has been observed months prior to the loss of dopaminergic neurons (Duffy et al., 2018). Microglia specific over expression of α-synuclein has also been shown *in vivo* to induce significant loss of dopaminergic neurons (Bido et al., 2021b). Activated microglia have been shown to weaken the blood brain barrier allowing peripheral immune cells to invade the CNS and further amplify neuroinflammation (Haruwaka et al., 2019). Treatment interventions targeting inflammatory pathways such as minocycline, glucocorticoids, and non-steroidal anti-inflammatory drugs (NSAIDs) have shown protective properties for dopaminergic neurons in certain models of neurodegenerative conditions such as Parkinson’s Disease. Minocycline has been shown to effectively protect dopaminergic neurons and decrease glia activation in lipopolysaccharide or 6-hydroxydopamine challenged mice but can exacerbate the loss of dopaminergic neurons in MPTP induced models (He et al., 2001; Tomas-Camardiel et al., 2004; Noble et al., 2009). Glucocorticoids such as dexamethasone and naloxone have also been shown to slow neuronal loss while decreasing glia activation and proinflammatory cytokine release (Castano et al., 2002; Kurkowska-Jastrzebska et al., 2004; Liu et al., 2000). Long-term NSAID use, specifically ibuprofen, also has been suggested as a therapeutic option by potentially reducing Parkinson’s disease risk by 21% although there have been contradicting findings from population and meta-analysis studies on this topic (Gao et al., 2011; Manthripragada et al., 2011; Gagne and Power, 2010). By reducing the loss of dopaminergic neurons many of these studies have also observed improved phenotypic behavior in animal models, suggesting both a critical role of microglia in disease onset and progression as well as candidates for therapeutic intervention. As we discuss the implications of our data in the context of published knowledge, it is important to recognize the limitations of the data generated by this study. Microglia were isolated from the whole brain and represented a diverse microglia population across all brain regions. While this likely means our data are from a diluted cell population rather than the specifically disease-associated microglia, it also implies that many disease-related changes may be more extreme than the values observed. Recent studies in Alzheimer’s disease have focused on microglia associated with amyloid-β plaques, and a similar technique may yield more specific information about synucleinopathies and *α*-synuclein aggregates (Wood et al., 2022; Walker et al., 2022; Chen et al., 2020). Another limitation is that our data are limited to microglia, while the brain and its immune response involve multiple cell types playing various roles. It would be necessary for future studies to capture all cell types within the context of their environment to discern more information about the critical players and the overall impact of inflammation on disease progression. Finally, our data are limited to measuring transcription-level changes based on RNA counts and assessing transcriptional regulation through DNA methylation. While protein-level data are more translatable, RNA-level studies often provide multiple clues and have the advantage of accurate and affordable high-throughput methods (Edfors et al., 2016).

Our findings indicate that the loss of microglia function, possibly through changes in gene expression, likely contributes to observed motor function deficits in synucleinopathy. In our model of synucleinopathy, in microglia, we observe regulatory changes indicating a decreased maintenance role and expression changes for pro-inflammatory signals when exposed to aberrant *α*-synuclein. The inflammatory environment likely increases the oxidative stress on an already vulnerable population of dopaminergic neurons. Collectively, our current work details the genetic effect of α-synuclein on the microglial transcriptome and provides a comprehensive resource for decoding microglial involvement in synucleinopathies, shedding light on how microglial function influences disease pathology and symptoms.

## Data Availability

The raw and processed DNA methylation (GSE275511) and RNA sequencing (GSE275510) are available through the Gene Expression Omnibus (GEO) database.

# Supplementary material for: Deciphering motor dysfunction and microglial activation in mThy1-α-synuclein mice: a comprehensive study of behavioral, gene expression, and methylation changes
**Source:** Front Mol Neurosci. 2025 Feb 13;18:1544971. doi: 10.3389/fnmol.2025.1544971
**Supplement:** Supplementary file 2

Supplemental Figure 1. NF-κB Signaling : 7 month DEGs

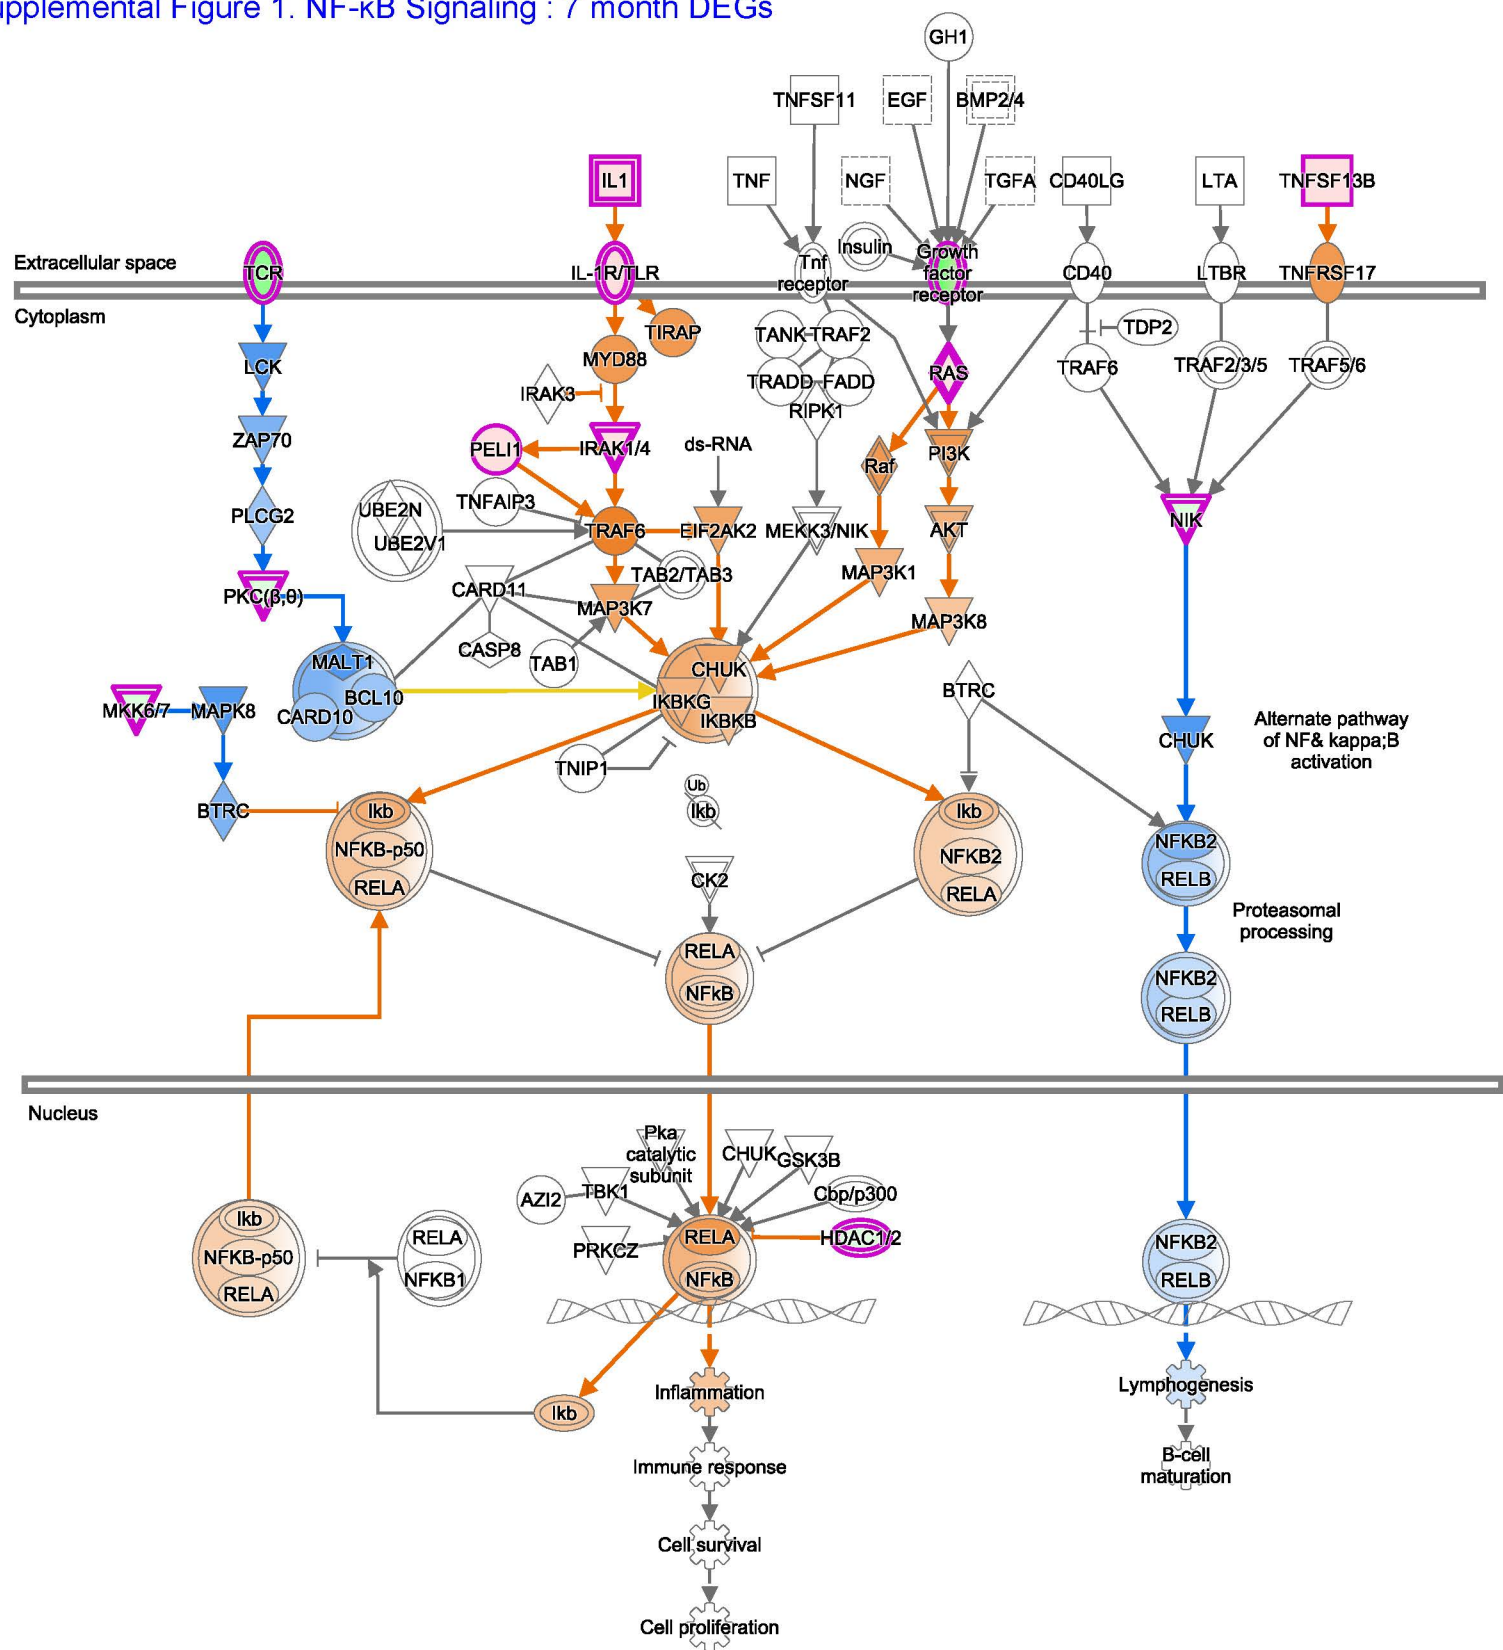

**Supplemental Figure 1. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of NF- $\kappa$ B Signaling.** Significant differentially expressed genes (DEGs) at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. NF- $\kappa$ B Signaling represents a key regulatory pathway for innate and acquired immunity and response to stress. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions could not be predicted, and yellow interactions may be inconsistent between predicted and observed values. The data at 7 months predicts the NF- $\kappa$ B signaling pathway to be activated based on gene expression levels of toll-like receptor and downstream kinases.

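Besides the Toll-like receptors, the NF-κB diagram draws Tnfsf13b and Peli1 as increased at 7 months. Tnfsf13b, on chromosome 8 from 10006229 to 10036000, had 4872 ± 482 normalized counts in mThy1-α-synuclein mice and 3758 ± 313 in wild-type mice (log2 fold change 0.37, standard error 0.087, adjusted p = 0.0220, up to 0.0731 without wild-type replicate 1 and 0.0906 with the replicate block). Peli1, which encodes a ubiquitin ligase, lies on chromosome 11 from 21091283 to 21150327 and had 6616 ± 405 and 5588 ± 374 (log2 fold change 0.24, standard error 0.071, adjusted p = 0.0622). Its groups did not overlap, and its adjusted p was 0.0302 with DESeq2 and up to 0.174 in the other alternatives run for single genes, fits without 1 mouse included.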

Supplemental Figure 2. Toll-like Receptor Signaling : 7 month DEGs

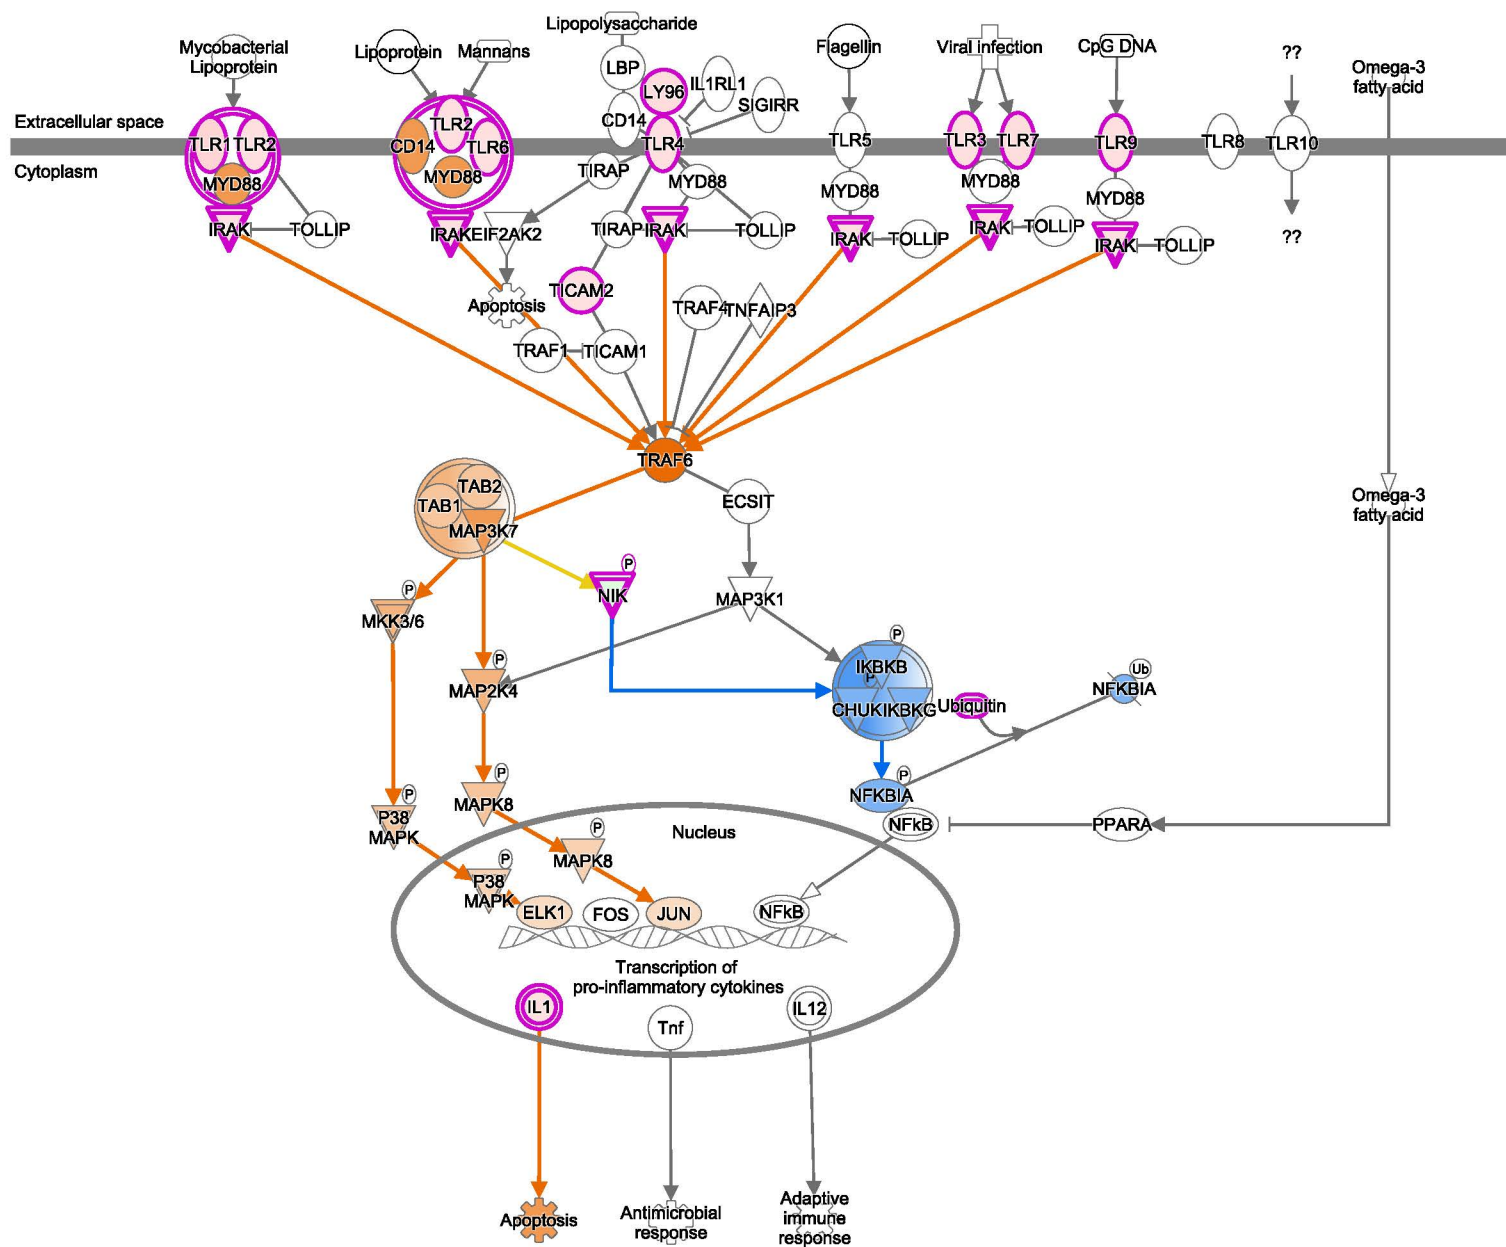

**Supplemental Figure 2. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of Toll-like Receptor Signaling.** Significant differentially expressed genes (DEGs) at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Toll-like receptors (TLRs) are pathogen-associated pattern recognition receptors often responsible for activating the immune response by identifying structurally conserved elements of microbes. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts activation at the pathway level based on increased expression of multiple TLRs and downstream elements involving IL-1.

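Of the elements that act with Toll-like receptors in this diagram, Ly96 on chromosome 1 from 16688456 to 16709605 had 1119 ± 144 normalized counts in mThy1-α-synuclein mice and 733 ± 104 in wild-type mice at 7 months (log2 fold change 0.61, standard error 0.12, adjusted p = 0.00797). Ticam2, on chromosome 18 from 46558231 to 46574533, had 4628 ± 376 and 3689 ± 265 (log2 fold change 0.33, standard error 0.077, adjusted p = 0.0238, up to 0.0823 without wild-type replicate 3 and 0.0878 with the replicate block). The effect on Ly96 differed at 10 months (interaction -0.92, adjusted p = 0.000758).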

Supplemental Figure 3. Pyroptosis Signaling Pathway : 7 month DEGs

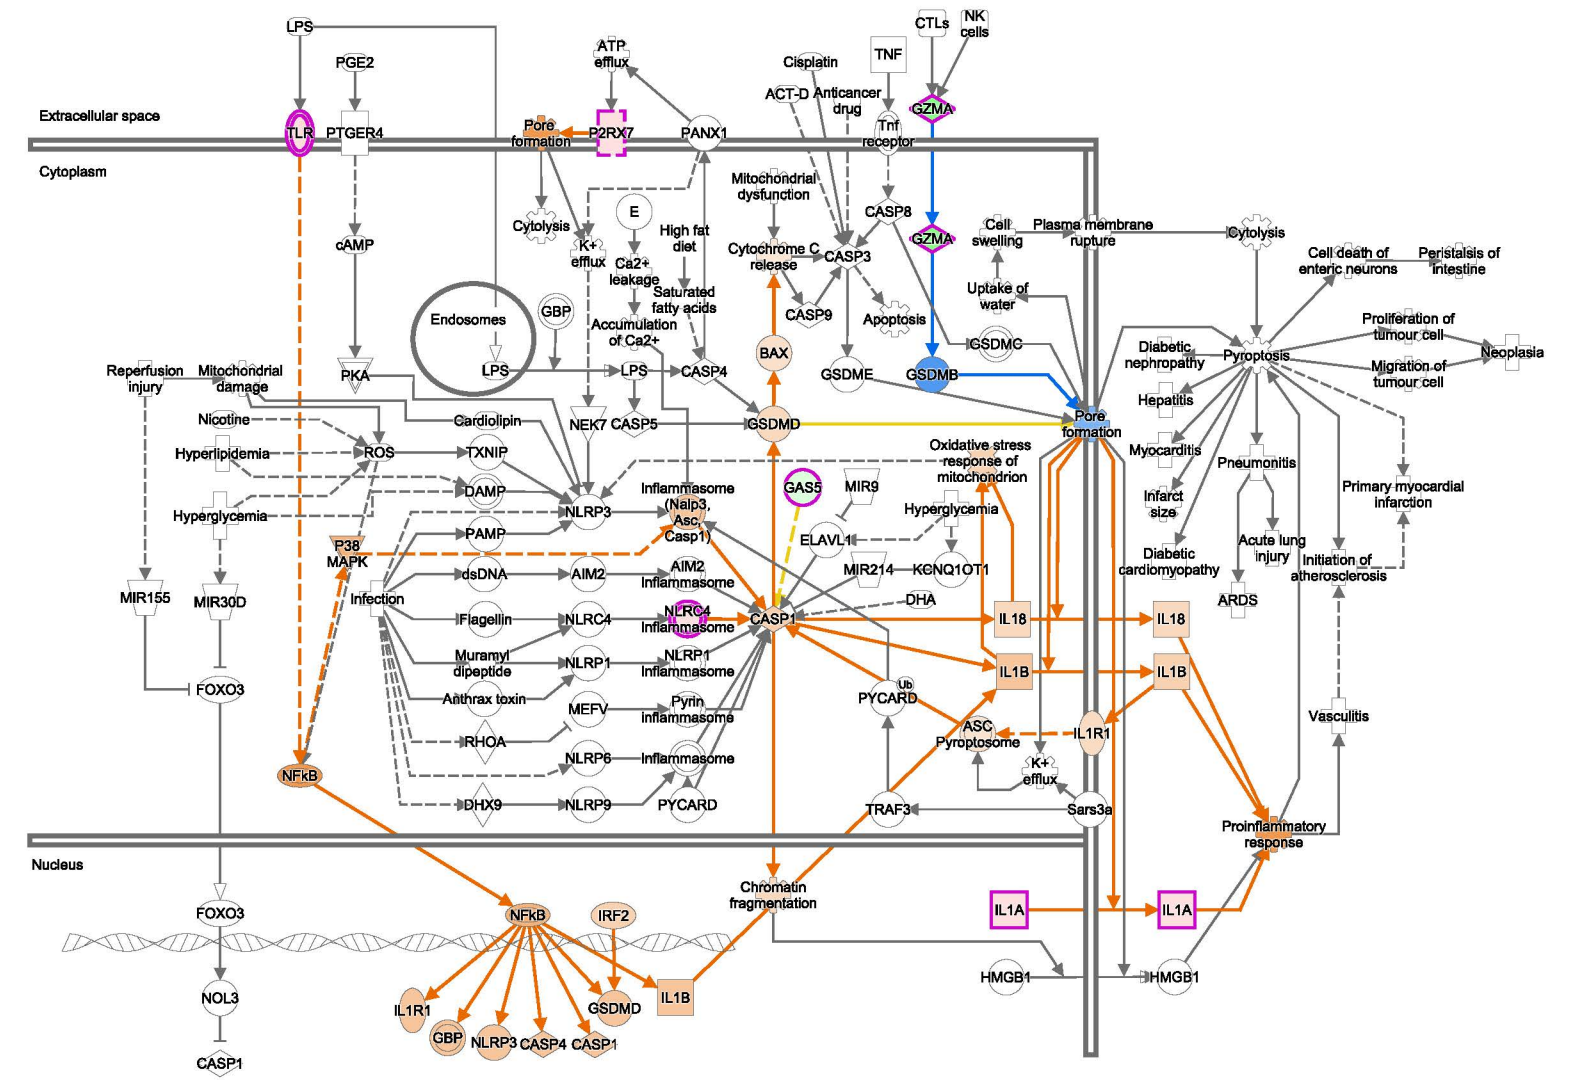

**Supplemental Figure 3. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of Pyroptosis Signaling Pathway.** Significant differentially expressed genes (DEGs) at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts activation at the pathway level based on increased expression of NLRC4 inflammasome, TLRs, and IL1A.

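Il1a, on chromosome 2 from 129299609 to 129310186, had 3870.2 ± 463 normalized counts in mThy1-α-synuclein mice and 3092 ± 362 in wild-type mice at 7 months (log2 fold change 0.32, standard error 0.10, adjusted p = 0.0748), and its adjusted p was 0.0411 with DESeq2 and between 0.0206 and 0.198 over the alternatives run for single genes, fits without 1 mouse included. Nlrc4 itself, on chromosome 17 from 74426255 to 74459144, had 174 ± 51.4 and 220.5 ± 56.4, a difference within the spread between mice (log2 fold change -0.34, standard error 0.23, adjusted p = 0.426). Naip2, a sensor of the NLRC4 inflammasome on chromosome 13 from 100144063 to 100202122, had 10179 ± 755 and 8275 ± 538 (log2 fold change 0.30, standard error 0.074, adjusted p = 0.0298, up to 0.102 without wild-type replicate 3 and 0.0785 with the replicate block). P2rx7, on chromosome 5 from 122643927 to 122692336, was higher in mThy1-α-synuclein mice without passing the limma cutoff (log2 fold change 0.32, adjusted p = 0.0597), and its adjusted p was 0.0253 with DESeq2 and up to 0.188 in the other alternatives run for single genes, fits without 1 mouse included. Gzma, on chromosome 13 from 113093824 to 113100981, was lower, with 361 ± 141 against 1317 ± 362 (log2 fold change -1.93, standard error 0.35, adjusted p = 0.0151, up to 0.0577 without wild-type replicate 1). The adjusted p of Gas5, on chromosome 1 from 161034601 to 161038539, was 0.125 with limma (log2 fold change -0.47), 0.0134 with DESeq2 and between 0.00457 and 0.297 over the alternatives run for single genes, fits without 1 mouse included.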

Supplemental Figure 4. Parkinson's Signaling Pathway : 7 month DEGs

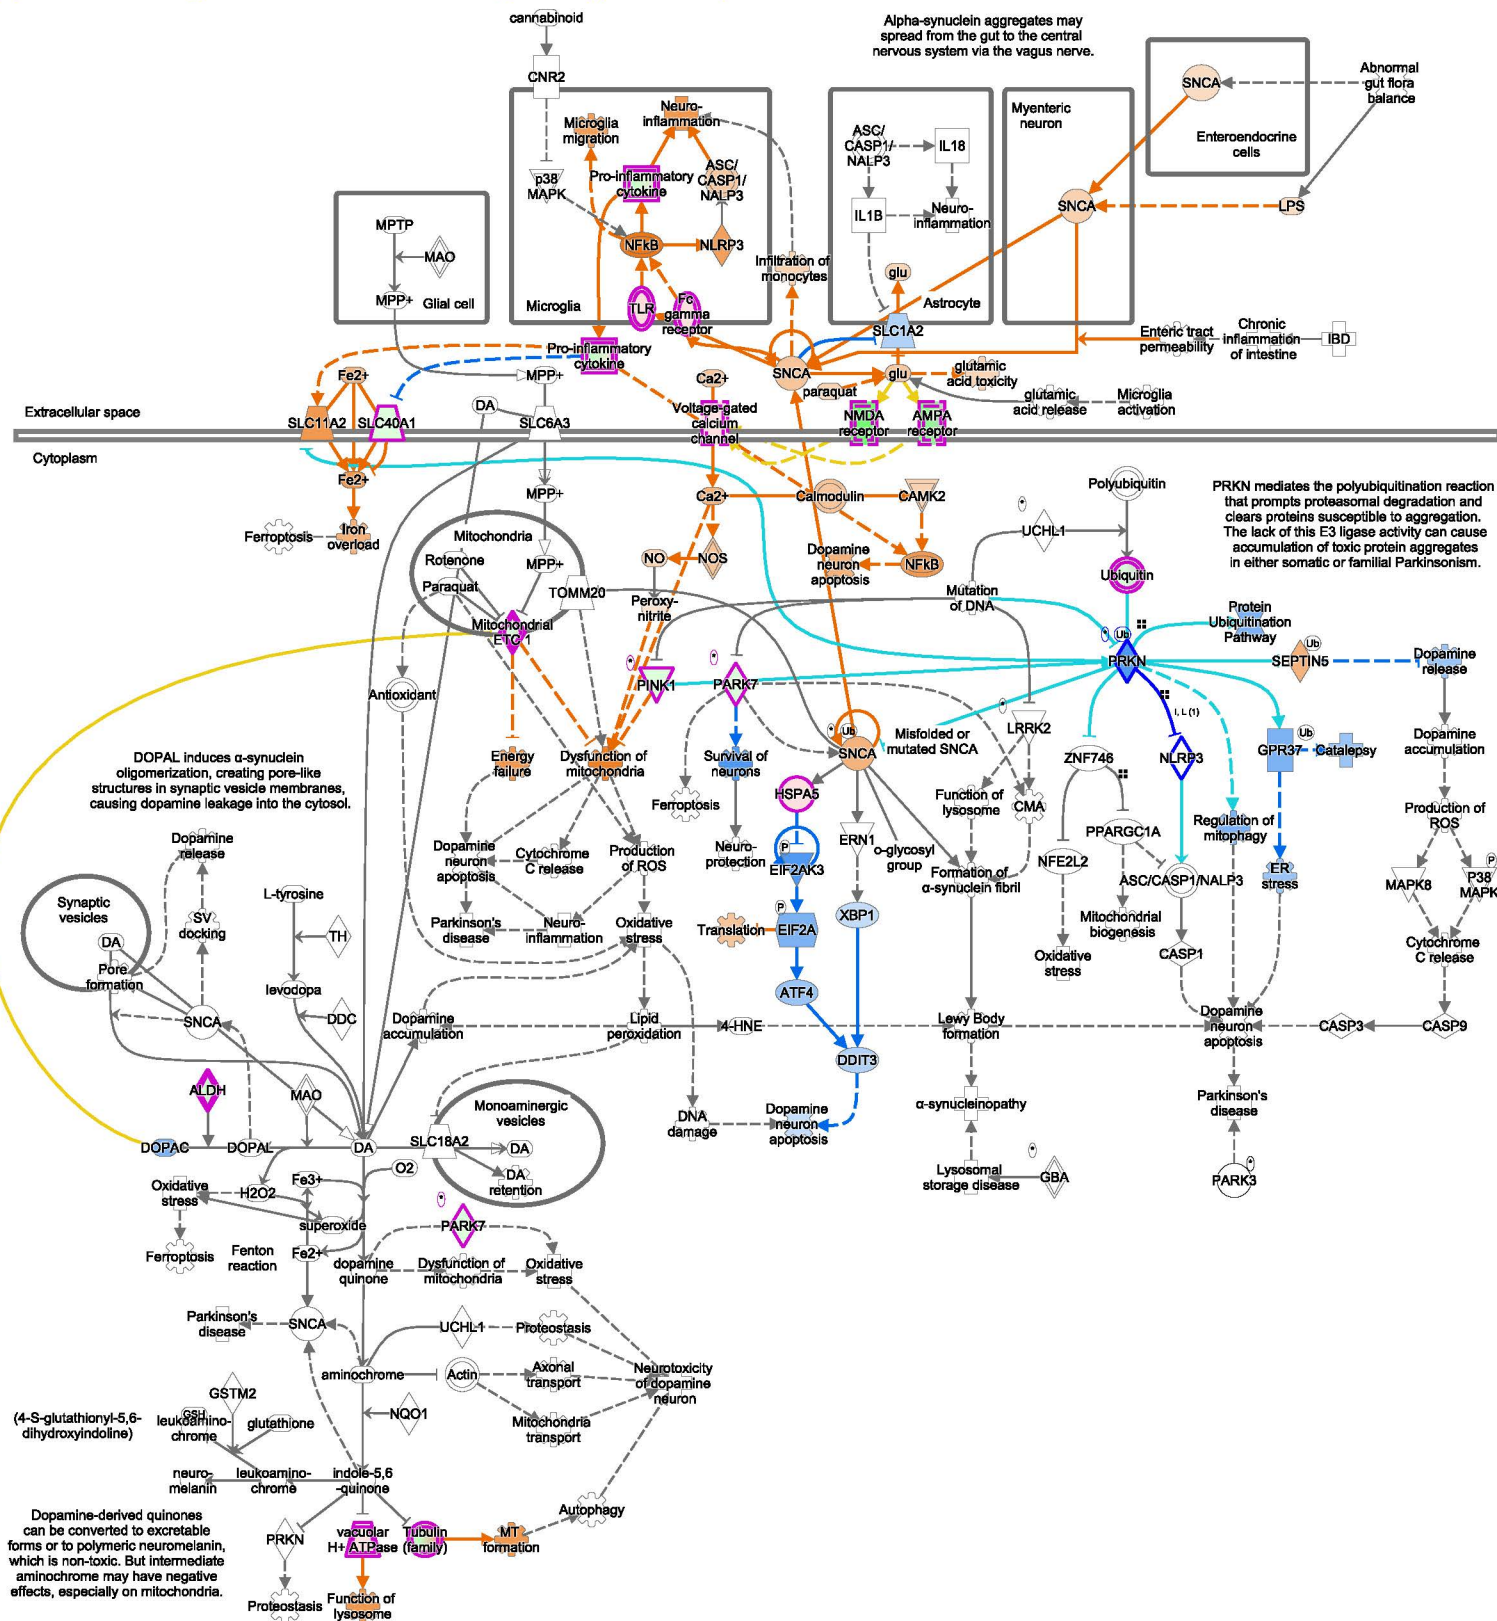

**Supplemental Figure 4. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of Parkinson's Signaling Pathway.** Significant differentially expressed genes (DEGs) at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts activation at the pathway level based on changes to Parkinson's associated genes such as PINK1 and PARK7 along with high level changes such as mitochondria disruption or increased inflammatory activity.

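Pink1, on chromosome 4 from 138313409 to 138326296, encodes a mitochondrial kinase and had 3293 ± 245 normalized counts in mThy1-α-synuclein mice and 4241 ± 344 in wild-type mice at 7 months (log2 fold change -0.36, standard error 0.078, adjusted p = 0.0137, up to 0.0525 without wild-type replicate 3). Its genotype effect differed at 10 months (interaction 0.71, adjusted p = 0.00744). Park7, on chromosome 4 from 150897133 to 150909921, had 3709 ± 253 and 4574 ± 371 (log2 fold change -0.30, standard error 0.076, adjusted p = 0.0326, up to 0.109 without wild-type replicate 3). For both genes the groups did not overlap at 7 months.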

**Ingenuity Pathway Analysis:  
10 month DEG Canonical Pathways**

**Ingenuity Pathway Analysis:  
7 month DEG Canonical Pathways**

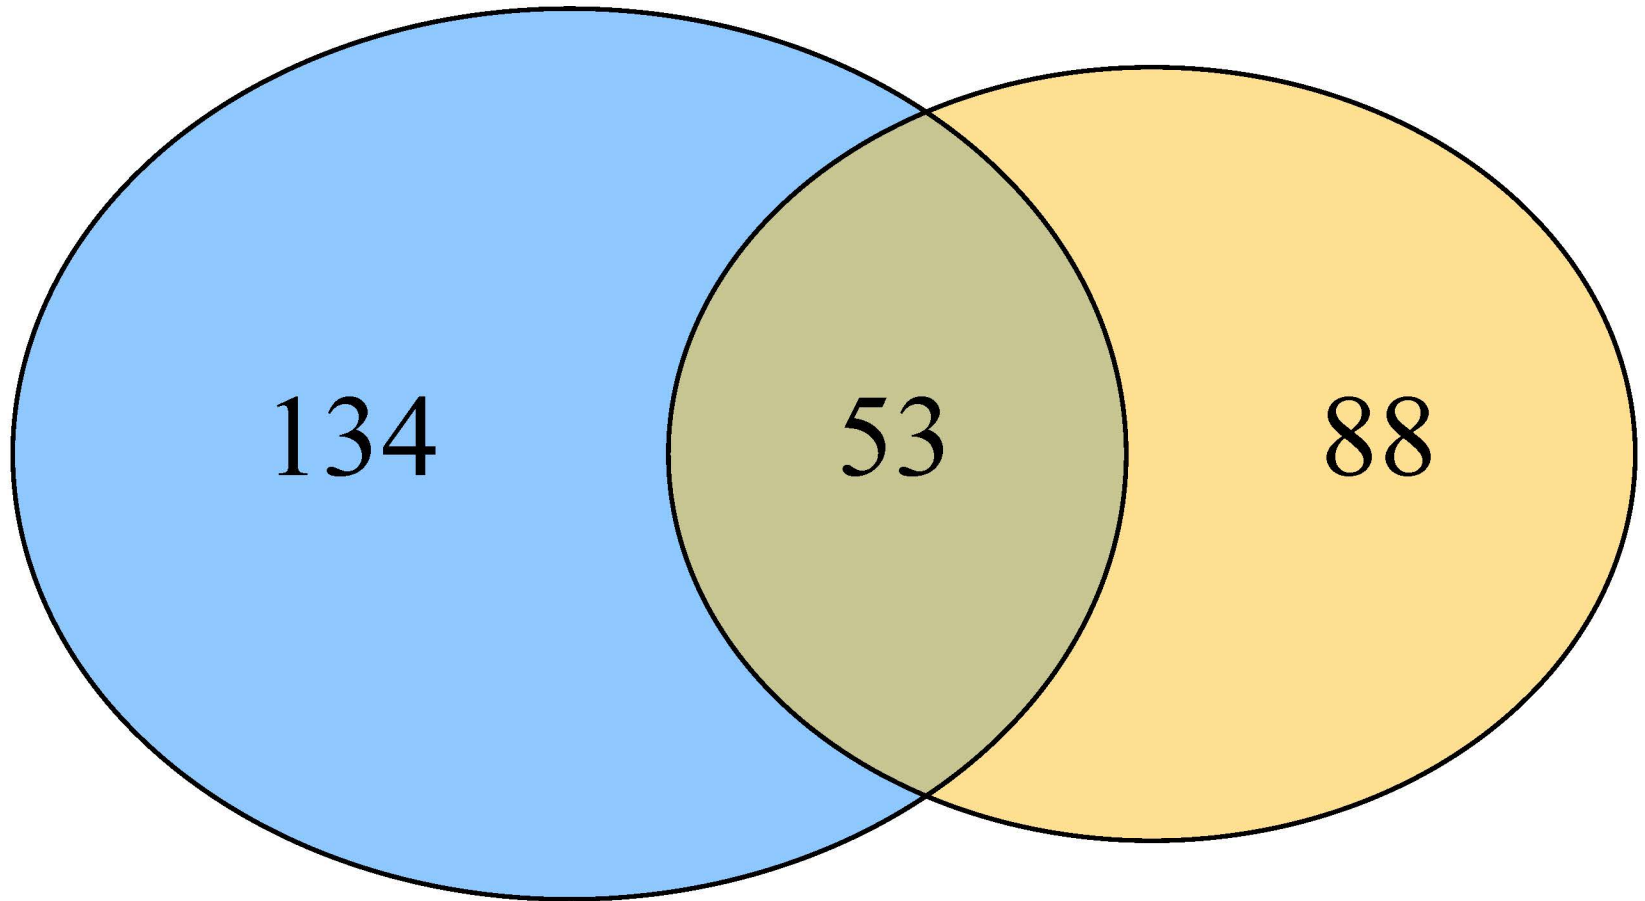

**Supplementary Figure 5. Venn Diagram of Ingenuity Pathway Analysis Canonical Pathway Results From 7 and 10 Month Differentially Expressed Genes.** Differentially Expressed Genes (DEGs) identified at 7 or 10 months were processed by IPA and resulting canonical pathway lists were assessed for overlapping pathway names. The majority of both 7- and 10-month pathway lists were unique but 53 were significantly enriched at both time points.

Supplemental Figure 6. Parkinson's Signaling Pathway : 10 month DEGs

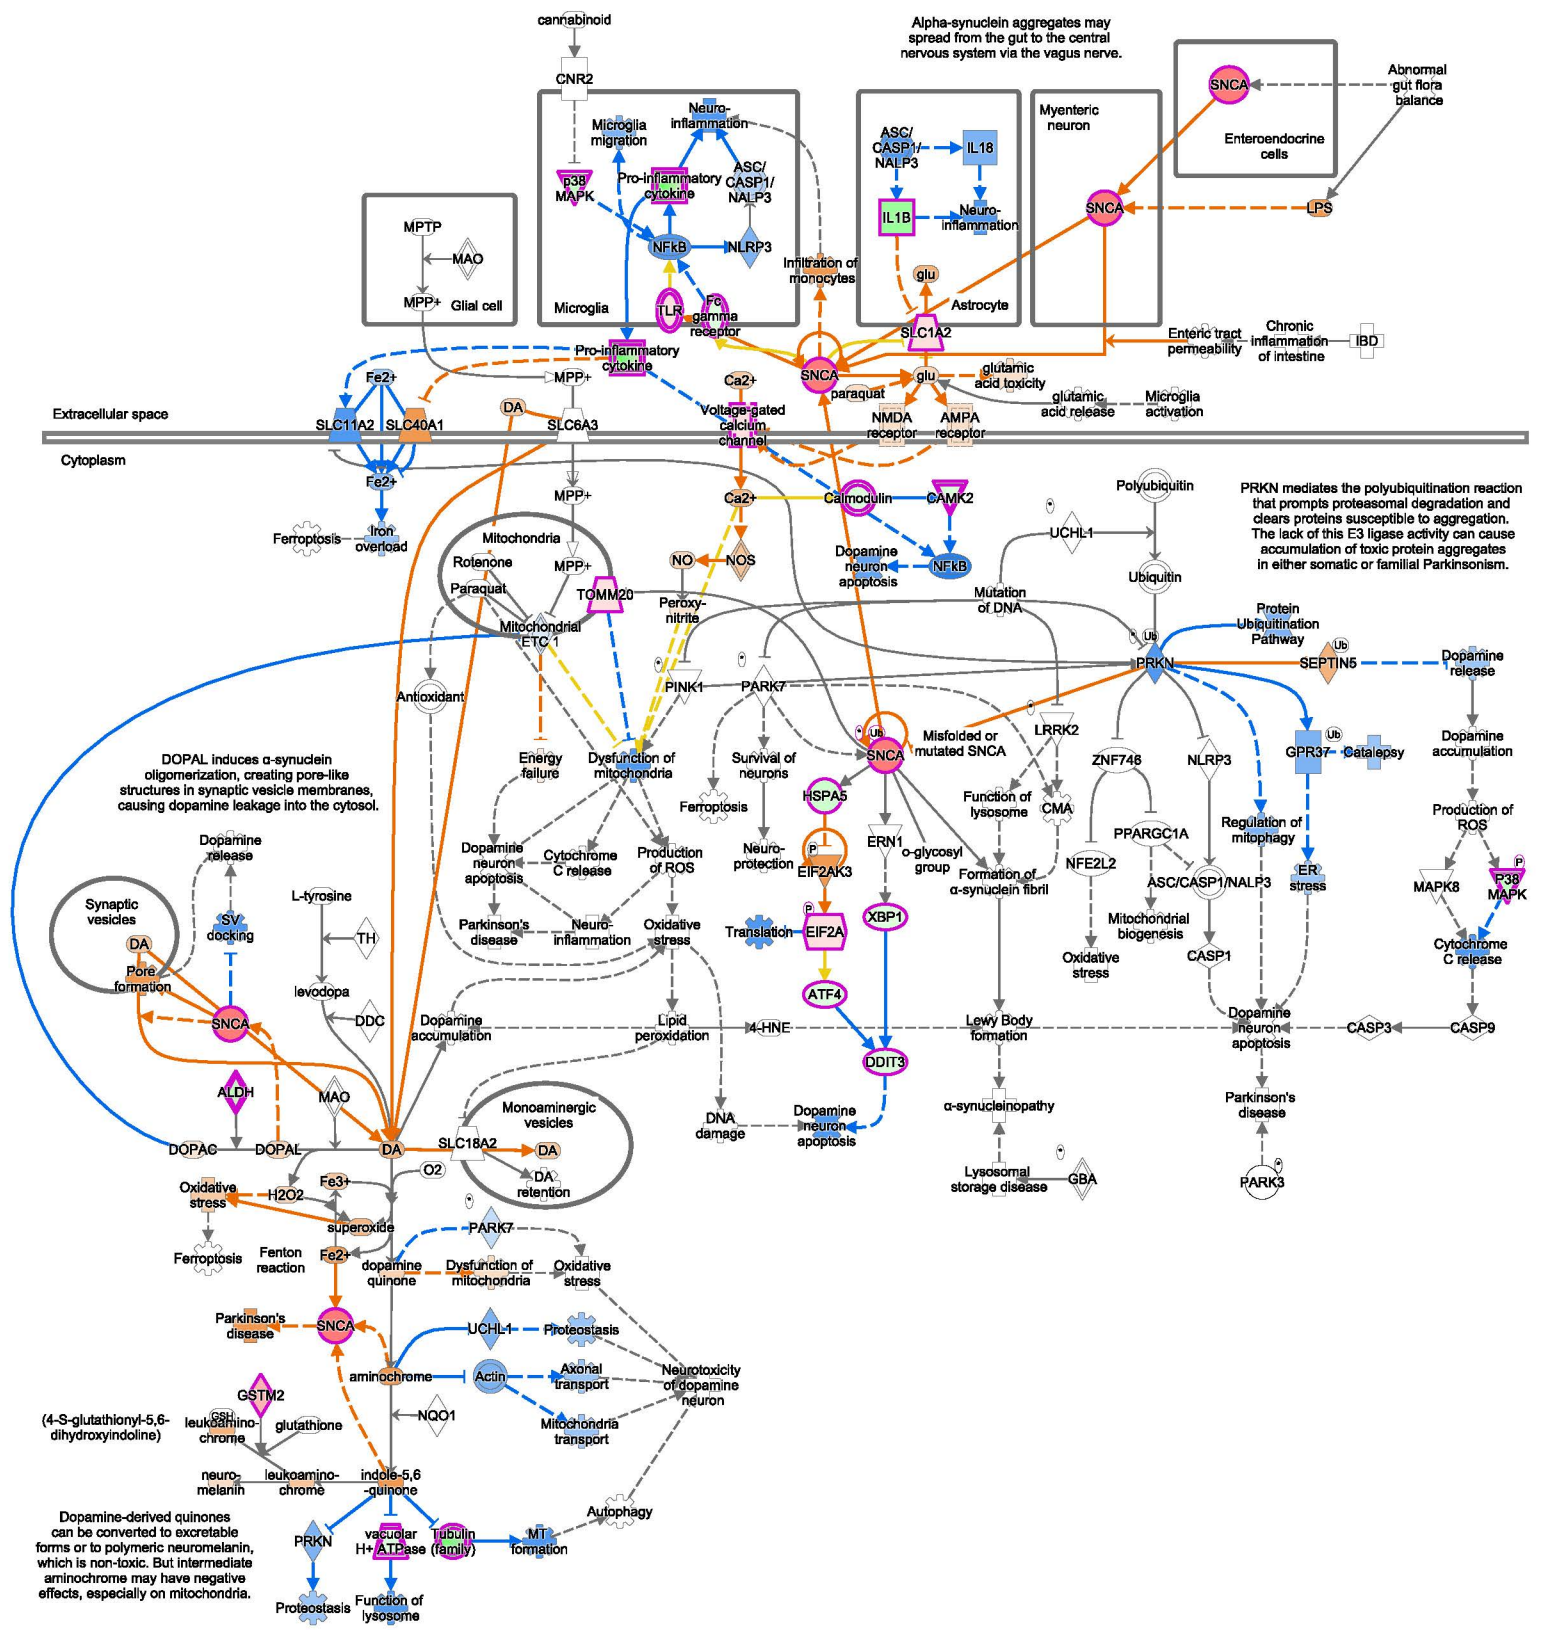

**Supplemental Figure 6. Ingenuity Pathway Analysis of 10-month Gene Expression: Enrichment of Parkinson's Signaling Pathway.** Significant DEGs at 10 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts the pathway to be inhibited based on changes in multiple steps of the signaling pathways involved in apoptosis of dopaminergic neurons.

Supplemental Figure 7. Pyroptosis Signaling Pathway : 10 month DEGs

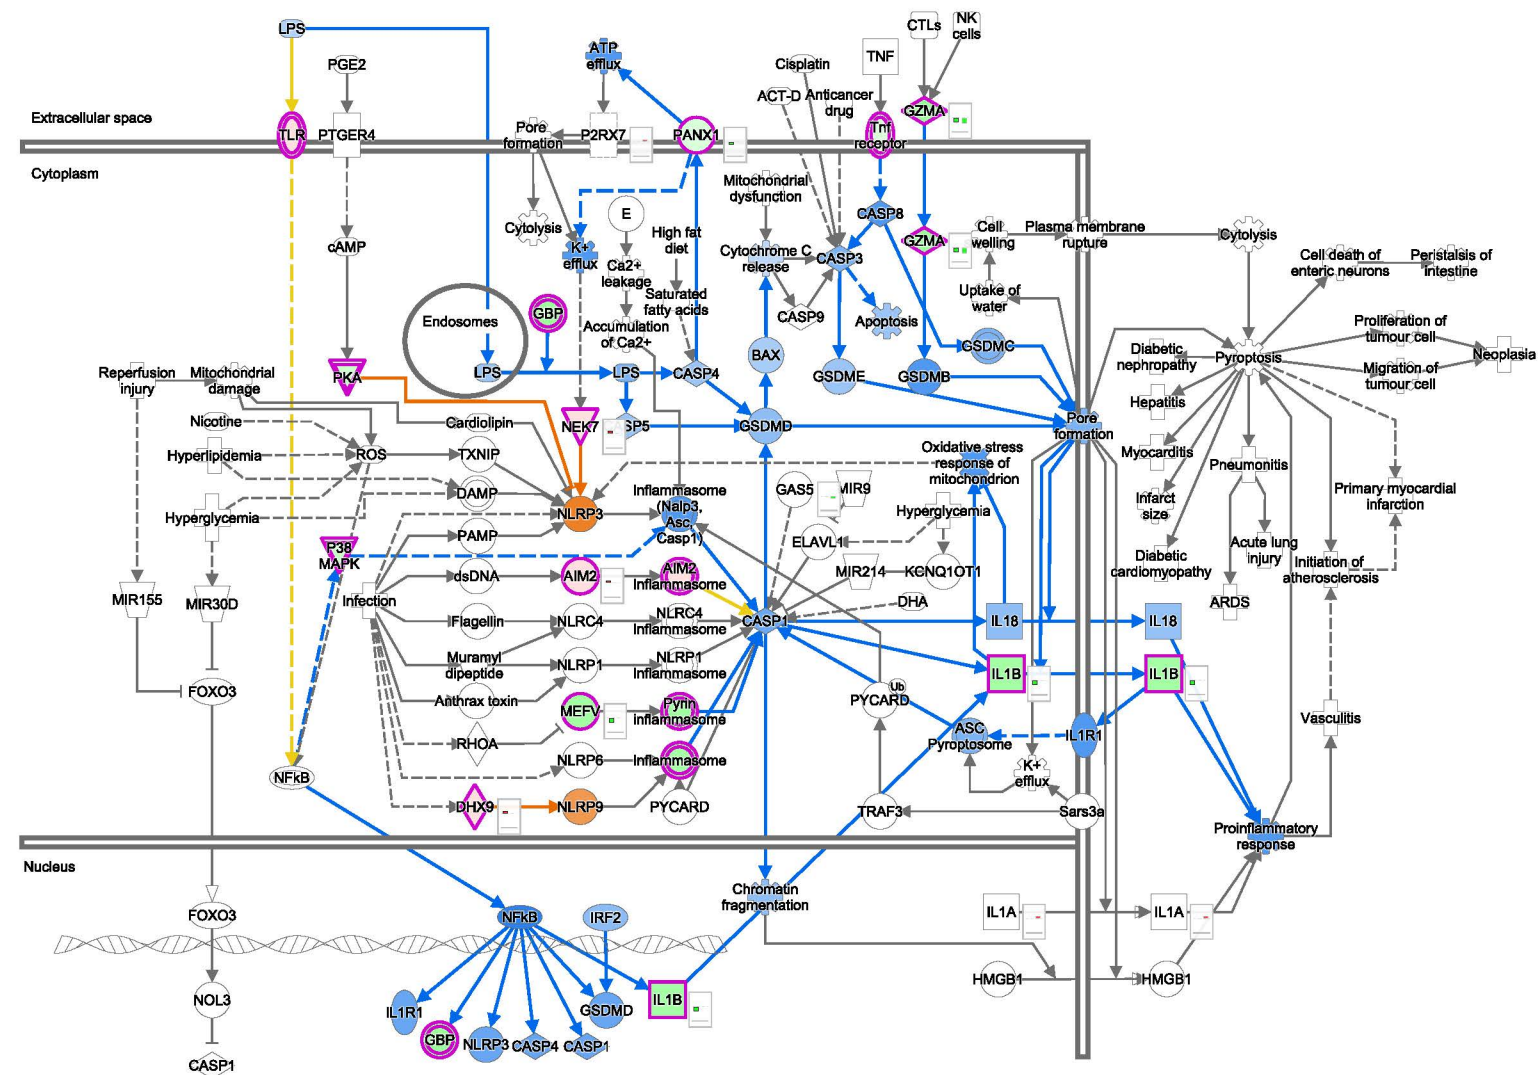

**Supplemental Figure 7. Ingenuity Pathway Analysis of 10-month Gene Expression: Enrichment of Pyroptosis Signaling Pathway.** Significant DEGs at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts pathway level inhibition of pyroptosis signaling based on decreased expression of inflammasome and proinflammatory genes.

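Among the genes drawn as decreased, Panx1 on chromosome 9 from 15005785 to 15045478 had 256 ± 34.7 normalized counts in mThy1-α-synuclein mice and 388 ± 91.0 in wild-type mice at 10 months (log2 fold change -0.58, standard error 0.16, adjusted p = 0.0427). Mefv, on chromosome 16 from 3706974 to 3718211, had 142 ± 51.4 and 402 ± 159 (log2 fold change -1.49, standard error 0.35, adjusted p = 0.0270), and Gzma 339 ± 103 and 1002 ± 450.3 (log2 fold change -1.48, adjusted p = 0.0386). Higher were Nek7, on chromosome 1 from 138483837 to 138619757, with 14930 ± 1109 and 12603 ± 509 (log2 fold change 0.24, standard error 0.065, adjusted p = 0.0375), and Dhx9, on chromosome 1 from 153455756 to 153487688, with 11222 ± 553 and 8974 ± 421 (log2 fold change 0.32, standard error 0.060, adjusted p = 0.00764). In the fits that each left out 1 mouse, the adjusted p rose to 0.101 without mThy1-α-synuclein replicate 3 for Panx1, 0.0645 without mThy1-α-synuclein replicate 5 for Mefv, 0.0864 without mThy1-α-synuclein replicate 1 for Gzma and 0.0893 without wild-type replicate 2 for Nek7, while that of Dhx9 stayed at or below 0.0218. With the replicate block it was 0.100 for Gzma and 0.0911 for Nek7. Markers of neutrophils, monocytes and natural killer cells were lower at this age by medians of -1.08, -1.29 and -0.896. Whether Mefv and Gzma fell in microglia or with such cells was not tested.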

2000-2024 QIAGEN. All rights reserved.

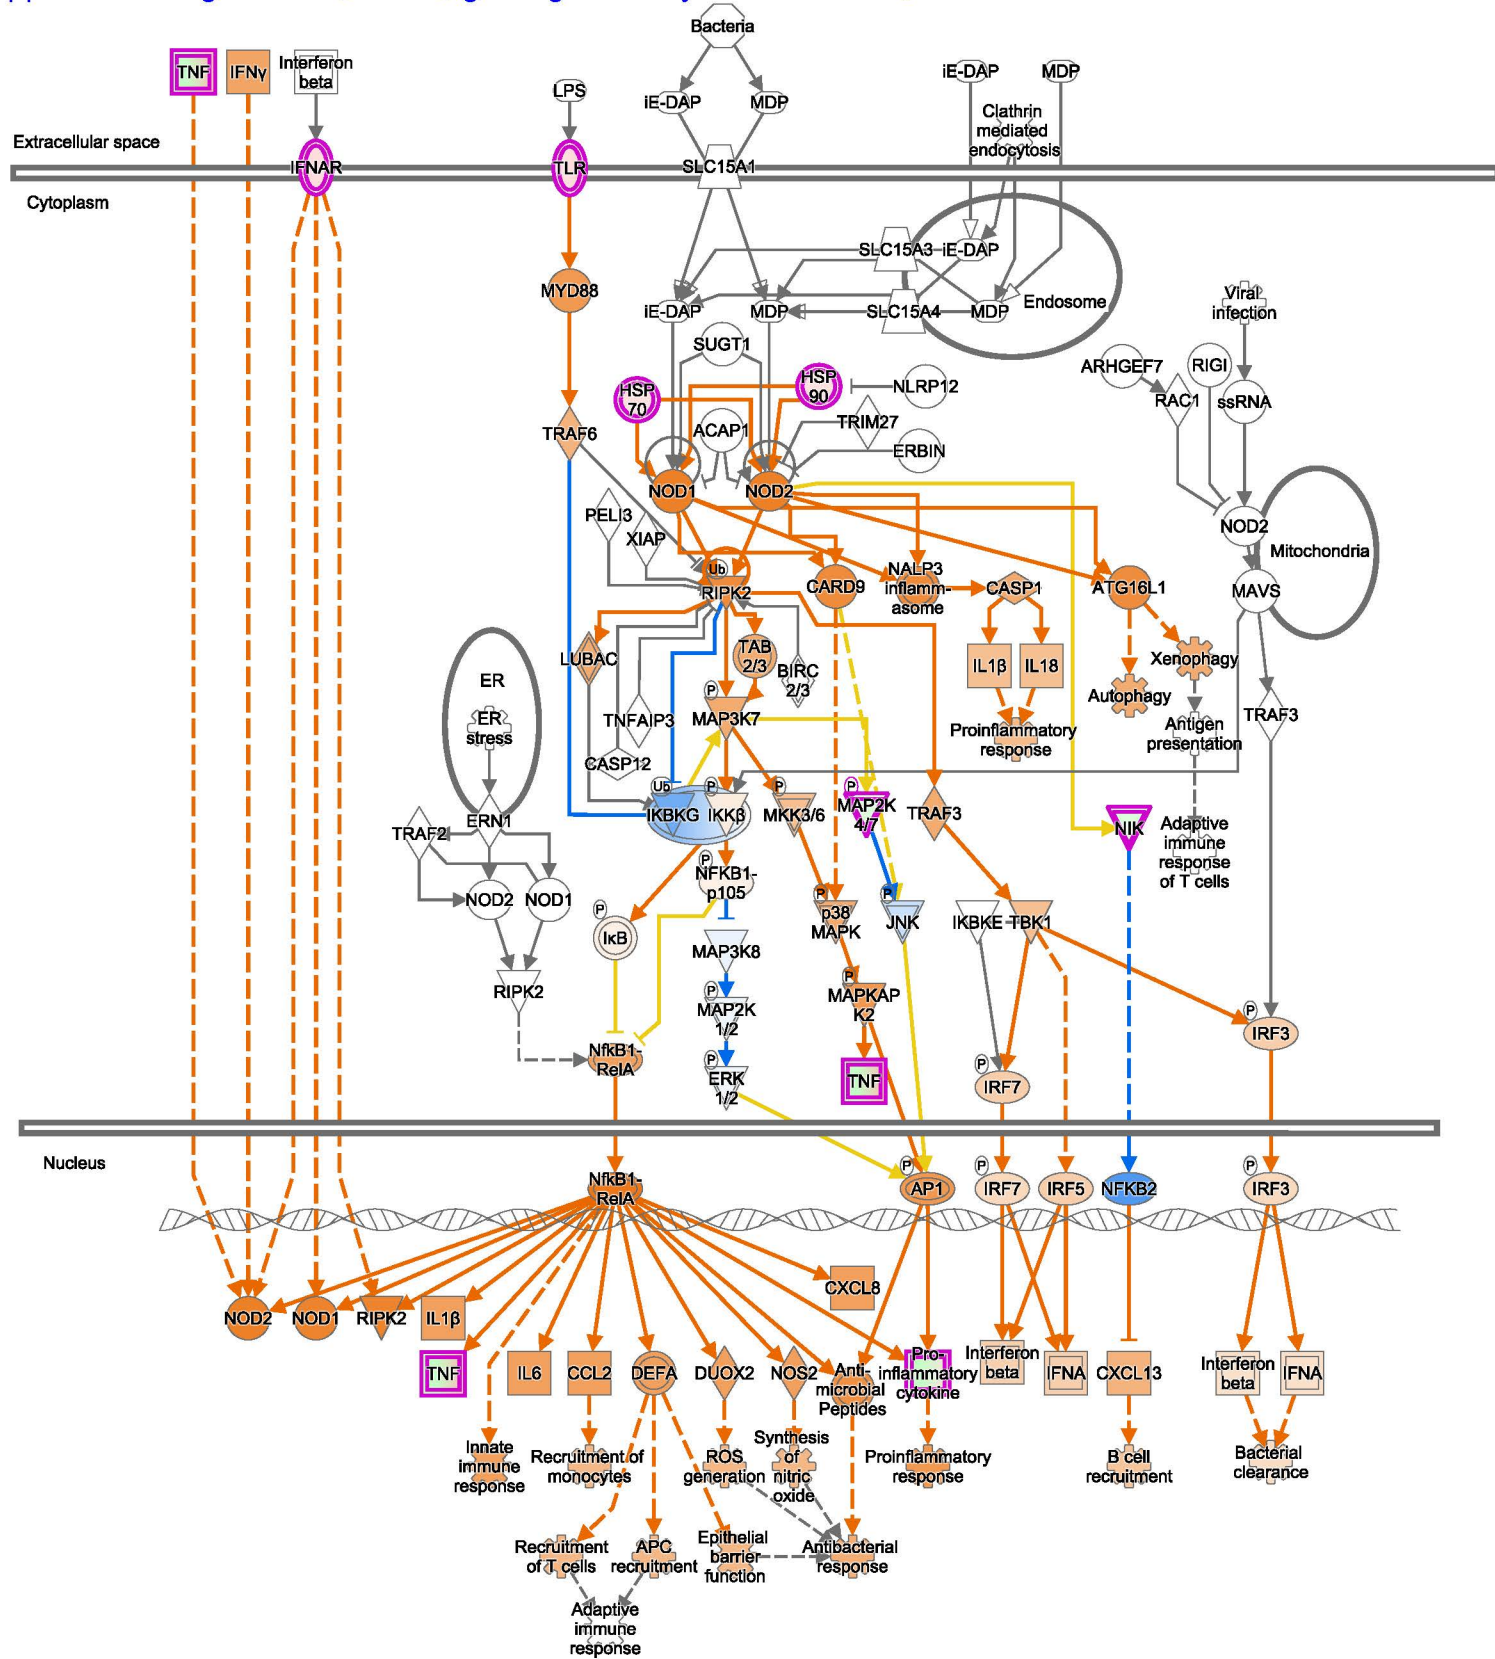

**Supplemental Figure 8. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of NOD1/2 Signaling Pathway.** Significant DEGs at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts activation at the pathway level based on increased expression of various TLRs, heat shock proteins, and other cytokine signaling genes.

Supplemental Figure 9. TREM1 Signaling : 7 month DEGs

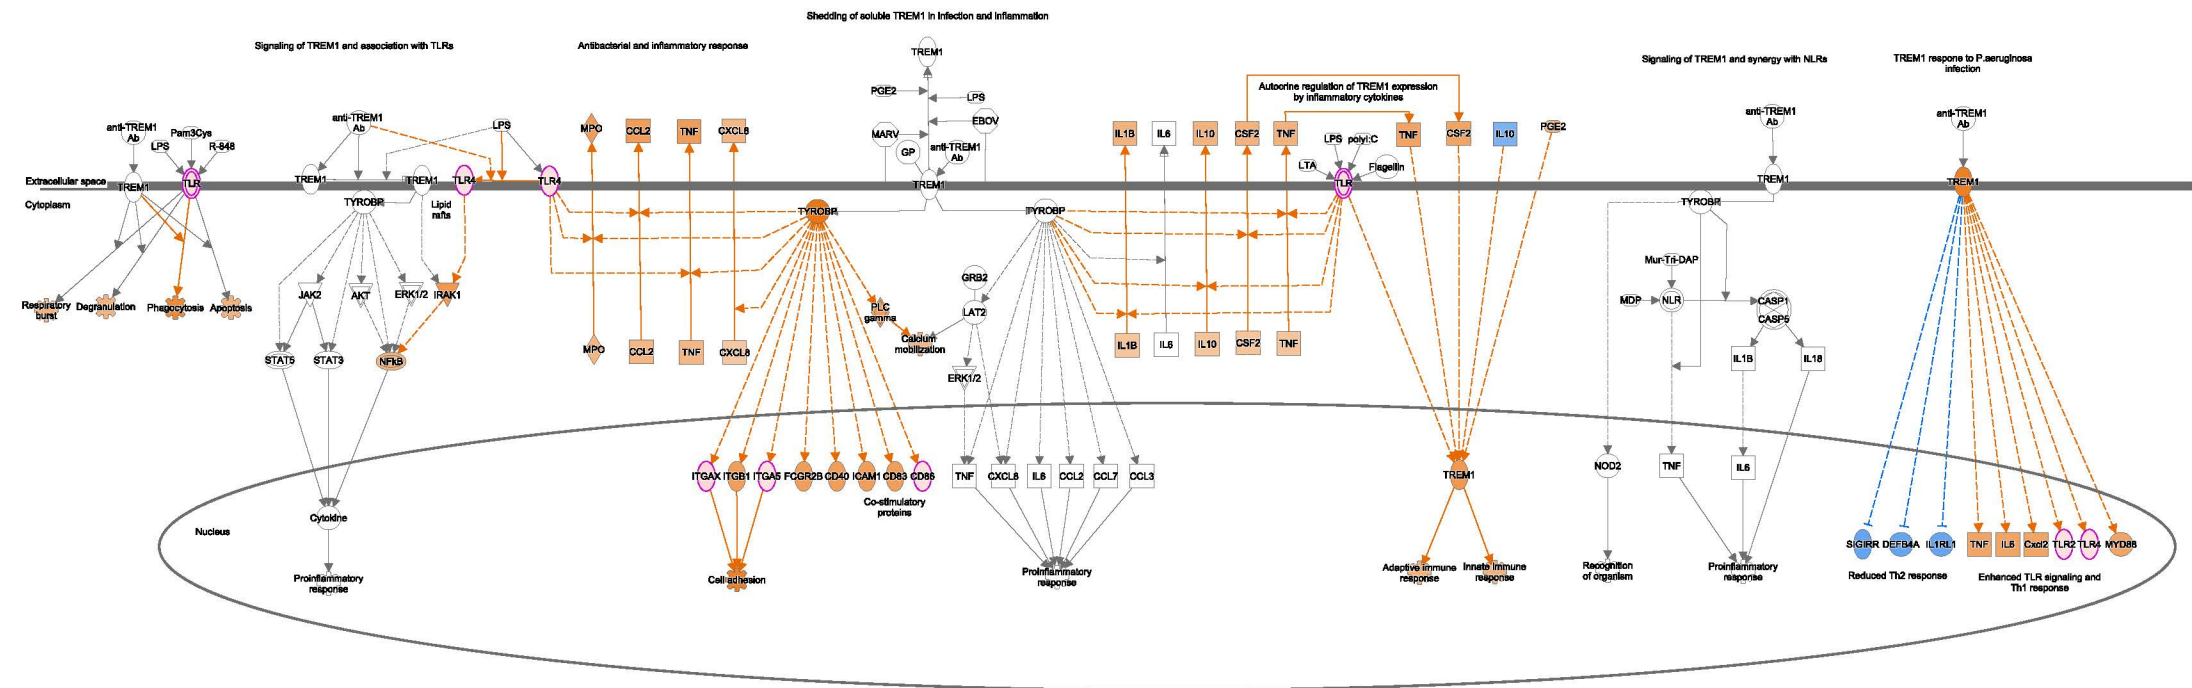

**Supplemental Figure 9. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of TREM1 Signaling.** Significant DEGs at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. TREM1 is involved in multiple aspects of the innate and adaptive immune response and acts to amplify signals from TLR and NLR proteins. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts activation at the pathway level based on increased expression of various TLRs and downstream genes such as ITGAX, ITGA5, and CD86.

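Itgax, on chromosome 7 from 128129526 to 128150657, had 5246 ± 1726 normalized counts in mThy1-α-synuclein mice and 3180.2 ± 299 in wild-type mice at 7 months (log2 fold change 0.66, standard error 0.23, adjusted p = 0.132). Itga5, on chromosome 15 from 103344286 to 103366791, had 1345 ± 239.5 and 971 ± 105 (log2 fold change 0.46, standard error 0.12, adjusted p = 0.046, up to 0.145 without wild-type replicate 3). Cd86, on chromosome 16 from 36568956 to 36666158, had 17030 ± 2829 and 12760 ± 742 (log2 fold change 0.40, standard error 0.11, adjusted p = 0.0522). The adjusted p of Itgax was 0.0461 with DESeq2 and between 0.0262 and 0.279 over the alternatives run for single genes, fits without 1 mouse included, and that of Cd86 was 0.00817 with DESeq2 and between 0.00660 and 0.145 over the alternatives run for single genes, fits without 1 mouse included.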

Supplemental Figure 8. NOD1/2 Signaling Pathway : 10 month DEGs

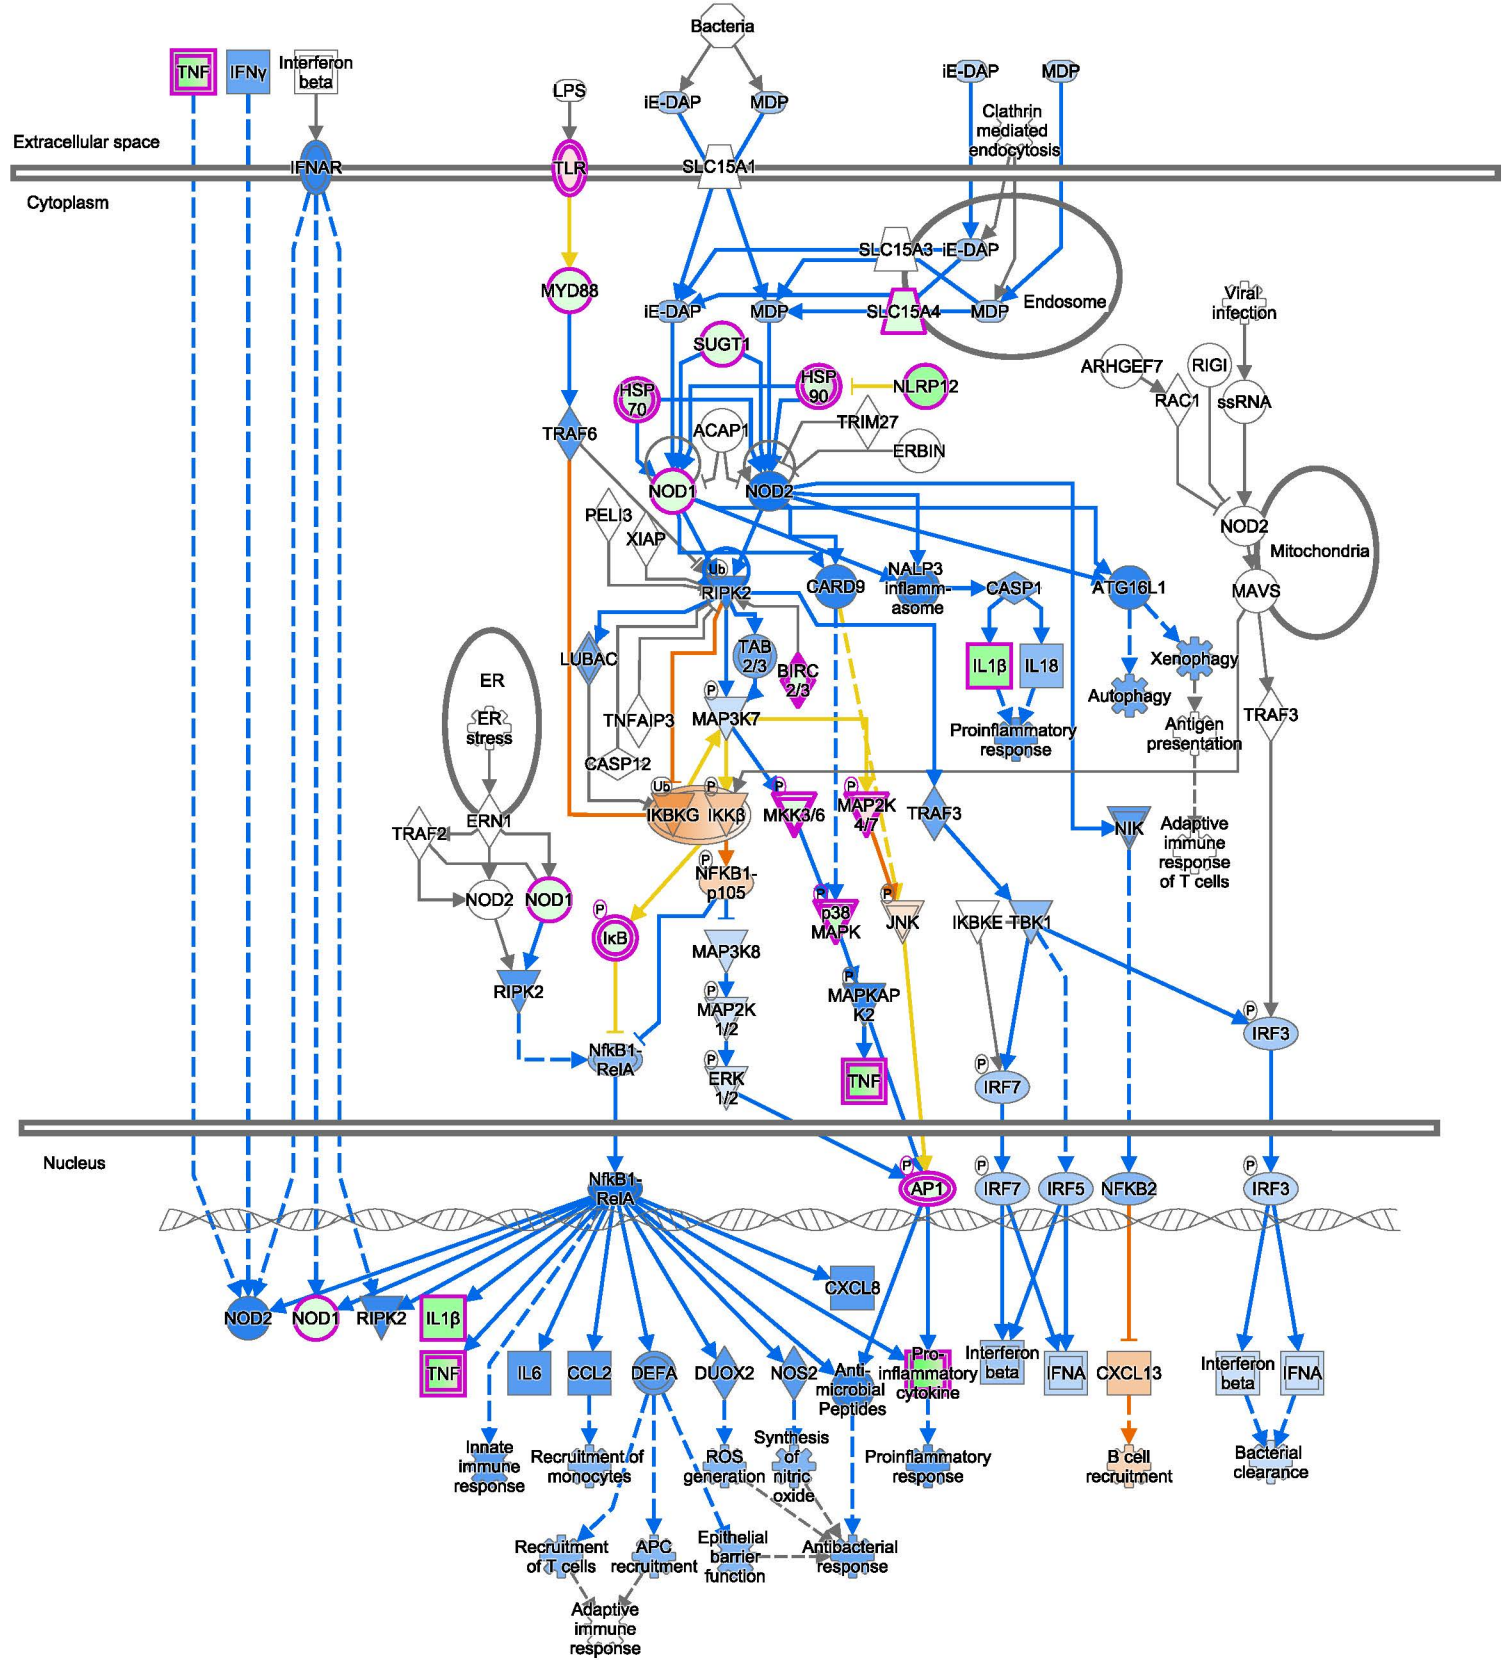

**Supplemental Figure 10. Ingenuity Pathway Analysis of 10-month Gene Expression: Enrichment of NOD 1/2 Signaling Pathway.** Significant DEGs at 10 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts pathway level inhibition due to decreased expression of heat shock proteins, NOD1, and proinflammatory cytokines.

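Nod1, on chromosome 6 from 54923942 to 54972674, had 917 ± 90.8 normalized counts in mThy1-α-synuclein mice and 1285 ± 168 in wild-type mice at 10 months (log2 fold change -0.48, standard error 0.10, adjusted p = 0.0116, up to 0.0513 with all 20 mice in one fit). The heat shock protein gene Hspa8, on chromosome 9 from 40801276 to 40805202, had 61316 ± 3818 and 89625 ± 21460 (log2 fold change -0.52, standard error 0.12, adjusted p = 0.0252, up to 0.0597 without mThy1-α-synuclein replicate 3). Slc15a4 on chromosome 5 from 127594545 to 127633292 and Myd88 on chromosome 9 from 119335934 to 119340018 were lower by log2 fold changes of -0.31 and -0.34 (adjusted p = 0.0381 and 0.0420). The adjusted p of Slc15a4 rose to 0.0847 without mThy1-α-synuclein replicate 2 and 0.120 with all 20 mice in one fit, and that of Myd88 to 0.100 without wild-type replicate 2 and 0.0659 with the replicate block.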

Supplemental Figure 11. TREM1 Signaling : 10 month DEGs

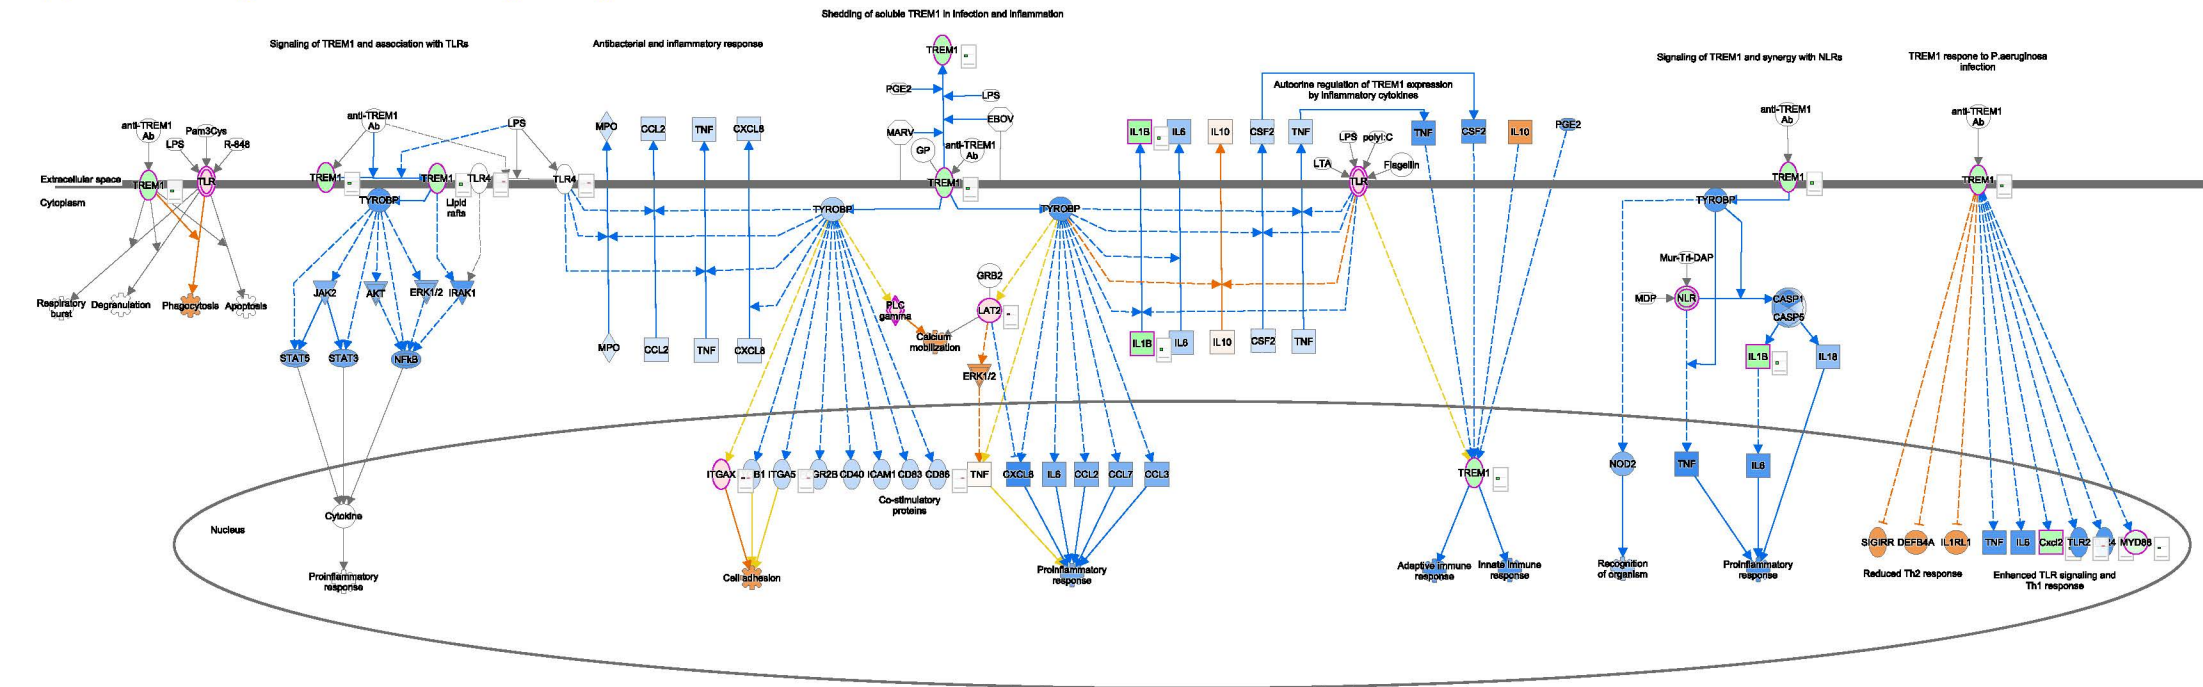

**Supplemental Figure 11. Ingenuity Pathway Analysis of 10-month Gene Expression:**

**Enrichment of TREM1 Signaling.** Significant DEGs at 10 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. TREM1 is involved in multiple aspects of the innate and adaptive immune response and acts to amplify signals from TLR and NLR proteins. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA likely predicts pathway level inhibition due to decreased expression of TREM1, IL-1B, and the TLR-Th1 response.

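Trem1, on chromosome 17 from 48232713 to 48246927, had 875 ± 275.9 normalized counts in mThy1-α-synuclein mice and 2011 ± 591 in wild-type mice at 10 months (log2 fold change -1.20, standard error 0.28, adjusted p = 0.0367), and the groups overlapped. Its adjusted p rose to 0.0839 without wild-type replicate 1 and lay between 0.00130 and 0.148 over the other alternatives run for single genes. Neutrophil and monocyte markers were lower by medians of -1.08 and -1.29 at this age. Whether Trem1 fell in microglia or with such cells was not tested. Higher in mThy1-α-synuclein mice were Lat2, on chromosome 5 from 134600103 to 134619783, with 8969 ± 718 and 7059 ± 715 (log2 fold change 0.35, standard error 0.080, adjusted p = 0.01997, up to 0.0534 without wild-type replicate 2), and Itgax, with 3674 ± 444 and 2957 ± 167 (log2 fold change 0.31, adjusted p = 0.0432, up to 0.0995 without mThy1-α-synuclein replicate 1 and 0.303 with all 20 mice in one fit).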

Supplemental Figure 12. PPARα/RXRα Activation : 7 month DEGs

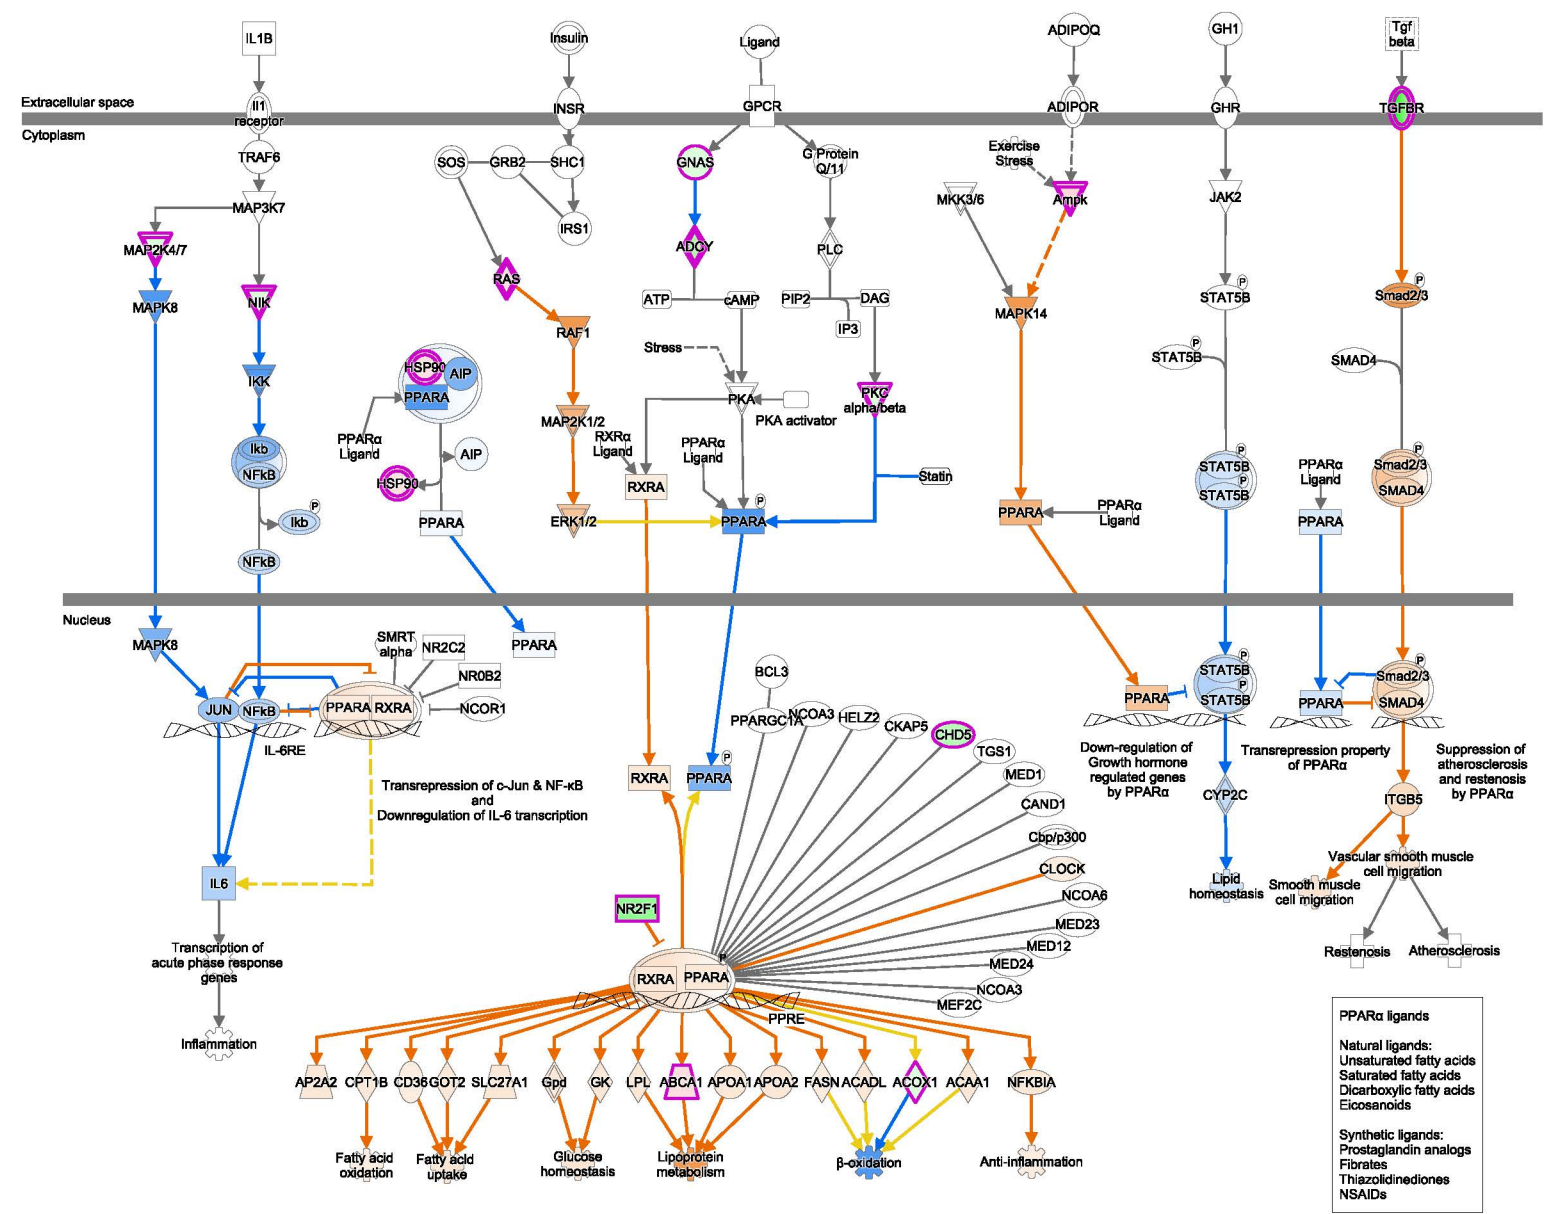

**Supplemental Figure 12. Ingenuity Pathway Analysis of 7-month Gene Expression: Enrichment of PPAR $\alpha$ /RXR $\alpha$  Activation.** Significant DEGs at 7 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values.

Supplemental Figure 13. PPARα/RXRα Activation : 10 month DEGs

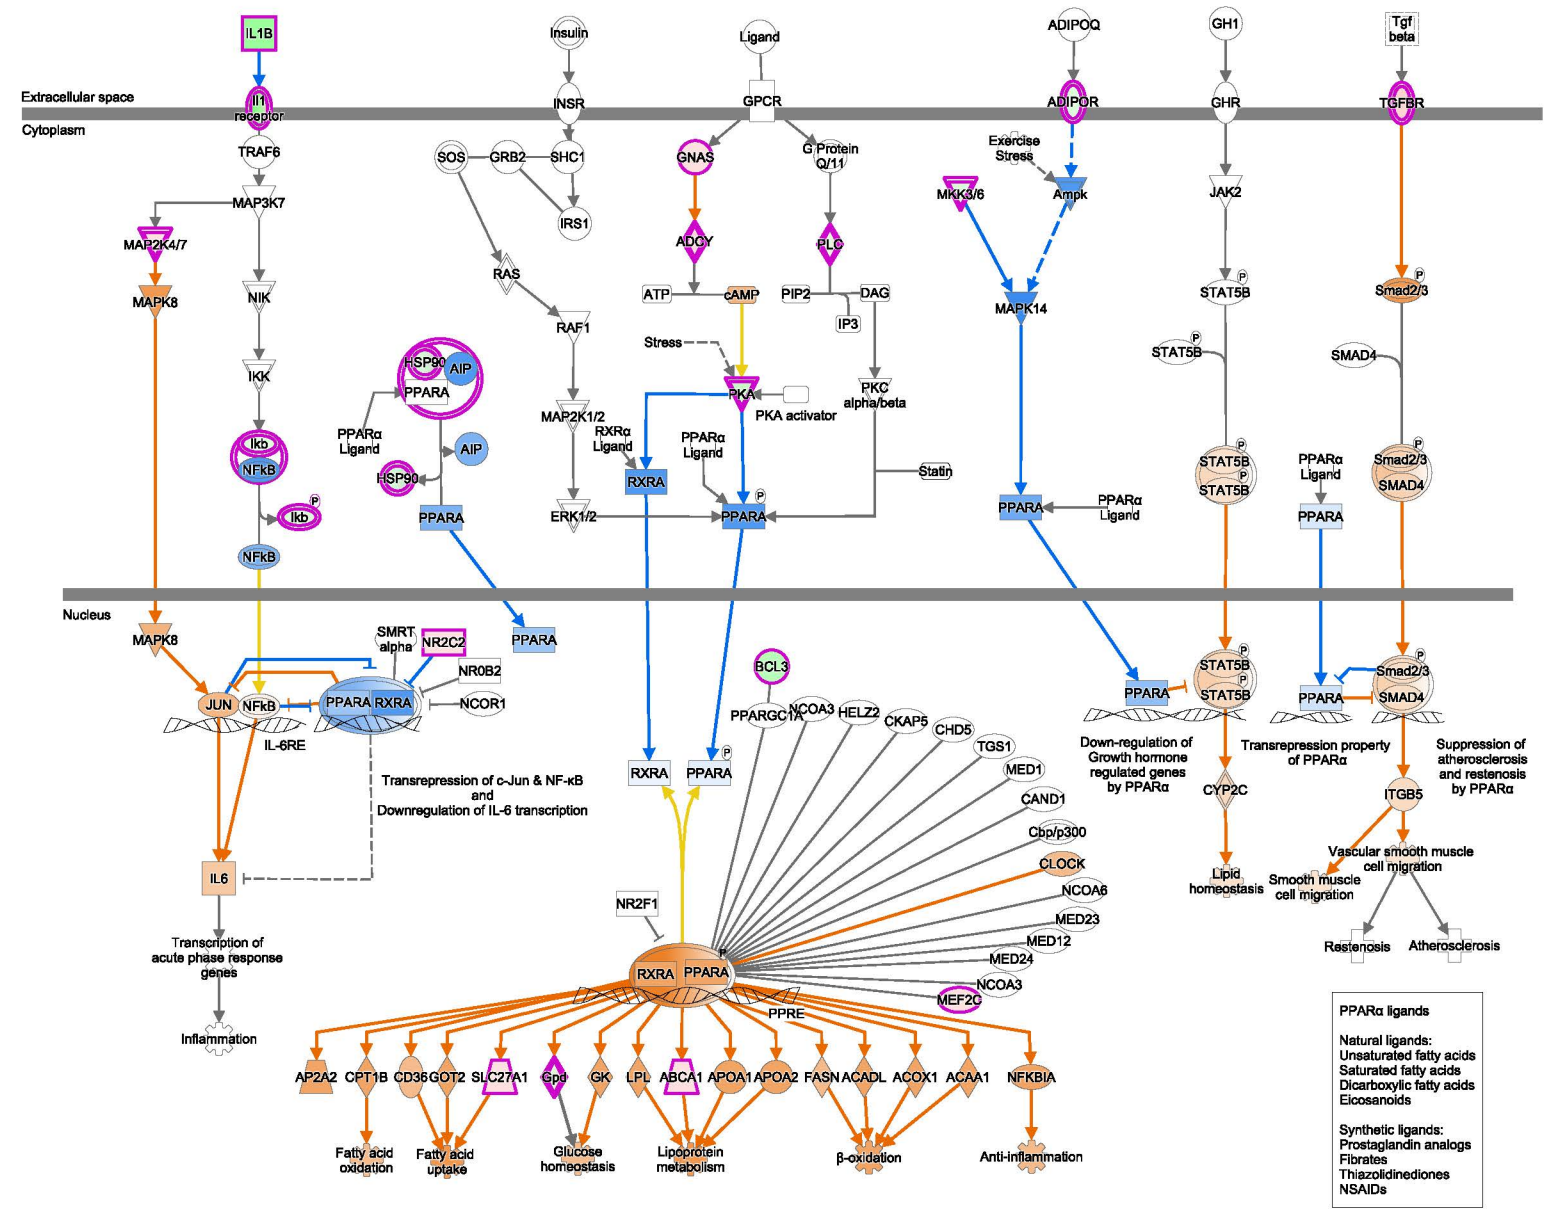

**Supplemental Figure 13. Ingenuity Pathway Analysis of 10-month Gene Expression: Enrichment of PPAR $\alpha$ /RXR $\alpha$  Activation.** Significant DEGs at 10 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values.

Supplemental Figure 14. LXR/RXR Activation : 10 month DEGs

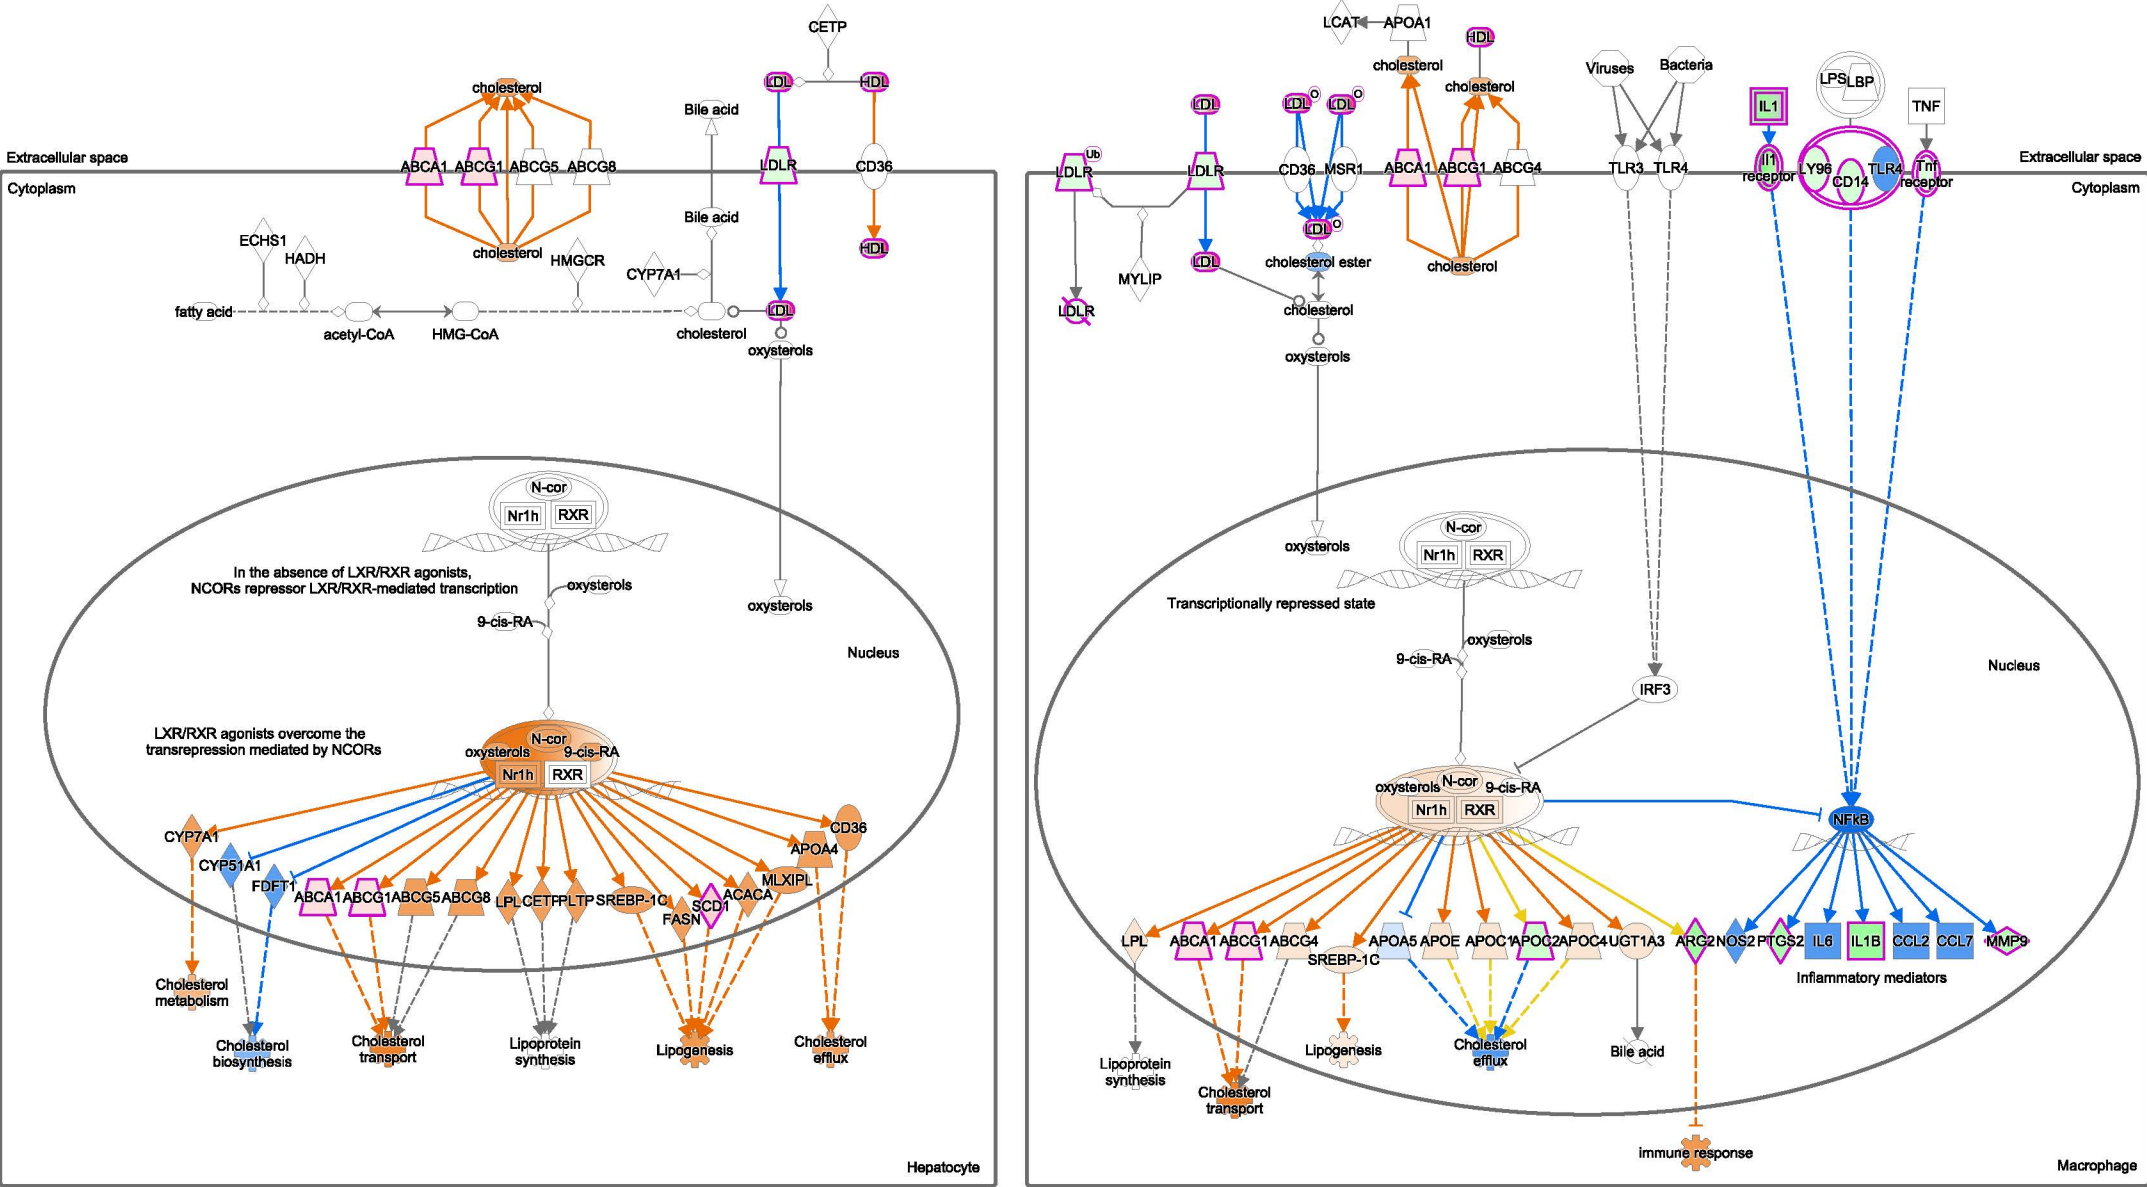

**Supplemental Figure 14. Ingenuity Pathway Analysis of 10-month Gene Expression:**

**Enrichment of LXR/RXR Activation.** Significant DEGs at 10 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. This diagram depicts the pathway in both hepatocytes and macrophages and for our data the microglia signaling is likely to be similar to the macrophage diagram. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. 

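Abca1, on chromosome 4 from 53030789 to 53159988, encodes a cholesterol transporter and had 25623 ± 2758 normalized counts in mThy1-α-synuclein mice and 20313 ± 2300 in wild-type mice at 10 months (log2 fold change 0.34, standard error 0.093, adjusted p = 0.0415, up to 0.0980 without mThy1-α-synuclein replicate 3 and 0.172 with all 20 mice in one fit). Abcg1, on chromosome 17 from 31057694 to 31117984, had 9681 ± 644 and 7516 ± 391.6 (log2 fold change 0.36, standard error 0.065, adjusted p = 0.00583), with no overlap between the groups. Ly96 was lower, with 867 ± 50.6 and 1075 ± 70.8 (log2 fold change -0.31, adjusted p = 0.0303, up to 0.0762 without mThy1-α-synuclein replicate 3 and 0.0615 with all 20 mice in one fit).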

IPA predicts this pathway to be activated based on the increased expression of ABCA1 and ABCG1 as well as decreased expression of inflammatory mediators.

Supplemental Figure 15. Pathogen Induced Cytokine Storm Signaling : 10 month DEGs

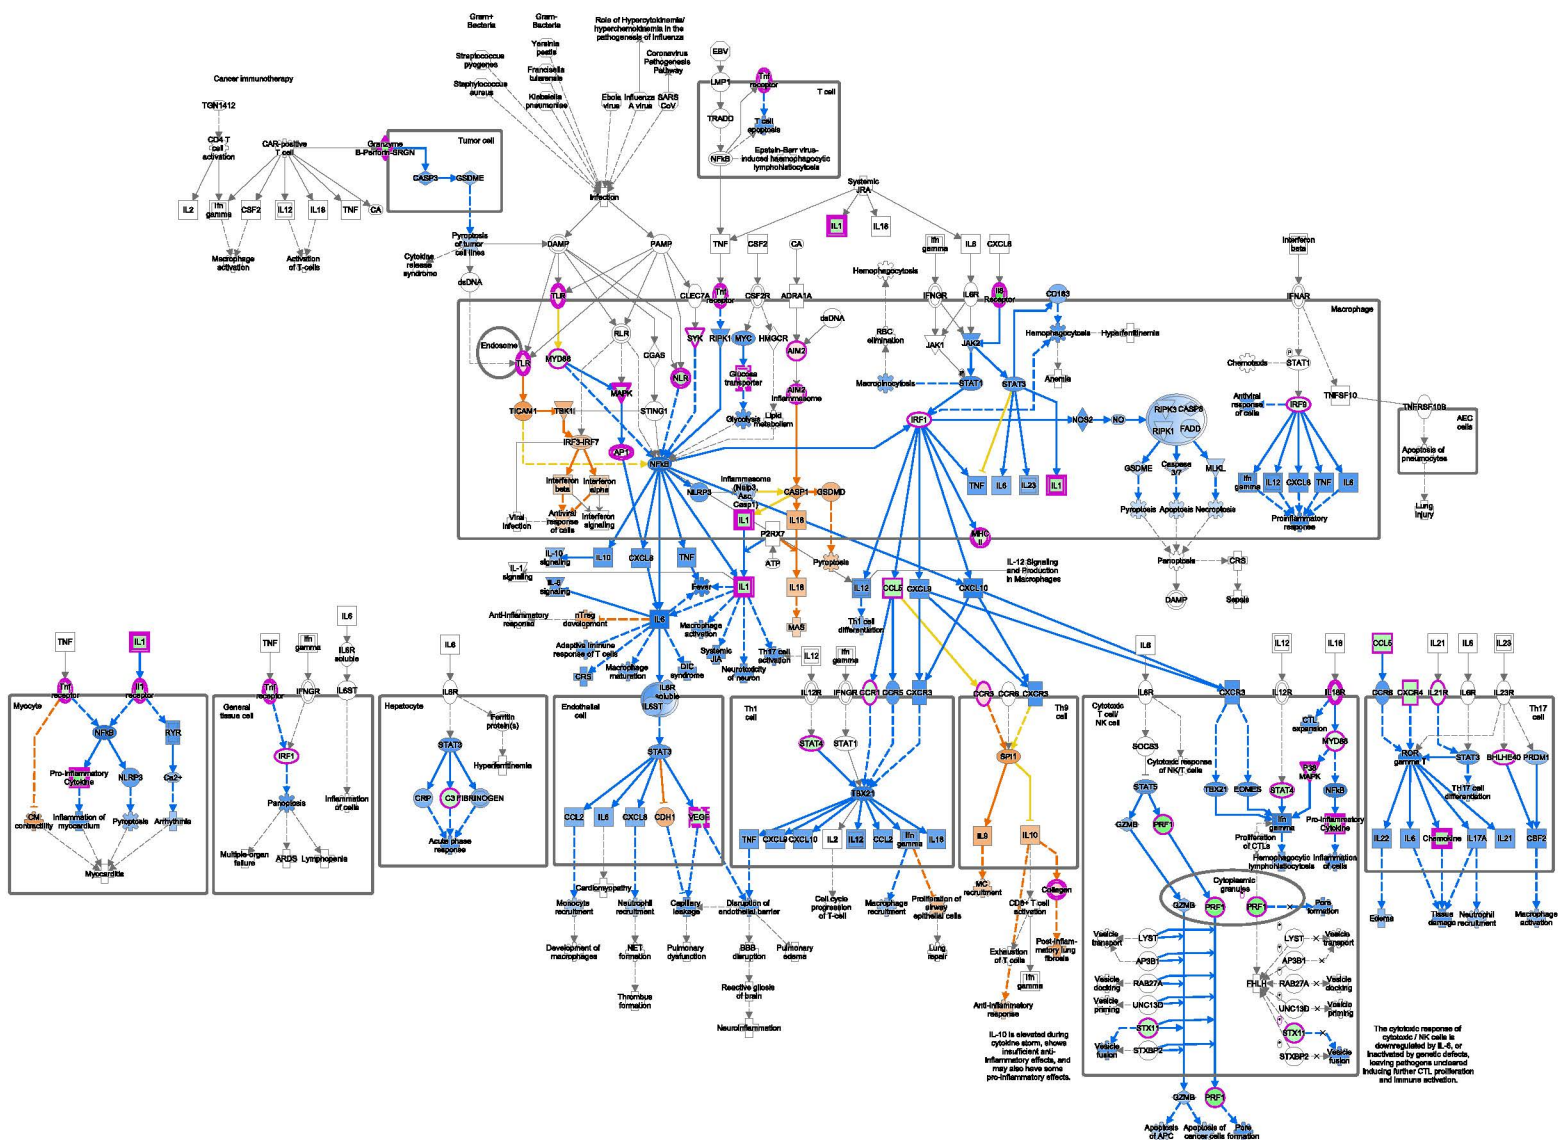

**Supplemental Figure 15. Ingenuity Pathway Analysis of 10-month Gene Expression: Enrichment of Pathogen Induced Cytokine Storm Signaling Pathway.** Significant DEGs at 10 months were submitted to Qiagen's Ingenuity Pathway Analysis (IPA) for core analysis and enrichment canonical pathways. This pathway depicts changes in multiple cell types associated with immune signaling but our microglia derived data are likely to be most similar to the macrophage illustrated pathways. Identified DEGs involved in the pathway are outlined in purple and colored red if they are upregulated or green for down regulated genes. IPA also calculates a Z score for the pathway and individual interactions based on observed expression values to predict activation (orange) or inhibition (blue). Gray interactions were not able to be predicted and yellow interactions may be inconsistent between predicted and observed values. IPA predicts the cytokine storm pathway to be inhibited from the decreased expression of IL-1 and upstream NF- $\kappa$ B elements depicted despite a modest increase in TLRs and AIM2 inflammasome genes.

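Aim2, on chromosome 1 from 173349547 to 173466040, had 5637 ± 643 normalized counts in mThy1-α-synuclein mice and 4144 ± 607 in wild-type mice at 10 months (log2 fold change 0.45, standard error 0.10, adjusted p = 0.0210, up to 0.0570 without wild-type replicate 2). Of 12 Toll-like receptor genes tested at this age, 5 were higher and 7 lower. Only Tlr1 passed the limma cutoff, and it was higher (log2 fold change 0.55, adjusted p = 0.0120). For Tlr2 no change was detected (log2 fold change -0.17, adjusted p = 0.204).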

How the deposited data were processed for this re-analysis (not part of the article)

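RNA was sequenced from the microglia of 20 male mice: 6 mThy1-α-synuclein and 4 wild-type mice at 7 months, and 5 and 5 at 10 months. Each sample came from the whole brain of 1 mouse, and mice were not pooled. Mice of each age were processed together. Xist had at most 15 reads and Ddx3y at least 2776 in every mouse. The sample labels number the mice of each group from 1 without saying that equal numbers belong together. The methylation and behavior data of the paper were not analysed here.

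The authors trimmed the reads with Trim Galore, mapped them to the mm10 genome with HISAT2 and counted them per gene with featureCounts. The signal values as deposited are gene counts that the authors divided by a DESeq2 size factor for each mouse, for 24062 genes. The methods name DESeq2, and the size factors were found from the values. The values of a mouse were whole multiples of a single step, and the steps equalled 1 divided by the size factor recomputed over the 10 mice of the same age, so the ages were normalized separately. In 1 mouse (mThy1-α-synuclein replicate 5 at 10 months) the step was so close to 1 that whole multiples could not be tested, and its step was taken to be of the same kind. Dividing by the steps gave back whole reads. The settings of the gene counts (annotation release, strand, reads that map to several places) are not stated in the paper. The table of all mice and the files of single mice held the same values.

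The number of reads counted on genes lay between 33404096 and 77806399 per mouse. Counting noise at this depth was small beside the differences between mice. Between any pair of mice of a group the chi-square was at least 24.7 per gene, where 1 is expected from counting noise alone. Errors in the text are therefore SDs between mice or standard errors of a fit, and a gene with fewer than 10 normalized counts in most mice was not tested.

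Before the data were examined, the comparisons, tests, gene lists, alternatives and the rule for naming genes were set down. That plan named the edgeR quasi-likelihood test with TMM normalization on raw counts. Because the values proved to be normalized counts, the test reported in the text is limma's moderated test on log2(value + 1), with a mean-variance trend and robust estimation. edgeR on the recovered reads became an alternative, chosen after the values were seen, as did pseudocounts of 0.5 and 5. The input of the principal components and of the gene lists changed in the same way, from log2 CPM (counts scaled to the library size), with voom weights for the lists, to log2(value + 1), and the filter changed from edgeR's filterByExpr to the one given next. A gene was tested when its value reached 10 in at least 4 mice at 7 months and in at least 5 mice at 10 months, which left 13887 and 13627 genes, and 14030 genes in the interaction. p-values were adjusted by the Benjamini-Hochberg method with a cutoff of 0.05, and genes past it are called DEGs. The interaction is the genotype effect at 10 months minus that at 7 months, in 1 fit of all 20 mice with 4 groups. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

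Genes were named in the text by a rule. It takes the genes that the paper names in its text, legends or figures, Thy1, members of reported gene lists and Xist and Ddx3y. It adds at each age the 10 DEGs with the largest change and no overlap between the genotypes, the genes with the smallest interaction p and shared DEGs with opposite directions. Nnt is named outside this rule, as a gene chosen after its values were seen. Results for some genes are not reported here. Gene positions are from the mm10 (GRCm38) annotation, which held 99.6% of the tested genes.

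Principal components were computed at each age from the 500 genes with the most variable log2 values, centred and not scaled. The separation of the genotypes is the mean distance between mice of different genotype over that between mice of the same genotype in the plane of 2 components. It was compared with all 210 or 252 assignments of the genotype labels (one-sided exact permutation test).

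Gene lists covered cell types, cell states, gene families and pathways. Of these, 42 were written before the data were examined, and 35 of them, with at least 3 tested genes and not made of genes that the paper picked from these mice, were tested. The lists from pathway diagrams hold all genes drawn, changed or not. The paper shows these diagrams as pathways enriched in its DEGs from these mice, so tests of these lists are not independent of its calls. A further 4 lists were added afterwards and adjusted as a family of their own. The list of mitochondrially encoded genes had no gene in the files. Each list was tested with limma's camera at a preset correlation of 0.01 and by a two-sided exact permutation test of its score, the mean over its genes of log2 values standardized within an age. For the difference between the ages, genotype labels were permuted within each age. limma's fry and camera with the correlation estimated for each list stand beside them. Lists that the paper picked from these mice were only described.

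Relations between scores within groups were tested on deviations from the group means, with 100000 random permutations (1e+05) within groups, and computed again without the 2 mice farthest from the median of the first measure. For the 66 DEGs shared by both ages with the same direction, the number with another such gene within 1 megabase was compared with random sets of tested genes. The same was done for shared DEGs with opposite directions and for DEGs of a single age. Ribosomal protein genes were compared with 10000 random lists in which each gene was drawn from the 30 nearest in length, GC content and expression. For counts of genes or lists, 100 splits of the mice into groups of the real sizes, the real one included, were refitted.

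The alternatives were DESeq2 with its defaults, limma-voom with sample quality weights, edgeR with DESeq2 size factors, no filter, a filter of at least 10 reads in every mouse, the replicate number as a block, all 20 mice in one fit, no robust estimation, a minimum absolute log2 fold change of 1 and leaving out each mouse in turn. Single genes were run with DESeq2, both forms of edgeR, the replicate block, all 20 mice in one fit (for the effects at each age), pseudocounts of 0.5 and 5 and each mouse left out, and not under the others. For the principal components they were all genes, scaled genes, all components, log2 CPM and DESeq2's variance stabilizing transformation. For log2 CPM the prior count was 2.

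The procedure was tested on simulated counts with the library sizes and gene means of the real mice and 1 dispersion for all genes, so their spread is simpler than that of real mice. In them, 200 genes changed by a log2 fold change of 1. limma found 91% of them with 6 against 4 mice and 95.5% with 5 against 5, and 3.2% and 6.4% of its calls were false. DESeq2 found 89% and 96%, with 13% and 8.6% of its calls false, and edgeR 92% and 95.5%, with 3.2% and 6.4%. A changed list of 40 genes had a median of 0.96 and 1.00.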

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

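Chosen only after the results were seen were the tests of handling, of joint normalization, of the Toll-like receptor genes and of neutrophils and monocytes. So were the tests of neurons and astrocytes alone, of passenger DNA and of the splits for gene lists. The test of the time of day rests on clock gene lists that were added after the data were examined. The other tests of this part were set down before. For 33 measures in 4 groups each, the mouse farthest from the others was compared with the range of its group. In 8 of the 132 groups a mouse lay beyond the critical value of Dixon's test, and chance gives 6.6. No technical explanation of these single mice was tested, and the design gives no biological one. For Thy1, wild-type replicate 3 at 7 months had 17.7 normalized counts, with 44.7 in the nearest mouse, and wild-type replicate 2 at 10 months had 32.4, with 15.9 in the nearest. Without them the log2 fold change was 4.18 for Thy1 at 7 months and 6.61 for Thy1 at 10 months. Both stayed DEGs. Trpm6 had 11.7 in wild-type replicate 4 at 7 months, where the other 3 wild-type mice were at 0, and without that mouse Trpm6 at 7 months stayed a DEG (adjusted p = 0.00210, and between 0.00210 and 0.0319 over the fits that each left out 1 mouse).

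The other mice of this kind were mThy1-α-synuclein replicate 3 at 7 months with 10970.0 normalized counts of Rbm3 (6951 in the nearest mouse), wild-type replicate 1 at 10 months with 103300.0 of Hspa5 (66390.0 in the nearest) and mThy1-α-synuclein replicate 4 at 10 months with 5343 of Il1b (8788 in the nearest). The score of heat shock and ER chaperones was -0.11 in mThy1-α-synuclein replicate 2 at 10 months (-0.70 in the nearest), and that of neutrophil markers -0.89 in wild-type replicate 4 at 7 months (0.59 in the nearest). Leaving the mouse out kept the direction and the call for Rbm3 at 7 months (log2 fold change -0.73), Hspa5 at 10 months (-0.54), Il1b at 10 months (-1.24) and heat shock and ER chaperones at 10 months (median -0.41). For neutrophil markers at 7 months the median fell from -0.44 to -0.85 without that mouse, and camera then called the list (adjusted p = 0.0132, and between 0.0132 and 0.551 over the fits that each left out 1 mouse).

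The genotype effect differed between 7 and 10 months in 926 genes by the interaction test. Of 100 splits of the mice within each age, 1 gave as many genes, which was the real one, and the largest number in the others was 1. The authors normalized each age separately. With all mice normalized together by TMM, 942 genes had an interaction. A factor common to the mice of an age cancels out of the interaction, so this number is no test of the separate normalization. What stays open is a biological difference between the ages, which was not tested apart from the processing. Mice of each age were processed together, so a step that acted differently on the genotypes at one age cannot be told apart from age.

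Astrocyte and neuron markers differed between the ages by a median interaction of 1.71 (exact permutation p, adjusted, = 0.0147) and 2.18 (adjusted 0.0322), being lower in mThy1-α-synuclein mice at 7 months and without a difference past the cutoff of the permutation test at 10 months (medians 0.30 and 0.10, although camera called the astrocyte list). At 7 months 16 of 18 astrocyte and 20 of 20 neuron markers were lower. Of the most abundant neuron markers, Meg3 had 599.7 ± 360 normalized counts against 2742 ± 1030 in wild-type mice and Map1b 350.2 ± 109 against 1000.0 ± 201. Of the astrocyte markers, Sparcl1 had 773.2 ± 243 against 2815 ± 512, but Slc1a3 was higher, with 10180.0 ± 1070 against 7950.0 ± 630. A smaller share of all other brain cells in the fraction would lower their markers together. Oligodendrocyte and endothelial markers were lower as well at 7 months, by medians of -0.88 and -0.55 (exact permutation test, adjusted p = 0.0334 for each). Neuron markers fell by more than endothelial markers, with a difference of -0.87 on the log2 scale (exact permutation p = 0.00476, adjusted 0.0206 over 13 comparisons). That argues against an equal fall in all these markers, but not against a smaller share of all other brain cells. Less RNA from neurons and astrocytes alone cannot be told apart from it. Within genotypes at 7 months the neuron and astrocyte scores gave Pearson r 0.47, permutation p = 0.21, adjusted 0.28 over 10 relations, Spearman rho 0.127, permutation p = 0.75, and r -0.52 without the 2 farthest mice. With 10 mice, less RNA from other cells therefore cannot be told apart from changed expression in the microglia. Of the astrocyte markers, 13 are in the paper's Supplementary Table S1 and 4 are labeled in its figures, and of the neuron markers 12 and 2, so both lists hold genes already known to change in these mice.

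Ribosomal protein genes differed between the ages by a median of 0.54 (exact permutation p, adjusted, = 0.0359). At 7 months 78 of 83 were lower in mThy1-α-synuclein mice. With the logarithm of the reads of each mouse as a covariate, the median was -0.48 and 67 genes stayed past the cutoff (fry, adjusted p = 0.00494), which argues against depth. Matched random lists had a median of -0.12 and the lowest of 10000 had -0.21, whereas the ribosomal protein genes had -0.48, which argues against gene length and GC content as the whole source. Reads shared with pseudogenes and the annotation used were not tested, and the decrease at 7 months may therefore be technical in part or biological. At 10 months the median was 0.071.

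Toll-like receptor genes differed between the ages by a median of -0.36 (exact permutation p, adjusted, = 0.0353), as did the pathway lists of NF-κB signaling (-0.13, adjusted 0.0322), pyroptosis (-0.18, adjusted 0.00595), NOD1/2 signaling (-0.18, adjusted 0.000662) and TREM1 signaling (-0.36, adjusted 0.0176). These lists share genes: 9 of 12 Toll-like receptors, 39 of 67 NF-κB genes, 10 of 41 pyroptosis genes, 38 of 57 NOD1/2 genes and 26 of 44 TREM1 genes are also in another list, so they are not independent of each other. Supplementary Table S1 of the paper holds 8, 14, 6, 4 and 10 of these genes in the same order, so the lists are not independent of its calls either. At 7 months the Toll-like receptors rose by 0.24 more than homeostatic microglia markers (log2 scale, exact permutation p = 0.0143, adjusted 0.0295). Among the most abundant of these markers, Csf1r had 423000.0 ± 32200 normalized counts against 404600.0 ± 40200 and P2ry12 328600.0 ± 41200 against 298800.0 ± 23800. This argues against less RNA from other cells as the only source. Without the reads of ribosomal protein genes the median change of the Toll-like receptors was 0.41, with 7 genes past the cutoff (fry, adjusted p = 0.00155). Size factors computed over all genes hardly depend on these 83 genes, so this outcome is no test of fewer ribosomal reads. For the pathway lists no further technical explanation was tested. The difference in the Toll-like receptors may be biological, as a hypothesis from the same data, or come from the separate processing of the ages.

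Interferon-stimulated genes differed between the ages by a median of -1.02 (exact permutation p, adjusted, = 0.0152), with 11 of 12 genes higher at 7 months and 11 of 12 lower at 10 months. No explanation specific to them was tested. For inflammatory cytokines and mediators the median difference was -0.43 (adjusted 0.0222). At 10 months their median change was -0.14. With the immediate-early score as a covariate it was -0.13 (fry, adjusted p = 0.164, with 1 gene past the cutoff), and with the score of neutrophils and monocytes it was -0.35 (fry, adjusted p = 0.426, with 0 genes past the cutoff). Within genotypes the inflammatory score had a relation to the immediate-early score of Pearson r 0.522, permutation p = 0.17, adjusted 0.28 over 10 relations, Spearman rho 0.588, permutation p = 0.1, and r 0.759 without the 2 farthest mice. With the score of neutrophils and monocytes the relation was Pearson r -0.058, permutation p = 0.87, adjusted 0.97 over 10 relations, Spearman rho -0.0909, permutation p = 0.82, and r -0.16 without the 2 farthest mice. Neither covariate removed the direction, but with either of them the list was no longer past the cutoff, and with 10 mice a response to the dissociation or fewer neutrophils and monocytes cannot be told apart from a change in microglia. Among the most abundant neutrophil markers at 10 months, S100a9 had 44890.0 ± 17300 normalized counts against 106500.0 ± 30500, and of the monocyte markers Chil3 had 7680.0 ± 3350 against 19490.0 ± 5900.

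Heat shock and ER chaperones differed between the ages by a median of -0.58 (exact permutation p, adjusted, = 0.00971), and genes of the unfolded protein and integrated stress response by -0.59 (adjusted 0.00198). With all mice normalized together by TMM, the difference in the chaperone score was -1.54 (exact permutation p = 0.00231), which for the same reason is no test of the separate normalization. A difference in the time of day would move the clock gene lists of both phases apart. Their smallest exact permutation p at either age was 0.167, and with lists of 10 and 4 genes whose members go both ways a difference in the time of day cannot be told apart. Handling of single mice may act on chaperones and on the cold-inducible genes Cirbp and Rbm3 in opposite ways. Within genotype and age, Cirbp and the chaperone score gave Pearson r -0.484, permutation p = 0.015, adjusted 0.11 over 10 relations, Spearman rho -0.438, permutation p = 0.051, and r -0.373 without the 2 farthest mice, and Cirbp and Rbm3 gave Pearson r 0.587, permutation p = 0.022, adjusted 0.11 over 10 relations, Spearman rho 0.602, permutation p = 0.021, and r 0.541 without the 2 farthest mice. These relations did not pass the adjustment. Handling or temperature at the time of collection therefore cannot be told apart from a biological change of direction with age, which was not tested otherwise.

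In 10 genes chosen by the smallest interaction p among shared DEGs with opposite directions, the genotype effect was lower at 7 months and higher at 10 months, or the reverse. Positive interactions were found for Cirbp (2.36, adjusted p = 2.20e-06), Rbm3 (2.22, adjusted p = 0.000193), Cd276 (1.65, adjusted p = 0.000193), Zeb1 (1.38, adjusted p = 1.65e-06) and Sept6 (0.84, adjusted p = 0.000372). Negative interactions were found for Creld2 (-1.18, adjusted p = 0.00012), P4ha1 (-1.21, adjusted p = 1.86e-05), Pdia6 (-0.96, adjusted p = 1.86e-05), Hsp90b1 (-0.77, adjusted p = 0.000372) and Pcyox1l (-1.23, adjusted p = 0.000372). Each interaction stayed past the cutoff under the alternatives run for single genes and in the 20 fits that each left out 1 mouse. At 7 and 10 months the log2 fold changes were -0.61 and 1.62 for Rbm3, -0.88 and 0.51 for Zeb1, 0.46 and -0.72 for Creld2, 0.46 and -0.75 for P4ha1, and 0.29 and -0.67 for Pdia6. At 7 months Rbm3 lost its call in 9 of 10 fits that left out 1 mouse, up to an adjusted p of 0.1503 without wild-type replicate 1, and Pdia6 in 7, up to 0.130 without wild-type replicate 1. With the replicate block it was 0.165 for Rbm3 and 0.110 for Pdia6. Rbm3 also lost its call with both forms of edgeR and all 20 mice in one fit (adjusted p up to 0.0701). Creld2, P4ha1, Pdia6 and Hsp90b1 act in the endoplasmic reticulum, and what is said of the chaperones above applies to them. For the other genes no technical explanation was tested.

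Nnt, which the paper does not discuss and which was chosen after its values were seen, was higher in mThy1-α-synuclein mice at both ages. On chromosome 13 from 119335527 to 119409257, it had 5610.2 ± 315 normalized counts against 3828 ± 348 at 7 months (log2 fold change 0.55, adjusted p = 0.00183) and 5272 ± 252 against 2419 ± 792 at 10 months (log2 fold change 1.18, adjusted p = 0.00629). The adjusted p stayed at or below 0.0262 and 0.0231 under the alternatives run for single genes, fits without 1 mouse included, and the interaction was 0.63 (adjusted p = 0.0693). The mice come from a cross of inbred strains, so a strain variant that by chance or by linkage follows the genotype is a candidate explanation for genes changed alike at both ages. Where several such variants are linked, their genes would cluster on chromosomes. Of the 66 shared DEGs with the same direction, 14 had another within 1 megabase, with a median of 7 in random sets (permutation p = 0.044, adjusted 0.06 over 5 window sizes). With windows of 0.25, 0.5, 2 and 5 megabases, 4, 10, 21 and 34 genes had a neighbour (adjusted permutation p = 0.34, 0.06, 0.047 and 0.014). The clustering thus passed the cutoff in the 2 widest windows only. Other sets showed no excess at 1 megabase. A neighbour was found for 0 of the 33 shared DEGs with opposite directions (median 2 in random sets). Of the DEGs at 7 months only it was 291 of 575 (median 310), and of those at 10 months only 598 of 936 (median 641). The excess was thus seen in genes changed alike, but a strain variant still cannot be told apart from a shared response to the transgene. The 7 clusters lie on 5 chromosomes (Slfn10-ps and Ccl5, Pigw and Myo19, Litaf and Gspt1, Mpv17l and Abcc1, H2-Ob and Ltb, Klrb1c and Clec1a, Crtap and Glb1), which argues against passenger DNA around a single transgene insertion as the source of all of them. The paper's methods place the inserted gene on the X chromosome. The clusters lie on chromosomes 6, 9, 11, 16 and 17, which argues against passenger DNA around that insertion for each of them. Nnt is in none of these clusters, but a variant in a single gene needs no changed neighbour, so this does not decide the question for Nnt. A strain variant was not tested for Ccr6 either, whose values split within the mThy1-α-synuclein mice at 10 months.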

How the results depend on the processing

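The edgeR test with TMM normalization on the recovered reads, log2 CPM with TMM normalization for lists and principal components, and pseudocounts of 0.5 and 5 were chosen only after the values were seen, and all other alternatives were set down before. No alternative moved the median log2 fold change of all genes beyond 0.0177 in absolute value, so changes were not restated relative to it. Alternatives of the edgeR test were applied to the limma test, with which they change 1 choice each. A weaker result is one that kept its direction and was no longer past the cutoff, and a stronger one is the opposite.

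The number of DEGs was 684 at 7 months and 1045 at 10 months. It stayed within 1.5 times of these under limma-voom with sample quality weights (919 and 1329), edgeR with DESeq2 size factors (690.0 and 1058), no filter (630.0 and 860.0), at least 10 reads in every mouse (626 and 1054), all 20 mice in one fit (944 and 957), no robust estimation (646 and 1103), edgeR with TMM normalization (698 and 1084) and pseudocounts of 0.5 (666 and 1037) and 5 (726 and 1064). DESeq2 called 1157 genes at 7 months, among them 683 of the 684, and 1684 at 10 months, among them 1043 of the 1045. It also called 139 genes of Supplementary Table S3 in place of 88, and 209 shared DEGs in place of 99, of which 142 in place of 66 changed in the same direction. The cause was not tested. In simulated data DESeq2 made more false calls than limma at these numbers of mice. With a minimum absolute log2 fold change of 1, which keeps fewer genes by construction, 179 genes were called at 7 months, 75.4% of them lower, and 226 at 10 months, 61.95% lower, and 28 genes of Supplementary Table S3. With all 20 mice in one fit, 43.9% of the DEGs at 10 months were lower in place of 49.4%, and the cause was not tested.

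The replicate block (the replicate number as a block) lowered the DEGs at 7 months to 445, of which 357 were also called without it, with 8 mice in the fit. Their share of lower genes was 59.8% in place of 54.8%. At 10 months that share was 59.9%, the interaction held 482 genes in place of 926 and 63 genes were shared in place of 99. At 7 months the fit held fewer mice by construction, and otherwise the cause was not tested. Nothing in the values pairs equal numbers. Deviations of equally numbered mice from their group means had correlations between -0.13 and 0.032 in 4 pairs at 7 months (mean -0.036, other pairs 0.0072) and between -0.05 and 0.1 in 5 pairs at 10 months (mean -0.0053, other pairs 0.0012). The median changed sign with the block for 3 lists near 0, without a call, and the cause was not tested: border macrophage markers without Clec10a at 7 months (0.030), Parkinson's disease genes at 7 months (-0.037) and unfolded protein and integrated stress response at 7 months (-0.0065).

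In the fits that each left out 1 mouse, the number of DEGs ranged from 280.0 (without wild-type replicate 1) to 860.0 (without mThy1-α-synuclein replicate 4) at 7 months and from 497 (without wild-type replicate 2) to 1235 (without wild-type replicate 4) at 10 months. The share of lower DEGs ranged from 52.7% to 59.4% at 7 months and from 43.7% to 55.05% at 10 months, the interaction from 623 to 1100.0 genes, the shared DEGs from 43 to 120.0, those of the same direction from 29 to 83 and the called genes of Supplementary Table S3 from 44 to 96. The number of Figure 6B genes with the same direction was 21 in each of these fits, and the genotypes stayed separated in the principal components with p under 0.05. The lists called by camera ranged from 16 to 21 at 7 months and from 10 to 15 at 10 months. The fits hold 1 mouse less by construction, and why single mice weigh differently was not tested. Of the 134 results for single genes, 80 kept their call in each of these fits, 41 lost it in at least 1 and 13 gained it in at least 1, and none changed direction.

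For lists, 45 of 78 results kept direction and call in each fit without 1 mouse, and the median of 11 changed sign, all of them lists without a call. Their medians ranged from -0.57 to 0.32 for choroid plexus markers at 7 months, from -0.13 to 0.029 for border macrophage markers without Clec10a at 7 months, from -0.0072 to 0.10 for LXR/RXR targets at 7 months, from -0.033 to 0.016 for phagocytosis receptors and machinery at 7 months, from -0.031 to 0.11 for Parkinson's disease genes at 7 months, from -0.052 to 0.33 for neuron markers at 10 months, from -0.036 to 0.061 for disease-associated microglia markers at 10 months, from -0.0099 to 0.028 for translation initiation and elongation factors at 10 months, from -0.10 to 0.031 for Toll-like receptors at 10 months, from -0.038 to 0.0060 for Toll-like receptor signaling at 10 months and from -0.050 to 0.13 for clock genes of the Per and Dbp phase at 10 months. The mice behind these changes were mThy1-α-synuclein replicate 2 (0.22), mThy1-α-synuclein replicate 3 (0.12), wild-type replicate 1 (0.0082) and wild-type replicate 4 (0.32) for choroid plexus markers at 7 months, wild-type replicate 1 (0.029) for border macrophage markers without Clec10a at 7 months, mThy1-α-synuclein replicate 3 (-0.00027) and wild-type replicate 2 (-0.0072) for LXR/RXR targets at 7 months, mThy1-α-synuclein replicate 4 (0.016) and mThy1-α-synuclein replicate 5 (0.0074) for phagocytosis receptors and machinery at 7 months, mThy1-α-synuclein replicate 5 (-0.031) and wild-type replicate 3 (-0.000075) for Parkinson's disease genes at 7 months, wild-type replicate 1 (-0.052) for neuron markers at 10 months, mThy1-α-synuclein replicate 1 (-0.036) for disease-associated microglia markers at 10 months, mThy1-α-synuclein replicate 4 (-0.0099) for translation initiation and elongation factors at 10 months, mThy1-α-synuclein replicate 3 (0.031), mThy1-α-synuclein replicate 4 (0.013) and wild-type replicate 1 (0.028) for Toll-like receptors at 10 months, mThy1-α-synuclein replicate 3 (0.0056) and wild-type replicate 1 (0.0060) for Toll-like receptor signaling at 10 months and mThy1-α-synuclein replicate 5 (-0.0055) and wild-type replicate 1 (-0.050) for clock genes of the Per and Dbp phase at 10 months. With voom and sample quality weights the median changed sign for Parkinson's disease genes at 7 months (-0.062), disease-associated microglia markers at 10 months (-0.0094) and Toll-like receptor signaling at 10 months (0.0095). With at least 10 reads in every mouse, which leaves fewer genes by construction, it did so for mural cell markers at 10 months (0.060) and translation initiation and elongation factors at 10 months (-0.0017). The cause was not tested.

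camera called 17 lists at 7 months and 15 at 10 months with the preset correlation. With the correlation estimated for each list it called 0 at both ages, where 10 and 4 had an unadjusted p under 0.05, and the cause was not tested. fry called 18 and 10. The exact permutation test called 16 at 7 months and 0 at 10 months, where 12 had an unadjusted p under 0.05 and the smallest possible p is 0.00794. Over the results for single lists there were 34 weaker with the estimated correlation, 10 weaker and 5 stronger with fry, 3 weaker and 6 stronger and 3 reversed with the replicate block, 3 weaker and 4 stronger and 3 reversed with sample quality weights, 2 weaker and 2 reversed with at least 10 reads in every mouse and 1 weaker with TMM normalization, out of 78. Pseudocounts of 0.5 and 5 and DESeq2 size factors changed none of them.

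Of 134 results for single genes, DESeq2 made 15 stronger, edgeR with DESeq2 size factors 2 weaker and 3 stronger, edgeR with TMM 2 weaker and 2 stronger, the replicate block 24 weaker and 3 stronger, and a pseudocount of 5 1 weaker and 3 stronger. All 20 mice in one fit made 10 weaker and 7 stronger of 109. A pseudocount of 0.5 changed none, and no direction changed under these. The ratio that measures the separation in the principal components lay between 1.14 and 1.74 at 7 months and between 1.25 and 2.65 at 10 months over its alternatives, each with p under 0.05.

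Depth limits the genes with few reads. Trpm6 was at 0 in 3 of 4 wild-type mice at 7 months, so the size of its change is not known. Th was below the filter at both ages and could not be tested.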

Differences from the paper's values

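Of 60 values of the paper that were compared, 6 differed. All alternatives named here were set before the data were examined, unless stated otherwise, and no test of this part was chosen after the results were seen apart from those. The paper gives 1141 DEGs at 7 months, against 684 with limma. DESeq2 (1157), limma-voom with sample quality weights (919), all 20 mice in one fit (944) and the fit without mThy1-α-synuclein replicate 4 (860.0) came within 1.5 times of the paper's number, and the other alternatives did not. At 10 months the paper gives 1686 DEGs, against 1045. DESeq2 (1684), limma-voom with sample quality weights (1329) and the fit without wild-type replicate 4 (1235) came within 1.5 times, and the other alternatives did not. The paper gives 140 genes that are both DEGs and associated with a DMR at 7 months, of which 88 were called here. DESeq2 called 139, limma-voom with sample quality weights 108, all 20 mice in one fit 109 and the fit without mThy1-α-synuclein replicate 4 called 96, and the other alternatives stayed below. The paper's methods name DESeq2 as its tool.

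The DEGs shared by both ages were about 210 in the paper (Fig. 6A, added up by eye), against 99, and DESeq2 gave 209, while no other alternative set before the data were examined closed the gap. The first principal component held about 53% of the variance at 7 months (Fig. 2A) and about 58% at 10 months (Fig. 4A) in the paper, against 29.4% and 32.8%. DESeq2's variance stabilizing transformation gave 52.8% and 58.01%, and no other alternative set before the data were examined closed the gap. For the 22 genes of Fig. 6B, 44 log2 fold changes were compared, and 0 differed in sign or by more than the standard error, with a largest difference of 0.401.

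The paper presents the labeled genes of its figures as DEGs. Of the genes of Figure 3, limma called 21 of 27 at 7 months and DESeq2 27. Of those of Figure 5, limma called 16 of 26 at 10 months and DESeq2 27 of 27. Of the 22 genes of Figure 6B, limma called 12 at 7 months and 14 at 10 months, and DESeq2 22 at both ages. Of those of Figure 2C, limma called 7 of 8, DESeq2 9 of 9, edgeR with DESeq2 size factors 8 of 8, at least 10 reads in every mouse 6 of 6, the replicate block 7 of 7 and edgeR with TMM normalization (chosen after the values were seen) 8 of 8. None of the other alternatives of the fit to all mice called all tested genes of Figures 3, 5 or 6B.

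The paper draws or labels the genes below as DEGs, and limma did not call them. Adjusted p-values are given for each setting under which they passed. Tlr2 at 7 months (adjusted p = 0.0530) passed with DESeq2 (0.00390), edgeR with DESeq2 size factors (0.0474), edgeR with TMM normalization (chosen after the values were seen) (0.0425), all 20 mice in one fit (0.0120), the replicate block (0.0266), without mThy1-α-synuclein replicate 4 (0.0275) and without mThy1-α-synuclein replicate 5 (0.0109). Clec10a at 7 months (adjusted p = 0.123) passed with DESeq2 (0.00308), the replicate block (0.00846) and without mThy1-α-synuclein replicate 5 (0.00180). Clec10a at 10 months (adjusted p = 0.0906) passed with DESeq2 (0.0442). Trpm6 at 10 months (adjusted p = 0.0525) passed with DESeq2 (0.0106), the replicate block (0.0319), a pseudocount of 5 (chosen after the values were seen) (0.0469) and without wild-type replicate 4 (0.0393). Tceanc2 at 7 months (adjusted p = 0.232) passed with DESeq2 (0.0109) and without wild-type replicate 3 (0.00643). Atp2c1 at 10 months (adjusted p = 0.0974) passed with DESeq2 (0.0418) and without mThy1-α-synuclein replicate 3 (0.0445).

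Of the genes of the pathway diagrams and of Figures 3 and 5, these were not called either. Cd86 at 7 months (adjusted p = 0.0522) passed with DESeq2 (0.00817), edgeR with DESeq2 size factors (0.0447), edgeR with TMM normalization (chosen after the values were seen) (0.0408), all 20 mice in one fit (0.0184), a pseudocount of 5 (chosen after the values were seen) (0.0494), without mThy1-α-synuclein replicate 4 (0.00660) and without mThy1-α-synuclein replicate 5 (0.0445). Itgax at 7 months (adjusted p = 0.132) passed with DESeq2 (0.0461), all 20 mice in one fit (0.0262) and without mThy1-α-synuclein replicate 5 (0.0326). Il1a at 7 months (adjusted p = 0.0748) passed with DESeq2 (0.0411), without mThy1-α-synuclein replicate 4 (0.0206) and without wild-type replicate 2 (0.0437). P2rx7 at 7 months (adjusted p = 0.0597) passed with DESeq2 (0.0253), all 20 mice in one fit (0.0359), without mThy1-α-synuclein replicate 4 (0.0440), without mThy1-α-synuclein replicate 5 (0.0394) and without wild-type replicate 4 (0.0271). Gas5 at 7 months (adjusted p = 0.125) passed with DESeq2 (0.0134) and without wild-type replicate 4 (0.00457). Peli1 at 7 months (adjusted p = 0.0622) passed with DESeq2 (0.0302), all 20 mice in one fit (0.0399) and without mThy1-α-synuclein replicate 4 (0.0493). Slc1a2 at 10 months (adjusted p = 0.0832) passed with DESeq2 (0.0157) and without mThy1-α-synuclein replicate 5 (0.0173). Atf4 at 10 months (adjusted p = 0.0502) passed with DESeq2 (0.0230), edgeR with DESeq2 size factors (0.0488), all 20 mice in one fit (0.0317), a pseudocount of 5 (chosen after the values were seen) (0.0495), without mThy1-α-synuclein replicate 4 (0.0265), without wild-type replicate 3 (0.0454) and without wild-type replicate 4 (0.0429). Tomm20 at 10 months (adjusted p = 0.0559) passed with DESeq2 (0.0311) and all 20 mice in one fit (0.0484).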

Other observations

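The tests of border macrophages, natural killer cells, blood and the splits for gene lists were chosen only after the results were seen. The lists of T and B cells and of clock genes were added after the data were examined. The other tests of this part were set down before. Of 100 splits of the mice into groups of the real sizes, the real one included, 1 gave as many DEGs as the 684 at 7 months and 1 as many as the 1045 at 10 months. The median of the other splits was 0 at both ages, and the largest number was 637 at 7 months, near the real one, and 42 at 10 months. As many shared DEGs as the 99 were found in 1 of 100 splits, the real one, and the largest of the others was 0. For gene lists called by camera with the preset correlation this was different. At 7 months 8 of 100 splits gave at least the 17 lists of the real one (median 8, largest 22 in the others), and at 10 months 16 of 100 gave at least 15 (median 11, largest 20). The number of lists called by camera is thus one that splits without regard to genotype may give as well.

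Thy1 was a DEG at both ages, higher in mThy1-α-synuclein mice. Relative to neuron markers, Thy1 was higher by 5.96 on the log2 scale at 7 months (exact permutation p = 0.00476, adjusted 0.0206) and by 6.13 at 10 months (exact permutation p = 0.00794, adjusted 0.0206). More RNA from neurons would have raised the neuron markers as well. Reads from the Thy1 part of the transgene, counted on the mouse gene, are a candidate explanation. Whether microglia themselves or adhering neuronal RNA carried the transgene reads was not decided. Within age, Thy1 and the neuron marker score of mThy1-α-synuclein mice gave Pearson r -0.47, permutation p = 0.067, adjusted 0.13 over 10 relations, Spearman rho -0.5, permutation p = 0.12, and r -0.437 without the 2 farthest mice.

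Clec10a at 10 months was lower in mThy1-α-synuclein mice without passing the cutoff (log2 fold change -0.51, adjusted p = 0.0906). Clec10a is a marker of macrophages at the borders of the brain, and a list of 11 other markers of these cells, none of them in another list, was lower by a median of -0.53 (fry, adjusted p = 0.0127). Among the most abundant of them, Mrc1 had 9839 ± 1540 normalized counts against 13400.0 ± 1280 and Stab1 16850.0 ± 2340 against 18730.0 ± 1520. The change of Clec10a at 10 months differed from that of the list by 0.068 (exact permutation p = 0.786), so fewer border macrophages in the fraction may account for the decrease at 10 months. At 7 months Clec10a was higher by 0.79 than the list (exact permutation p = 0.019, adjusted 0.0309), so its higher value at 7 months (log2 fold change 0.71, adjusted p = 0.123 for Clec10a at 7 months) is not explained in this way. All 11 markers had at least 10 normalized counts in every mouse, and microglia may express some of them.

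Genes of cytotoxic lymphocytes such as Gzma and Ccl5 were lower at both ages. A list of natural killer cell markers, written after the values of Gzma, Gzmb, Prf1, Klrg1, Klrb1c, Ncr1 and Ccl5 were seen and without these genes, had a median of -1.11 at 7 months over 12 genes (exact permutation p = 0.00476, adjusted 0.019 over the 4 added lists, fry adjusted p = 0.00883) and -0.896 at 10 months over 11 genes (exact permutation p = 0.0238, adjusted 0.0952, fry adjusted p = 0.0813). Leaving out single mice, the median ranged from -1.75 to -0.83 at 7 months and from -1.17 to -0.61 at 10 months. The most abundant marker, Il18rap, had 869 ± 323 normalized counts against 1514 ± 381 at 7 months and 879.1 ± 195 against 1344 ± 352 at 10 months, and 6 of the 12 markers are in Supplementary Table S1. Fewer natural killer cells in the fraction may explain this, but the list did not pass the adjustment at 10 months. Less blood would lower the markers of blood cells alike. At 10 months neutrophil and monocyte markers fell by more than T and B cell markers, with a difference of -0.59 (exact permutation p = 0.0159, adjusted 0.0295), a test that holds no natural killer cell gene. At 7 months natural killer cell markers did not fall detectably further than T and B cell markers (difference -0.73, exact permutation p = 0.105), neutrophil and monocyte markers (difference -0.67, exact permutation p = 0.281) or both together (-0.69, exact permutation p = 0.167). With 10 mice, less blood and fewer natural killer cells therefore cannot be told apart from a change in the genes of these cells.

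Within genotypes at 7 months, further relations were computed. Neuron and oligodendrocyte marker scores gave Pearson r 0.672, permutation p = 0.053, adjusted 0.13 over 10 relations, Spearman rho 0.6, permutation p = 0.09, and r 0.588 without the 2 farthest mice. Neuron and endothelial marker scores gave Pearson r 0.709, permutation p = 0.036, adjusted 0.12 over 10 relations, Spearman rho 0.624, permutation p = 0.074, and r 0.547 without the 2 farthest mice. Neuron and homeostatic microglia marker scores gave Pearson r -0.464, permutation p = 0.22, adjusted 0.28 over 10 relations, Spearman rho -0.479, permutation p = 0.19, and r 0.0558 without the 2 farthest mice. The ribosomal protein score and the logarithm of reads gave Pearson r -0.00261, permutation p = 0.99, adjusted 0.99 over 10 relations, Spearman rho -0.0424, permutation p = 0.92, and r -0.338 without the 2 farthest mice.

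The remaining gene lists had the following median log2 fold changes, each with the number of genes and the exact permutation p, unadjusted and adjusted over its family. For cell types at 7 months, with the exact permutation p: oligodendrocyte markers -0.88 over 11 genes (1 higher, p = 0.00952, adjusted 0.0334), endothelial markers -0.55 over 11 genes (0 higher, p = 0.0143, adjusted 0.0334), mural cell markers -0.38 over 3 genes (1 higher, p = 0.295, adjusted 0.413), choroid plexus markers -0.13 over 4 genes (2 higher, p = 0.976, adjusted 0.976), lymphoid markers -0.91 over 5 genes (0 higher, p = 0.0143, adjusted 0.0334) and T and B cell markers -0.25 over 6 genes (0 higher, p = 0.2, adjusted 0.267). At 10 months, with the exact permutation p: astrocyte markers 0.30 over 18 genes (17 higher, p = 0.175, adjusted 0.322), neuron markers 0.10 over 17 genes (11 higher, p = 0.587, adjusted 0.685), oligodendrocyte markers -0.28 over 10 genes (2 higher, p = 0.286, adjusted 0.477), endothelial markers -0.27 over 11 genes (2 higher, p = 0.365, adjusted 0.555), mural cell markers -0.33 over 4 genes (2 higher, p = 0.468, adjusted 0.627), choroid plexus markers 1.28 over 4 genes (4 higher, p = 0.0476, adjusted 0.139), lymphoid markers -0.17 over 5 genes (1 higher, p = 0.214, adjusted 0.374) and T and B cell markers -0.17 over 5 genes (1 higher, p = 0.619, adjusted 0.825). The list of erythroid markers held 1 tested gene, with a change of -0.34 at 7 months and -0.27 at 10 months, and was not tested. Of the lymphoid markers 4 of 5 are also in another list, and of the endothelial markers 1 of 11. The most abundant oligodendrocyte marker, Trf, had 105500.0 ± 13700 normalized counts against 107000.0 ± 10100 at 7 months, while Mbp had 3109 ± 534 against 4345 ± 378.

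For cell states and gene families at 7 months, the medians, with the exact permutation p, were homeostatic microglia markers 0.12 over 12 genes (10 higher, p = 0.0476, adjusted 0.0926), immediate-early and dissociation genes -0.091 over 21 genes (6 higher, p = 0.462, adjusted 0.539), unfolded protein and integrated stress response 0.14 over 12 genes (8 higher, p = 0.0667, adjusted 0.123), cell cycle genes -0.35 over 15 genes (2 higher, p = 0.452, adjusted 0.539), cholesterol biosynthesis genes -0.13 over 20 genes (7 higher, p = 0.276, adjusted 0.402), vacuolar ATPase subunits 0.066 over 16 genes (11 higher, p = 0.181, adjusted 0.275), tubulins -0.12 over 15 genes (4 higher, p = 0.381, adjusted 0.476) and phagocytosis receptors and machinery -0.040 over 27 genes (13 higher, p = 0.724, adjusted 0.768). At 10 months, with the exact permutation p, they were homeostatic microglia markers 0.12 over 12 genes (8 higher, p = 0.119, adjusted 0.26), disease-associated microglia markers 0.012 over 15 genes (8 higher, p = 0.929, adjusted 0.929), interferon-stimulated genes -0.81 over 12 genes (1 higher, p = 0.0873, adjusted 0.204), cell cycle genes -0.31 over 15 genes (2 higher, p = 0.143, adjusted 0.278), cholesterol biosynthesis genes 0.058 over 20 genes (11 higher, p = 0.857, adjusted 0.882), vacuolar ATPase subunits -0.11 over 16 genes (4 higher, p = 0.0397, adjusted 0.139), tubulins -0.16 over 14 genes (5 higher, p = 0.0556, adjusted 0.15), translation initiation and elongation factors 0.0030 over 60 genes (30 higher, p = 0.667, adjusted 0.724) and mitochondrial complex I subunits -0.055 over 35 genes (10 higher, p = 0.484, adjusted 0.627). The clock gene lists had, with the exact permutation p, clock genes of the Per and Dbp phase -0.20 over 10 genes (2 higher, p = 0.267, adjusted 0.267) and clock genes of the Arntl phase 0.10 over 4 genes (3 higher, p = 0.167, adjusted 0.267) at 7 months, and clock genes of the Per and Dbp phase 0.069 over 10 genes (6 higher, p = 0.96, adjusted 0.96) and clock genes of the Arntl phase -0.16 over 4 genes (2 higher, p = 0.563, adjusted 0.825) at 10 months.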
